# Breast cancer prevention by short-term inhibition of TGFβ signaling

**DOI:** 10.1038/s41467-022-35043-5

**Published:** 2022-12-07

**Authors:** Maša Alečković, Simona Cristea, Carlos R. Gil Del Alcazar, Pengze Yan, Lina Ding, Ethan D. Krop, Nicholas W. Harper, Ernesto Rojas Jimenez, Donghao Lu, Anushree C. Gulvady, Pierre Foidart, Marco Seehawer, Benedetto Diciaccio, Katherine C. Murphy, Jason Pyrdol, Jayati Anand, Kodie Garza, Kai W. Wucherpfennig, Rulla M. Tamimi, Franziska Michor, Kornelia Polyak

**Keywords:** Breast cancer, Mammary stem cells, Cancer prevention

## Abstract

Cancer prevention has a profound impact on cancer-associated mortality and morbidity. We previously identified TGFβ signaling as a candidate regulator of mammary epithelial cells associated with breast cancer risk. Here, we show that short-term TGFBR inhibitor (TGFBRi) treatment of peripubertal ACI inbred and Sprague Dawley outbred rats induces lasting changes and prevents estrogen- and carcinogen-induced mammary tumors, respectively. We identify TGFBRi-responsive cell populations by single cell RNA-sequencing, including a unique epithelial subpopulation designated secretory basal cells (SBCs) with progenitor features. We detect SBCs in normal human breast tissues and find them to be associated with breast cancer risk. Interactome analysis identifies SBCs as the most interactive cell population and the main source of insulin-IGF signaling. Accordingly, inhibition of TGFBR and IGF1R decrease proliferation of organoid cultures. Our results reveal a critical role for TGFβ in regulating mammary epithelial cells relevant to breast cancer and serve as a proof-of-principle cancer prevention strategy.

## Abstract (web summary)

TGFβ signalling is reported to regulate hormone-responsive mammary epithelial progenitors that are associated with breast cancer risk. Here, the authors find that short-term TGFBR1 inhibition prevents tumour formation in rat breast cancer models and identify a TGFBR1 inhibition-responsive sub-population of mammary epithelial cells, which is associated with human breast cancer risk.

## Introduction

The design of cancer-preventive strategies requires in-depth knowledge of physiological processes underlying tumor initiation, biomarkers to identify high-risk individuals and monitor the efficacy of cancer-preventive interventions, and approaches that effectively decrease risk with minimal side effects^1^. The best-known predictors of breast cancer risk are germline predispositions, reproductive history, and mammographic density^2^. A single full-term pregnancy in early adulthood reduces the lifelong risk of estrogen receptor-positive (ER+) postmenopausal breast cancer by almost twofold^3^, while high mammographic density increases risk regardless of tumor subtype^4^. Although anti-estrogens have been effective in preventing ER+ breast tumors, the associated side effects make their use unacceptable in the general population^5^. Similarly, using a full-term pregnancy in early adulthood as a cancer-preventive strategy is unrealistic. Instead, a better understanding of pregnancy-induced changes in the mammary epithelium may help the design of cancer-preventive strategies.

We previously described the lower expression of *CDKN1B* (encoding p27) and TGFβ signaling in CD44^+^ progenitor-enriched cells from normal breast tissue from parous compared to nulliparous women^6^. The relative frequencies of p27^+^ and Ki67^+^ (proliferating) cells were also lower in parous women, except in *BRCA1* mutation (*BRCA1*^*mut*^) carriers, who exhibited the highest fraction of these cells among all groups. Many p27^+^ cells were also ER^+^ and phospho-SMAD2^+^ (a downstream mediator of TGFβ signaling), with frequencies varying during the menstrual cycle and pregnancy, implying regulation by ovarian hormones and TGFβ signaling^6^. Based on these findings, we hypothesized that TGFβ is a key regulator of proliferation and pool size of hormone-responsive mammary epithelial progenitors that may serve as the cell-of-origin of breast cancer, and that decreasing these progenitors could reduce the rate of mammary tumor initiation.

The role of the TGFβ pathway in mammary gland biology and tumor development has been studied in mouse models by modulating the main components of the signaling cascade^7^. Cellular response to TGFβ is initiated by a ligand (TGFβ1, TGFβ2, or TGFβ3) binding to TGFBR2, a serine–threonine protein kinase receptor, which then phosphorylates and activates TGFBR1, the main downstream signaling receptor^8^. TGFBR1, also a serine–threonine protein kinase receptor, phosphorylates and activates the SMAD2 and SMAD3 transcription factors, which in turn mediate TGFβ-induced transcriptional changes^8^. Inhibition of TGFβ signaling has been shown to decrease mammary tumor growth in murine models of breast cancer through inhibiting cancer stem cells^9^. *Tgfb1* knockout mice in an immunodeficient background have normal mammary gland development, although there is a significant peripubertal decrease in the number of terminal end buds (TEBs), which are specialized structures leading the elongation of the invading duct and responsible for the formation of the mammary ductal tree^10^. The expression of dominant negative *Tgfbr2*^11^ or *Tgfbr2* deletion^12^ lead to alveolar hyperplasia in an epithelium-specific manner^13^ and accelerated MMTV-PyMT-induced tumor development^12^, while exogenous administration of TGFβ1 reversibly inhibits mammary epithelial cell proliferation^14^. Despite this knowledge, the cellular targets of TGFβ in the mammary epithelium have not been characterized in detail. Engineered murine models target specific cells in which the promoter expressing the transgene is active; thus, they are not suitable for cancer prevention studies that are agnostic to the cell-of-origin of cancer. Furthermore, most murine mammary tumors are ER-negative and estrogen-independent, and therefore not representative of hormone-dependent ER+ breast cancers, the most common subtype in women.

Here, we show that short-term treatment with galunisertib (LY2157299), a small molecule inhibitor of TGFBR1 (TGFBRi)^15^, reduces the frequency of mammary tumors induced by estrogen in inbred ACI rats^16^ and by NMU (N-Nitroso-N-methylurea) exposure in outbred SD rats^17^. We also identify a rare mammary epithelial cell subpopulation we term secretory basal cells (SBCs) that is sensitive to TGFBRi treatment in both rat strains and associated with breast cancer risk in women. These findings identify TGFβ signaling as a key determinant of breast cancer risk.

## Results

### The effect of TGFBR inhibitor treatment on peripubertal rats

To determine the effects of short-term inhibition of TGFβ signaling on the mammary epithelium, we treated 4–5-week-old virgin female ACI rats for 10 days with TGFBRi, and analyzed mammary glands at days 0, 7, 14, and 196 after stopping treatment (Fig. 1a). The timing and length of treatment were chosen based on the age known to be critical for mammary tumor susceptibility (peri-puberty), both in rats^18^ and in human^18^, and the duration of gestation in rats (21 days). TGFBRi treatment was well-tolerated and showed target inhibition as evidenced by lower levels of phospho-SMAD3, a transcriptional mediator of TGFβ signaling directly phosphorylated by TGFBR1^8^, in the mammary glands of TGFBRi-treated animals (Supplementary Fig. 1a–c). The total mammary epithelial area was significantly smaller (*P* = 0.034) on day 0 in TGFBRi-treated rats, but similar in size at day 196 post treatment, implying a transient delay with ductal development (Fig. 1b–d). Although ductal invasion during puberty is driven by TEBs, we did not detect visible differences in TEBs in whole mounts (Supplementary Fig. 1d), implying that either TGFBRi treatment induced subtle differences not readily identified by imaging or that the ductal invasion process remained unperturbed. Smooth muscle actin (SMA), a myoepithelial cell marker, demonstrated no discernable perturbations in mammary ductal structure and integrity (Supplementary Fig. 1e), and the relative frequency of proliferative (Ki67^+^ or phospho-histone H3^+^: pHH3) and apoptotic (cleaved caspase 3^+^) cells did not show consistent differences after TGFBRi treatment (Supplementary Fig. 1e–k). However, the relative fraction of CD24^+^CD29^high^ basal and CD24^+^CD29^low^ luminal mammary epithelial cell populations assessed by flow cytometry (Supplementary Fig. 1l) was significantly lower in TGFBRi-treated animals compared to controls at day 0 (*P* = 0.017 and *P* = 0.044, respectively), with less pronounced differences at later timepoints (Fig. 1e, f). These data establish that a 10-day TGFBRi treatment in peripubertal ACI rats is sufficient to temporarily reduce mammary epithelial cell numbers, with differences being most pronounced right after discontinuing treatment (day 0) and more significant in basal compared to luminal cells. Thus, we chose this time point and treatment schedule for subsequent experiments.

**Fig. 1:**
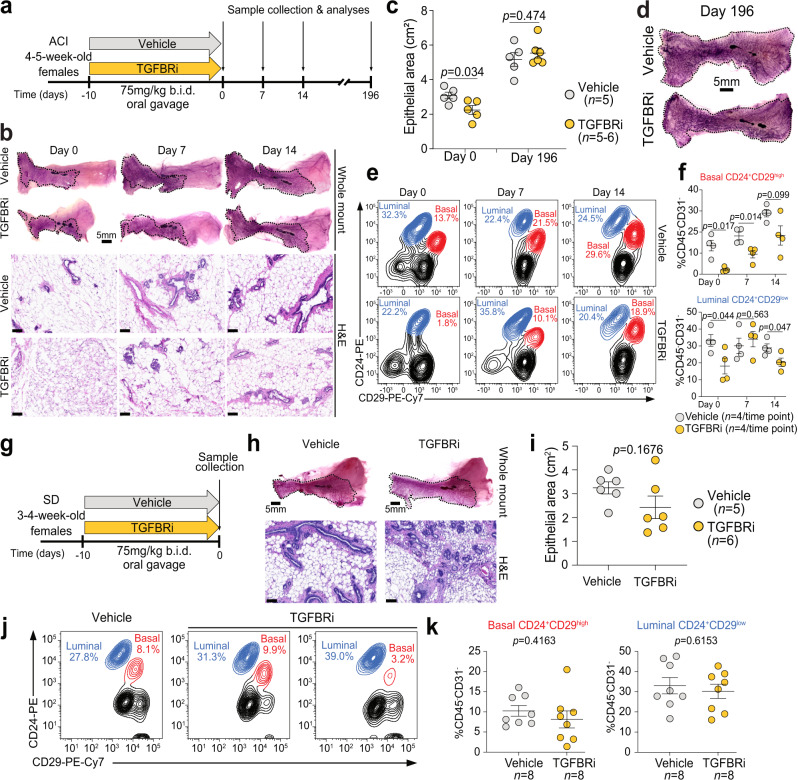
The effect of peripubertal TGFBRi treatment on mammary glands of peripubertal ACI and SD rats. **a** Schematic outline of experimental design for ACI rats. **b**–**d** Representative mammary gland whole mounts (**b**, **d**), quantification of the epithelial area (**c**), and hematoxylin and eosin (H&E) staining of mammary tissue sections (**b**) from ACI rats at indicated experimental timepoints (*n* = 5 for vehicle and for TGFBRi *n* = 5 at day 0 and *n* = 6 at day 196). **e**, **f** Representative flow cytometry plots (**e**) and quantification (**f**) of luminal (CD24^+^CD29^low^) and basal (CD24^+^CD29^high^) mammary epithelial cells within the CD31^−^CD45^−^ cell population in ACI rats. **g** Schematic outline of experimental design for SD rats. **h**, **i** Two representative mammary gland whole mounts (**h**) and quantification (**i**) of the mammary gland epithelium in SD rats. **j**, **k** Representative flow cytometry plots (**j**) and quantification (**k**) of luminal (CD24^+^CD29^low^) and basal (CD24^+^CD29^high^) mammary epithelial cells within the CD31^−^CD45^−^ cell population in SD rats. All graphs (**c**, **f**, **i**, **k**) are presented as mean ± s.e.m. *P* values were calculated by unpaired two-tailed *t* test with Welch’s correction. Scale bars: whole mounts 5 mm, H&E 100 µm. Source data are provided as a Source Data file.

We also performed the above-described experiment in ~4-week-old virgin female SD rats (Fig. 1g) and again found that TGFBRi treatment was well tolerated (Supplementary Fig. 2a). Unlike in the ACI strain, at day 0, the total mammary epithelial area and the relative frequencies of basal and luminal cells were not significantly different in TGFBRi-treated animals as compared to controls, likely due to high interindividual differences in this outbred strain (Fig. 1h–k). In addition, no visible difference in the number of TEBs following TGFBRi treatment was observed (Supplementary Fig. 2b). The relative frequency of proliferative cells was also similar between treated and control groups based on Ki67 positivity while pHH3^+^ showed significant differences (Supplementary Fig. 2c–f).

To examine whether a 10-day TGFBRi treatment affects other organs and whether its effects on the mammary gland are due to perturbed puberty, we visually inspected all major organs, performed histologic analyses of pituitary glands, ovaries, intestinal tract, and endometrium, measured serum estrogen and progesterone levels, and assessed the frequencies of proliferative and hematopoietic stem cells. No significant differences were observed between vehicle and TGFBRi-treated animals in either rat strain in any of the parameters analyzed (Supplementary Fig. 3 and Supplementary Data 1).

Leukocytes play an important role in mammary gland development^19^, and TGFβ is an important regulator of both innate and adaptive immune cells^20^. Thus, we analyzed the mammary immune microenvironment in both rat models in all experiments performed. 

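CD45+ leukocytes sorted from mammary glands were profiled by bulk RNA-seq in every experiment that gave epithelial samples. Young ACI rats were dosed by mouth with 75 mg/kg of TGFBRi (LY2157299, a small-molecule inhibitor of the TGFβ type I receptor kinase) or vehicle, 2 doses per day for 10 days from 35 days of age. From each group 3 rats were taken on day 0, day 7 and day 14 after the last dose. Young SD rats were dosed in the same way from 24 days of age, with 4 rats per group at day 0. Adult ACI rats were dosed from 18 to 24 weeks of age, with 4 vehicle and 3 TGFBRi-treated virgin rats and 2 vehicle and 4 TGFBRi-treated parous rats. Normal glands at the end of the tumor experiments came from SD rats given 50 mg/kg of the carcinogen NMU (3 tumor-bearing vehicle, 3 tumor-free and 3 tumor-bearing TGFBRi-treated rats) and from ACI rats dosed for 21 days. Of the latter, 4 vehicle and 3 TGFBRi-treated rats had no E2, while 4 tumor-bearing vehicle, 4 tumor-free TGFBRi-treated and 2 tumor-bearing TGFBRi-treated rats carried an E2 pellet of 37 mg. Of the 7 samples of tumor-free TGFBRi-treated rats with E2, 4 were parts of 1 rat, whose values were averaged. The authors aligned the reads to the rat genome rn6 with STAR, counted them on RefSeq genes with HTSeq. They divided the counts of each sample by a DESeq2 size factor, and their files give these normalized counts by gene symbol. Multiplying each sample by 1 constant returned whole reads for every value above 0 in all 202 bulk samples, within a tolerance of 0.001. In young ACI rats these reads summed to between 17604421 and 28930866 per CD45+ sample, with medians of 22076850 (TGFBRi) and 21534979 (vehicle) at day 0, 22293949 and 24748953 at day 7, and 26242606 and 22631515 at day 14. SD rats at day 0 gave 7006141 to 19830659 reads, with medians of 16614828 after TGFBRi and 16033148 after vehicle. Adult rats gave 21591260 to 35423867 reads, with medians of 21667571 (TGFBRi) and 27084930 (vehicle) in virgin and 25783219 and 23759344 in parous rats. The range was 9908645 to 17146189 reads in the NMU experiment, with medians of 14910881 (vehicle), 15890460 (tumor-free TGFBRi) and 15299772 (tumor-bearing TGFBRi). In the E2 experiment it was 19263581 to 40042138 reads, with medians without E2 of 20244858 (TGFBRi) and 21547016 (vehicle) and with E2 of 22051536 (vehicle), 27672274 (tumor-free TGFBRi) and 21308337 (tumor-bearing TGFBRi). Samples of the adult and E2 experiments also carried reads that fell on no gene, which were kept out of every test. Differences between TGFBRi-treated and vehicle rats were tested on the log2 of the normalized counts plus 1, over genes with a summed value of at least 10, by limma with an intensity trend and robust variances. All groups of a cell fraction in an experiment entered 1 model, and genes with a Benjamini-Hochberg adjusted p of 0.05 or less were called DEGs. The CD45+ sample of rat LD9R carries day 9 in its title and day 7 elsewhere, and was taken as day 7.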

RNA-seq analysis of CD45^+^ leukocytes from mammary glands did not show any TGFBRi treatment-related changes in gene expression or cellular composition inferred using CIBERSORT^21^ at any time point and age analyzed (Supplementary Fig. 4a–f and Supplementary Data 1). 

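At day 0 in young ACI rats, 420 of 14761 genes tested were DEGs by limma in CD45+ cells, 297 lowered after TGFBRi and the others raised. Of these, 56 remained with each rat left out in turn. Fitting only the day 0 rats gave 29 DEGs, and on the recovered reads edgeR gave 192 and DESeq2 1042. With 1 rat left out the count ranged from 78 to 1043. The values of the groups did not overlap for 2488 genes, where 10% of genes would separate by chance with 3 rats against 3. Group values did not overlap for 1270 genes at day 7 and 2966 at day 14, so that this count does not set day 0 apart. KRT14 had 2660.4 ± 1996 normalized counts with vehicle and 58.6 ± 41.8 after TGFBRi (SD, n = 3), a log2 fold change of −5.46 (standard error 0.57, adjusted p = 1.2e-04). KRT5, like KRT14 a gene of basal epithelium, had a log2 fold change of −5.17 (adjusted p = 5.8e-04). The 100 genes that most distinguished the basal from the CD45+ sort had a median log2 fold change of −2.61 here. Of 10 neutrophil genes fixed beforehand, 9 were higher after TGFBRi, with a median log2 fold change of 4.09 (adjusted p = 1.1e-06 from camera and 0.0330 from fry over 1007 list tests). Of these genes, 4 were raised DEGs over all genes and 7 when adjusted over the list alone. RETNLG rose by 5.36 and NGP by 7.84 on the log2 scale (adjusted p = 0.0270 and 0.0238). However, RETNLG was called in only 2 and NGP in 3 of 6 fits with a rat left out. Extracellular matrix genes fell at day 0, with a mean log2 fold change of −2.26 over 68 genes (camera adjusted p = 9.3e-21, fry 0.0128). Of these, 30 were lowered DEGs, or 42 adjusted over the list alone. Basal epithelium genes (11 genes) fell by a mean of 4.24 (camera 1.4e-15, fry 0.00160), with 8 lowered DEGs and 9 adjusted over the list alone. Over 11 fibroblast genes the mean change was −2.09 (camera 9.0e-06, fry 0.145), with 6 and 8. At day 7 and day 14 limma called 0 DEGs, with 631 and 725 genes at an unadjusted p below 0.05, while edgeR called 0 and DESeq2 18 and 17. The treatment effect differed between day 0 and day 7 for 2 genes and between day 0 and day 14 for 28. In young SD rats limma and edgeR called 0 DEGs (501 genes at an unadjusted p below 0.05, and 1 by DESeq2). In adult rats limma called 3 genes in virgin and 0 in parous animals, with 749 and 141 at an unadjusted p below 0.05. There edgeR called 0 in either, and DESeq2 67 in virgin and 0 in parous animals. In the NMU experiment tumor-bearing TGFBRi-treated rats had 2 DEGs against vehicle (DESeq2 193), ACTG2 at a log2 fold change of 4.00 and LGALS7 at 3.43 (adjusted p = 0.0436 for both). Each was kept in 2 of 6 fits with a rat left out and called by DESeq2 but not edgeR. Tumor-free TGFBRi-treated rats had 0 DEGs by limma and edgeR and 1 by DESeq2, with 404 genes at an unadjusted p below 0.05. In the E2 experiment limma called 0 DEGs without E2, 0 in tumor-free and 3 in tumor-bearing TGFBRi-treated rats against vehicle. There edgeR called 0 in each and DESeq2 called 0, 8 and 21. Unadjusted p values below 0.05 numbered 330, 845 and 1126 in these comparisons. The CIBERSORT fractions were not analysed here.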

Macrophages are required for normal mammary gland development^22^ and have been proposed to participate in the development of the mammary epithelial stem cell niche^23,24^ and TEBs^25^. Thus, we assessed the frequencies and location of CD163^+^ macrophages in mammary glands of TGFBRi-treated and control animals, but did not observe any significant differences (Supplementary Fig. 4g, h and Supplementary Data 1).

Taken together, these data indicate that short-term peripubertal TGFBRi treatment has the most pronounced effects on the mammary epithelium, although impacts on stromal and immune cells not detected by the approaches we used cannot be excluded.

### The effect of TGFBRi on mammary glands of adult ACI rats

Breast cancer prevention strategies are most likely to be tested first in high-risk women after their child-bearing years. Thus, we evaluated the effects of the TGFBRi treatment on the mammary glands of adult (18–24-week-old) virgin and parous ACI rats (Supplementary Fig. 5a). We found that mammary glands of TGFBRi-treated animals were visually and histologically normal (Supplementary Fig. 5b). However, the fraction of proliferative mammary epithelial cells (pHH3^+^) was significantly lower after TGFBRi treatment in all (virgin and parous combined) animals (*P* = 0.007), and in virgin animals alone (*P* = 0.029) (Supplementary Fig. 5c). In addition, the fraction of apoptotic (cleaved caspase 3^+^) cells was significantly higher (*P* = 0.035) in virgin animals after TGFBRi treatment (Supplementary Fig. 5d, e). Consistent with these findings, we detected a significant decrease in the relative frequency of CD24^+^CD29^high^ basal cells by flow cytometry in both virgin TGFBRi-treated animals (*P* = 0.032), as well as virgin and parous combined (*P* = 0.001), compared to controls, while the fraction of CD24^+^CD29^low^ luminal cells was not different (Supplementary Fig. 5f, g). These results demonstrate that TGFBRi also affects mammary epithelial cells in adult rats, more noticeably in virgin as compared to parous. However, similar to humans^18^, peripubertal animals seem to be more sensitive to factors affecting the mammary epithelium.

### TGFBRi treatment prevents NMU-induced mammary tumors in SD rats

We next investigated whether a short-term peripubertal TGFBRi treatment would prevent mammary tumorigenesis by treating 4-week-old female virgin SD rats with TGFBRi as described above followed by a single NMU injection on day 0 (Fig. 2a). Animals were sacrificed at the experimental endpoint, 87 days after NMU injection. We found that significantly fewer of the TGFBRi-treated rats developed palpable tumors compared to vehicle-treated controls (5/12 treated vs. 9/10 control, *P* = 0.0189, chi-square test) (Fig. 2a, b). We also observed a significant increase in latency of tumor development (hazard ratio 3.644, *P* = 0.004) in TGFBRi-treated rats compared to controls (Fig. 2b), together with a significant decrease in tumor burden (2.3 tumors/rat in vehicle vs. 0.5 in TGFBRi-treated animals, *P* = 0.001) (Fig. 2c). However, tumors in control and TGFBRi-treated rats did not exhibit significant differences (Supplementary Fig. 6a–l and Supplementary Data 2).

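RNA-seq of NMU-induced tumors covered EPCAM+ epithelial cells and CD45+ leukocytes of 3 vehicle and 3 TGFBRi-treated SD rats, dosed for 10 days from 21 days of age and given 50 mg/kg NMU. Reads on genes ranged from 11572268 to 26593437 per EPCAM+ sample, with medians of 14658011 after TGFBRi and 14746594 after vehicle. For CD45+ samples the range was 8572615 to 15654389 and the medians 11657002 and 9851671. The authors' normalization and the tests were those of the gland leukocytes, except that the authors' size factors could not be derived from these 6 samples alone. Of 12951 genes tested in EPCAM+ cells and 12641 in CD45+ cells, limma called 0 DEGs in either, and edgeR 0. DESeq2 called 6 and 68, and 278 and 841 genes had an unadjusted p below 0.05. Mast cell genes were lower in CD45+ cells after TGFBRi in 12 of 12 cases, with a median log2 fold change of −2.21 (camera adjusted p = 2.9e-05, fry 0.565). Of these, 0 were called over all genes and 4 adjusted over the list alone. In simulated data with a log2 change of 2 planted in 200 genes, limma recovered 9 in EPCAM+ cells and 37 in CD45+ cells. In EPCAM+ cells edgeR recovered 5.50% and DESeq2 52.5%, with 32 false calls. From these and other comparisons of the tumors the paper states that those of control and TGFBRi-treated rats showed no significant differences.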

**Fig. 2:**
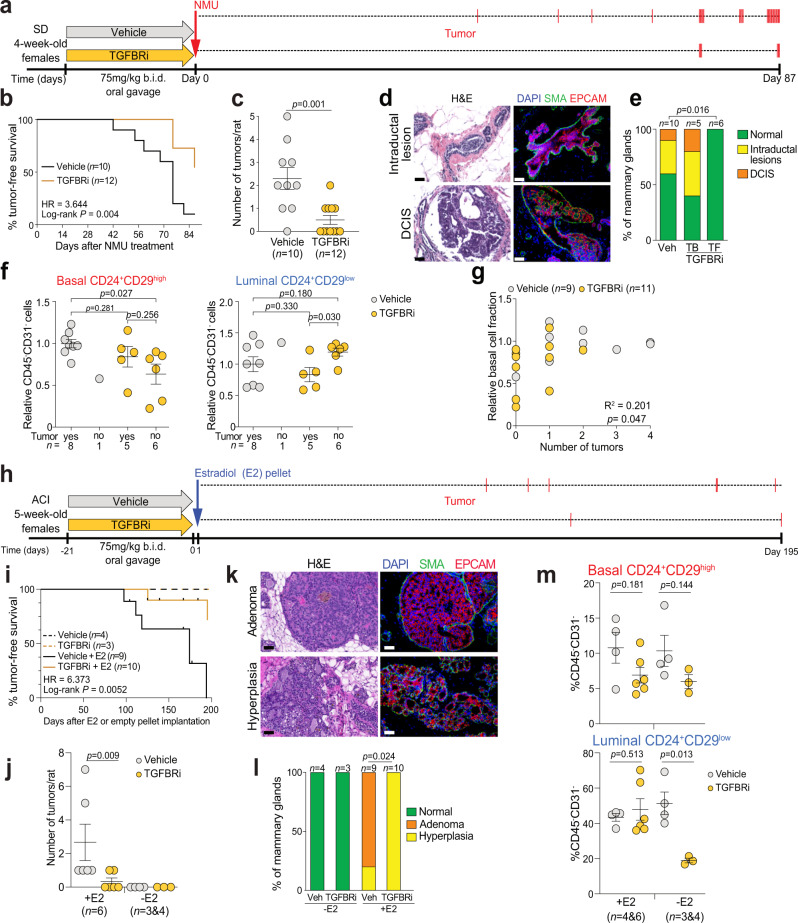
Peripubertal TGFBRi treatment prevents mammary tumor initiation. **a** Schematic outline of experimental design of NMU-induced tumors in SD rats. Red bars indicate the detection of a new tumor. **b** Kaplan–Meier tumor-free survival plot for SD rats. **c** Tumor burden per SD rat. **d**, **e** Representative images (**d**) and quantification (**e**) of microscopic lesions in mammary glands without palpable tumors. **f** Quantification of basal (CD24^+^CD29^high^) and luminal (CD24^+^CD29^low^) mammary epithelial cells within the CD31^−^CD45^−^ cell population from flow cytometric analysis in SD rats. **g** Relationship between the relative fraction of basal cells and tumor burden for all animals. **h** Schematic outline of experimental design of E2-induced tumors in ACI rats. Red bars indicate the detection of a new tumor. **i** Kaplan–Meier tumor-free survival plot for ACI rats. **j** Tumor burden per ACI rat. **k**, **i** Representative H&E and immunofluorescence images of SMA and EPCAM staining (**k**) and quantification (**l**) of histology in mammary glands without macroscopic tumors. **m** Quantification of basal (CD24^+^CD29^high^) and luminal (CD24^+^CD29^low^) mammary epithelial cells within the CD31^−^CD45^−^ cell population by flow cytometric analysis in ACI rats. All graphs (**c**, **f**, **j**, **m**) are presented as mean ± s.e.m. *P* values were calculated by log-rank test (**b**, **i**); one-sided Wilcoxon rank-sum test with continuity correction (**c**, **j**); Fisher’s exact test (**e**, **l**); unpaired two-tailed *t* test with Welch’s correction (**f**, **m**); linear regression model with the goodness of fit (*R*^2^) and *P* value (**g**). Scale bars: 50 µm. Source data are provided as a Source Data file.

Interestingly, we observed significant histologic differences (*P* = 0.016) in the grossly normal-appearing mammary glands between TGFBRi- and vehicle-treated animals. While 4/10 animals in the vehicle and 3/5 in the TGFBRi-treated tumor-bearing groups had histologic abnormalities such as intraductal proliferative lesions resembling ductal hyperplasia and ductal carcinoma in situ (DCIS), 6/6 tumor-free animals harbored histologically normal mammary glands (Fig. 2d, e). Flow cytometry analysis of mammary glands showed a significant decrease (*P* = 0.027) in CD24^+^CD29^high^ basal epithelial cells in TGFBRi-treated animals that did not develop tumors relative to control tumor-bearing animals (Fig. 2f and Supplementary Fig. 6m). However, the frequency of Ki67^+^ mammary epithelial cells was not significantly different between tumor-bearing or tumor-free TGFBRi-treated and control animals (Supplementary Fig. 6n, o), and the relative fraction of basal cells showed weak correlation with tumor burden (*R*^2^ = 0.21, *P* = 0.047, Fig. 2g). These data imply that short-term TGFBRi treatment in peripubertal animals may induce lasting changes relevant to mammary tumor initiation.

### TGFBRi treatment prevents estradiol-induced mammary tumors in ACI rats

We next evaluated whether TGFBRi treatment could also prevent estrogen-induced tumorigenesis in ACI rats, which, when implanted with slow-release estradiol (E2) pellets after puberty (at 9 weeks of age) to avoid interference with pubertal development, develop ER + mammary tumors with a latency of about 6 months^16^. Thus, 5-week-old virgin female ACI rats were treated with TGFBRi for 21 days, followed by implantation of empty or E2 pellets (Fig. 2h). Animals implanted with empty pellets did not develop mammary tumors. In the E2-treated groups, we observed a significant increase in tumor-free survival (hazard ratio 6.373, *P* = 0.0052) with fewer TGFBRi-treated animals developing tumors (2/10) compared to controls (6/9) (Fig. 2i) and fewer mammary tumors per animal (2.66 in vehicle vs. 0.33 in TGFBRi-treated animals, *P* = 0.009; Fig. 2j). E2 also triggered pituitary adenomas irrespective of TGFBRi treatment (Supplementary Fig. 7a): 3/9 controls and 4/10 TGFBRi-treated rats developed fatal hemorrhagic pituitary adenomas, succumbing to them before the end of the experiment, and were censored in our survival analysis (Fig. 2i).

Similar to our findings in SD rats, tumors from TGFBRi-treated and vehicle control groups were histologically and molecularly similar, although the sample size in TGFBRi-treated animals was very small (only two tumors) (Supplementary Fig. 7b–f). Histologic analysis of visibly tumor-free mammary glands showed epithelial hyperproliferation resembling gestational hyperplasia in all E2-treated rats due to prolonged E2 treatment (Fig. 2k). Microscopic adenocarcinomas were only observed in vehicle-treated rats (8/9 rats), while TGFBRi-treated animals had no proliferative mammary epithelial lesions (Fig. 2k, l). Mammary glands showed no significant differences in the relative frequencies of basal cells in the TGFBRi-treated animals compared to controls implanted with E2-containing pellets. However, TGFBRi-treated animals implanted with empty pellets had a significant reduction (*P* = 0.013) in the relative fraction of luminal cells (Fig. 2m and Supplementary Fig. 7g), although the relative frequency of Ki67^+^ cells was not different among any of the groups analyzed (Supplementary Fig. 7h, i). E2-induced pseudopregnant mammary milk protein production was not affected by TGFBRi treatment (Supplementary Fig. 7j). These data suggest that short-term peripubertal TGFBRi treatment has a lasting cancer-preventive effect without perturbing normal mammary physiology in ACI rats.

### TGFBRi-induced changes in gene expression profiles

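Basal and luminal epithelial cells of young ACI rats were profiled by bulk RNA-seq in 3 vehicle and 3 TGFBRi-treated rats on each of day 0, day 7 and day 14 after 10 days of dosing. Between 4194912 and 23171710 reads fell on genes per basal sample, with medians of 6562769 (TGFBRi) and 18200891 (vehicle) at day 0, 14020201 and 17620427 at day 7, and 19797679 and 21882576 at day 14. Luminal samples had 8922897 to 23206431 reads, with medians of 10192039 (TGFBRi) and 20087431 (vehicle) at day 0, 15703633 and 17698083 at day 7, and 19836529 and 20329719 at day 14. The authors scaled basal and luminal samples together, and their files give normalized counts by gene symbol. Rat LD2LR was taken as vehicle, as its title and its CD45+ sample give it, although the descriptions of its basal and luminal samples say treated. Sort markers separated the fractions of day 0 vehicle rats: KRT14 had 73154 ± 16361 normalized counts in basal and 385 ± 252 in luminal cells (SD, n = 3), and KRT18 2150.0 ± 201 and 61807 ± 4811. In all, 5714 genes differed between these fractions at an adjusted p of 0.05 or less, and 6024 with the rat as a replicate block. Genes named in the text were the 5 largest changes per direction among DEGs with a mean of at least 50 reads and no overlap of group values. Genes that the paper or a list fixed beforehand names were added.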

To dissect the molecular mechanisms underlying the cancer-preventive effects of TGFBRi treatment in rat mammary glands, we performed RNA-seq of FACS-purified CD24^+^CD29^high^ basal and CD24^+^CD29^low^ luminal normal mammary epithelial cells collected from peripubertal rats at variable timepoints after 10 days of TGFBRi treatment. Principal component analysis (PCA) and differentially expressed gene (DEG) analysis of ACI rat samples collected on days 0, 7, and 14 after stopping TGFBRi treatment demonstrated variability among samples, and day 0 samples showed the most TGFBRi treatment-related differences in both cell types (Supplementary Fig. 8a, b and Supplementary Data 3). 

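At day 0, 523 of 15643 genes were DEGs between TGFBRi-treated and vehicle rats in basal cells (392 raised, 131 lowered), and 153 of 15181 in luminal cells (125 raised, 28 lowered). At day 7 limma called 1 gene in basal and 0 in luminal cells, and at day 14 it called 0 in either. The counts at day 0 depended on the method and the rats. Fitting the day 0 rats alone gave 1638 DEGs in basal and 1669 in luminal cells. On the recovered reads edgeR called 76 and 3, and DESeq2 1228 and 569. With 1 rat left out the basal count ranged from 70 to 2749, and 46 of the 523 genes were called every time. The luminal count ranged from 0 to 2358, and 0 of the 153 genes were called every time. DESeq2 called 53 and 8 genes in basal cells and 247 and 256 in luminal cells at day 7 and day 14, where edgeR called 0. There 871, 298, 1172 and 1268 genes had an unadjusted p below 0.05. The share of raised genes differed between tools, which also differ in scaling. It was 74.95% of basal DEGs by limma and 39.5% by edgeR with TMM. In luminal cells it was 81.7% and 0%, the latter of only 3 genes. By DESeq2 876 of 1228 basal and 466 of 569 luminal genes were raised. After the authors' scaling the median of all genes was 0.30 and 0.21 on the log2 scale in basal and luminal cells. At day 0 basal libraries held 4194912 to 15136358 reads in treated and 12382292 to 18781674 in vehicle rats, and luminal libraries 8922897 to 18568520 and 18895823 to 21160386. Thinning every library to 4194912 reads gave 611 basal DEGs, and 69.2% of those called at full depth were among them. Thinning luminal libraries to 8922897 gave 158, with 69.3% of those at full depth. Group values did not overlap for 4891 basal and 4811 luminal genes, against the 10% that chance gives. A direct test found a different treatment effect between day 0 and day 14 for 1 gene in basal and 1 in luminal cells. Between day 0 and day 7 it differed for 0 genes in either, with 918 and 1118 at an unadjusted p below 0.05 and 0 by edgeR. Between day 7 and day 14 the effect differed for 2 basal genes. Pairs of rats within a group correlated at 0.879 to 0.922 in treated and 0.949 to 0.958 in vehicle basal cells at day 0 (Pearson's r across genes, which are not independent replicates). ADCY2 rose from 9.56 ± 13.8 to 214 ± 77.5 normalized counts in basal cells (SD, n = 3), a log2 fold change of 5.42 (standard error 0.93, adjusted p = 0.00857), a call that edgeR did not make (adjusted p = 0.0679). SELE fell from 431 ± 206 to 7.22 ± 6.38, a log2 fold change of −6.23 (standard error 0.94, adjusted p = 0.00600). CNIH2 had a log2 fold change of −5.77 (adjusted p = 0.00600) and SELP of −4.55 (adjusted p = 0.00792). KRT5 changed by −1.44 (adjusted p = 0.0245, edgeR 0.0628) and FBLN1 by −2.04 (adjusted p = 0.0234, edgeR 0.0628). Each was called in 3 of 6 fits with a rat left out.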

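Genes of the S and G2/M phases, on lists fixed beforehand, were mostly lower in luminal cells of TGFBRi-treated ACI rats at day 0. Of 37 S phase genes 30 were lower, with a median log2 fold change of −0.55 (camera adjusted p = 4.0e-11, fry 0.126). Of 48 G2/M genes 43 were lower, with a median of −0.91 (camera 5.5e-15, fry 0.277). Over all genes 3 genes of each list were lowered DEGs, and adjusted over the list alone 12 of the S and 15 of the G2/M list. Both medians kept their sign with each rat left out in turn. Luminal classes of sorted ACI single cells, described below, went in either direction, depending on how cycling cells were marked. RACGAP1 fell from 158 ± 45.4 to 10.9 ± 1.58 normalized counts (SD, n = 3), a log2 fold change of −3.71 (standard error 0.55, adjusted p = 0.0197). TK1 fell from 536 ± 177 to 35.3 ± 30.1, a log2 fold change of −4.16 (standard error 0.62, adjusted p = 0.0197). BIRC5 fell from 112 ± 43.2 to 6.89 ± 4.89, a log2 fold change of −4.04 (standard error 0.88, adjusted p = 0.0449). These calls depended on which rats entered the fit, since RACGAP1, TK1 and BIRC5 were called in 2, 3 and 1 of 6 fits with a rat left out. Of these, edgeR called only RACGAP1 (adjusted p = 0.0412, against 0.0567 for TK1 and 0.172 for BIRC5). The largest fall was in UPK3A, a uroplakin gene, at a log2 fold change of −6.99 (standard error 0.92, adjusted p = 0.0170). The TGFβ target PMEPA1 changed by −1.45 (adjusted p = 0.0449, called in 1 of 6 such fits). At day 7, where no luminal gene was a DEG, 36 of 37 S and 48 of 48 G2/M genes were lower, with medians of −1.02 and −1.10 (camera adjusted p = 5.7e-16 and 8.9e-16, fry 0.0354 and 0.263). Adjusted over the list alone 12 S and 0 G2/M genes were called. Camera with its preset correlation called 221 of the 1007 list tests over all bulk comparisons, fry 17 and camera with an estimated correlation 0. The MetaCore networks were not analysed here.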

MetaCore^26^ analysis of DEGs for enriched networks revealed the most significant enrichment in luminal cells at day 0 with a significant decrease in cell cycle-related networks (Supplementary Fig. 8c and Supplementary Data 4). 

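Basal and luminal cells of young SD rats were profiled at day 0 in 4 vehicle and 4 TGFBRi-treated rats, dosed for 10 days from 24 days of age. Reads on genes ranged from 13830353 to 17523197 per basal sample, with medians of 15117131 after TGFBRi and 16200799 after vehicle. The range was 12830394 to 22178360 per luminal sample, with medians of 13792428 and 18914564. The authors scaled these samples together with the basal and luminal samples of the NMU experiment. The sample descriptions call some treated rats weak and others strong responders, terms the paper does not use. All treated rats formed 1 group, and no split by these labels was tested. Of 12571 genes tested in basal and 12584 in luminal cells, limma and edgeR called 0 DEGs, DESeq2 called 4 and 1, and 494 and 244 genes had an unadjusted p below 0.05. Pairs of rats within a group correlated across genes at 0.946 to 0.981 in basal and 0.920 to 0.980 in luminal cells. When a log2 change of 2 was planted in 200 genes of simulated samples with the spread of these rats, limma recovered 186 in basal cells and 61.5% of them in luminal cells. Changes of this size were thus mostly recovered in simulated samples, while smaller ones were not tested. The planted genes were all above a floor of mean expression, and each gene varied on its own. Differences between rats that many genes share were not simulated. Among other splits of the real rats the largest count was 1255 genes in luminal and 0 in basal cells. Across 9318 genes the fold changes of basal cells correlated with those of ACI rats at day 0 at r = 0.296. Across 8601 genes those of luminal cells at 0.181, where genes are not independent replicates.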

In young SD rats, we identified very few DEGs between vehicle and TGFBRi-treated animals, likely due to high inter-animal variability (Supplementary Fig. 8d and Supplementary Data 3). 

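Adult ACI rats of 18 to 24 weeks, virgin or parous, were dosed for 10 days, and basal and luminal cells were profiled in 4 vehicle and 4 TGFBRi-treated rats per group. Reads on genes ranged from 19114809 to 36217197 per basal sample, with medians of 21041948 (TGFBRi) and 27883417 (vehicle) in virgin and 21090651 and 22988945 in parous rats. Luminal samples had 17381368 to 35623430 reads, with medians of 23803444 and 25518424 in virgin and 31327934 and 28374678 in parous rats. In basal cells of virgin rats 1173 of 13442 genes were DEGs, 336 raised and 837 lowered after TGFBRi. On the recovered reads edgeR called 881 and DESeq2 1688. The count fell to 136 when only the virgin rats were fitted. It fell to 0 when the names that treated and vehicle rats share were also fitted as a replicate block. These names belong to different rats, and pairs of the same name correlated at only −0.0705 to 0.0997 around their group means. The block thus removed no visible pairing and left fewer degrees of freedom. Parous basal cells had 1 DEG (edgeR 0, DESeq2 14), virgin luminal cells 0 (976 genes at an unadjusted p below 0.05, edgeR 0, DESeq2 15) and parous luminal cells 4 (edgeR 5, DESeq2 212). In a direct test the treatment effect differed between virgin and parous basal cells for 140 genes, lower in virgin rats for 116 of them. Over 71 extracellular matrix genes the mean log2 fold change in virgin basal cells was −1.07 (camera adjusted p = 1.3e-04, fry 0.0338). Of these, 60 were lower and 16 were lowered DEGs, or 25 adjusted over the list alone. TGFBR1, the receptor the drug inhibits, fell from 640.4 ± 263 to 117 ± 31.3 normalized counts (SD, n = 4), a log2 fold change of −2.39 (standard error 0.31, adjusted p = 6.1e-04). TGFBR2 fell from 2385 ± 1147 to 1094 ± 263, a log2 fold change of −1.05 (standard error 0.27, adjusted p = 0.0246), the latter in 4 of 8 fits with a rat left out. LPIN2 rose from 407 ± 102.1 to 5486 ± 3500.1, a log2 fold change of 3.53 (standard error 0.36, adjusted p = 1.4e-04). PTHLH rose from 366 ± 132 to 4446 ± 3201, a log2 fold change of 3.24 (standard error 0.52, adjusted p = 0.00219). KRT5 changed by −1.22 (adjusted p = 0.0428), but 1 of the 4 vehicle rats had 19332.1 counts against 54700.3 to 61020.2 in the others. The call held in 2 of 8 fits with a rat left out. Genes of other cell types were also lower in virgin basal samples after TGFBRi: the median log2 fold change was −2.06 over 12 endothelium genes (camera adjusted p = 0.0245), −1.90 over 10 leukocyte genes (camera 0.221) and −0.85 over 11 fibroblast genes (camera 0.0871). Of these lists fry called 0. In the same order 2, 1 and 2 genes were lowered DEGs, and 5, 1 and 3 adjusted over the list alone. In parous luminal cells IGF2R rose by 1.76 on the log2 scale (adjusted p = 0.00182) in every fit with a rat left out. ZBTB16 (2.58) and MOB1A (−1.98) were called in 1 of 8 such fits each. The MetaCore networks of these DEGs were not analysed here.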

In adult ACI rats, the most pronounced TGFBRi treatment-associated gene expression changes were observed in basal cells of virgin animals, with downregulation of many cell adhesion and extracellular matrix-related networks (Supplementary Fig. 8e–g and Supplementary Data 3 and 4).

We also analyzed basal and luminal epithelial cells from normal mammary glands of NMU-treated SD, and E2-treated ACI rats terminated at the end of the tumor experiments (87 and 195 days after stopping TGFBRi treatment in ACI and SD rats, respectively) to identify TGFBRi-induced persistent changes. 

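Normal glands of NMU-treated SD rats gave basal and luminal samples of 3 tumor-bearing vehicle, 3 tumor-free TGFBRi-treated and 3 tumor-bearing TGFBRi-treated rats, dosed for 10 days from 21 days of age. Glands of the E2 experiment gave luminal samples of ACI rats dosed for 21 days from 38 days of age, of 4 vehicle and 3 TGFBRi-treated rats without E2, and of 4 tumor-bearing vehicle, 4 tumor-free TGFBRi-treated and 2 tumor-bearing TGFBRi-treated rats with E2. By the sample labels the NMU rats were taken 87 days and the E2 rats 195 days after the last dose, which is the order in the methods and the reverse of that in the results. As for the leukocytes, the values of the 4 parts of 1 tumor-free rat with E2 were averaged. Reads on genes ranged from 11152495 to 18985027 per NMU basal sample, with medians of 16458439 (vehicle), 16961949 (tumor-free TGFBRi) and 15562400 (tumor-bearing TGFBRi). NMU luminal samples had 6952044 to 21445893 reads, with medians of 14808084, 20390735 and 13692315 in the same order. Luminal samples of the E2 experiment had 18561677 to 52314784 reads, with medians without E2 of 26369791 (TGFBRi) and 21827601 (vehicle) and with E2 of 24559980 (vehicle), 24324409 (tumor-free TGFBRi) and 34928606 (tumor-bearing TGFBRi).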

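In luminal cells of NMU-treated SD rats, tumor-free TGFBRi-treated rats had 134 DEGs against vehicle (122 raised and 12 lowered) and tumor-bearing TGFBRi-treated rats 30 (26 raised and 4 lowered), over 14128 genes. By edgeR the counts were 512 and 261 and by DESeq2 1364 and 1077. Fitting only the 2 groups compared gave limma counts of 253 and 1. With 1 rat left out the limma count of the tumor-free comparison ranged from 0 to 2017. With TMM scaling edgeR called 217 genes raised and 295 lowered in tumor-free rats, and 125 raised and 136 lowered in tumor-bearing rats. The median of all genes after the authors' scaling was −0.32 and −0.26 on the log2 scale. Tumor-free against tumor-bearing treated rats gave 0 luminal DEGs by limma and edgeR (12 by DESeq2, 872 at an unadjusted p below 0.05). C4B rose from 2571 ± 2505 to 25499.5 ± 5634 normalized counts in tumor-free rats (SD, n = 3), a log2 fold change of 3.72 (standard error 0.54, adjusted p = 0.00787). RPL17 fell from 11109.9 ± 4779 to 2033 ± 499.1, a log2 fold change of −2.37 (standard error 0.44, adjusted p = 0.0222). ACE rose in both comparisons, by 3.15 in tumor-free and 3.04 in tumor-bearing rats (adjusted p = 0.0222 and 0.0370). In tumor-bearing rats NOTCH3 rose by 3.05 and NPW changed by −3.31 (adjusted p = 0.0322 and 0.0365). EPAS1, which the paper names elsewhere, rose by 2.77 in tumor-free rats (adjusted p = 0.0403, edgeR 0.0614). Each of these luminal calls held in at most 3 of 6 fits with a rat left out. In basal cells tumor-free rats had 0 DEGs against vehicle by limma, edgeR and DESeq2 (163 genes at an unadjusted p below 0.05). Tumor-bearing rats had 174 (edgeR 266, DESeq2 1049), and 743 genes differed between tumor-free and tumor-bearing treated rats (edgeR 741, DESeq2 1617). Fitting only the 2 groups compared lowered the count of tumor-bearing rats against vehicle to 84 and that between treated rats to 13.6% of the count with every group. Leaving out 1 rat at a time, these counts ranged from 0 to 1191 and from 94 to 2000. In basal cells of tumor-bearing rats DCTPP1 rose from 78.02 ± 24.2 to 911 ± 591 (SD, n = 3), a log2 fold change of 3.36 (standard error 0.52, adjusted p = 0.0177). BCL6B changed by −6.18 and RBM6 by −5.10 (adjusted p = 0.0157 and 0.0273). These 3 calls each held in 3 of 6 fits with a rat left out. Between tumor-free and tumor-bearing treated rats RBM6 differed by 5.17 and DCTPP1 by −3.24 (adjusted p = 0.00926 and 0.00609). In luminal cells of the E2 experiment limma called 2 DEGs without E2, 2 in tumor-free and 1 in tumor-bearing TGFBRi-treated rats against vehicle, and 2 between tumor-free and tumor-bearing treated rats. There edgeR called 0 in each and DESeq2 15 without E2, 57 in tumor-free rats against vehicle and 99 between treated rats. With the 4 parts of 1 tumor-free rat taken as 4 samples, the tumor-free count against vehicle rose to 45 and that against tumor-bearing treated rats to 14. IGFBP2 was higher in tumor-free than in tumor-bearing treated rats by 4.43 on the log2 scale (standard error 0.62, adjusted p = 0.00908, edgeR 0.0756). A single tumor-free rat was at 6647.5 normalized counts and the others at 2574 to 2715.7. The enrichment of networks was not analysed here.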

The most pronounced differences were observed in luminal cells between the tumor-free TGFBRi-treated and vehicle groups of SD rats, with DEGs showing significant enrichment in cell adhesion, immune, signaling, and transcription/translation networks (Supplementary Fig. 8h–m and Supplementary Data 3 and 4). 

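A list of known TGFβ targets, fixed beforehand, was tested in each bulk comparison, with 41 to 44 genes measured. Camera gave an adjusted p of 0.05 or less in 7 of 35 comparisons, fry in 1 and camera with an estimated correlation in 0. In basal cells of young ACI rats the median log2 fold change was −0.14 at day 0 (camera adjusted p = 0.0277), where 23 of 43 targets were lower. Of these, 2 were lowered DEGs, and 5 were lowered and 2 raised when adjusted over the list alone. At day 7 it was 0.50 (camera 0.0245) and at day 14 −0.18 (camera 0.171). In luminal cells it was 0.15 at day 0, 0.58 at day 7 and 0.15 at day 14 (camera 0.153, 9.5e-04 and 0.776). Camera ranks the list against all other genes and gave the opposite direction to the luminal median at day 0. PMEPA1, a feedback inhibitor that TGFβ induces, fell from 6785 ± 1983 to 2048 ± 621 normalized counts in basal cells at day 0 (SD, n = 3), a log2 fold change of −1.73 (standard error 0.37, adjusted p = 0.0273), in 2 of 6 fits with a rat left out. TGFBI rose from 588 ± 307 to 3046 ± 2213, a log2 fold change of 2.30 (standard error 0.62, adjusted p = 0.0542), and was called by DESeq2 (adjusted p = 0.00452). In young SD rats the medians were −0.06 in basal and −0.36 in luminal cells (camera 0.522 and 0.388). In basal cells of adult virgin rats 30 of 43 targets were lower, with a median of −0.57 (camera 0.587). The list held 8 lowered and 4 raised DEGs, and 12 and 6 adjusted over the list alone. The median in all genes of that comparison was −0.25. In luminal cells of NMU-treated rats the median was 0.38 in tumor-free and −0.28 in tumor-bearing TGFBRi-treated rats against vehicle (camera 0.0693 and 0.605). The largest falls of the list were in CD45+ cells, at a median of −0.87 in young ACI rats at day 0 and −1.10 in adult virgin rats (camera 3.6e-09 and 0.00498, fry 0.00887 and 0.681). The former held the only fry call. From the lowering of known TGFβ targets among the DEGs, the paper proposes that the changes reflect inhibition of TGFβ signaling. From the differences at the end of the tumor experiments it reasons that a short treatment leaves lasting differences in the mammary epithelium.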

Overall, these gene expression changes are consistent with the inhibition of TGFβ signaling as many known TGFβ targets were downregulated, and they also demonstrate that short-term TGFBRi treatment induces persistent phenotypic differences in the mammary epithelium.

### Characterization of the rat mammary gland at single-cell resolution

To dissect TGFBRi-induced cellular and molecular changes in the mammary epithelium in further detail, we performed single-cell RNA-sequencing (scRNA-seq) on FACS-purified CD24^+^CD29^high^ basal and CD24^+^CD29^low^ luminal cells from peripubertal ACI and SD rats, immediately following the 10-day TGFBRi regimen (D0). 

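Sorted basal and luminal cells of 3 vehicle and 3 TGFBRi-treated ACI rats, and of 3 vehicle and 6 TGFBRi-treated SD rats, were profiled at day 0 by 10x Genomics 3' chemistry (v3). Each rat and sort gave 1 library. Gene counts were made by the authors with Cell Ranger. The authors kept genes in at least 10 cells and cells with at least 100 genes, at most 15% mitochondrial reads, no Ptprc and at least 2 keratin reads. After these filters 8281 cells of TGFBRi-treated and 8481 of vehicle ACI rats remained, and 30261 and 9505 of SD rats. The median number of UMIs per cell ranged over libraries from 5177 to 10318 after TGFBRi and from 4251 to 15941 after vehicle in ACI rats. In SD rats it ranged from 4718 to 14448 and 4365.5 to 10076.5 in the same order. Cells of a strain were clustered together by the Leiden method on a neighbour graph of principal components, and each cluster took the class whose marker genes it expressed. Shares of cells were computed per rat and compared with exact permutation tests over all ways of choosing the treated rats, two-sided, so that rats and not cells were the replicates. For tests of genes the UMIs of a class were summed per rat and compared by edgeR with quasi-likelihood F tests and TMM scaling, at an adjusted p of 0.1 or less. Doublet scores came from Scrublet, whose automatic threshold was unstable between libraries, so that the 6% of cells with the highest scores in each library were also left out as an alternative.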

In total, we analyzed 17,000 cells from ACI rats with 3 animals per treatment group, and 40,000 cells from SD rats, with 3 control and 6 TGFBRi-treated animals. To eliminate any potential stromal contamination, a keratin filter was employed to classify cells with at least 2 reads aligning to any keratin as epithelial (Supplementary Fig. 9a). Epithelial cells from TGFBRi-treated SD rats had overall higher keratin levels compared to controls, suggesting that TGFBRi treatment promotes epithelial features (Supplementary Fig. 9b).

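Keratin UMIs made up 72.1 ± 3.64 of each 10000 UMIs in cells of vehicle SD rats (SD, n = 3) and 93.2 ± 13.5 in those of TGFBRi-treated rats (n = 6), a difference of 21.1 (exact permutation test over rats, two-sided p = 0.0595, where the smallest p possible is 0.0119). The difference was 27.4 in the basal sort (two-sided exact permutation p = 0.119) and 10.4 in the luminal sort (p = 0.179). Without division by depth the difference was 30.9 keratin UMIs per cell (two-sided exact permutation p = 0.0595), a unit that also carries the difference in depth. Cells of TGFBRi-treated rats held 10019 ± 3109 UMIs and those of vehicle rats 7787 ± 2355. In ACI rats the values were 73.1 ± 13.5 with vehicle and 76.9 ± 4.03 after TGFBRi (SD, n = 3), a difference of 3.81 (two-sided exact permutation p = 0.900, smallest possible 0.1000). It was 17.4 in the luminal sort (two-sided exact permutation p = 0.1000) and 1.95 in the basal sort (p = 0.900). From the higher keratin levels the paper proposes that TGFBRi promotes epithelial features.

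**Figure D1:**
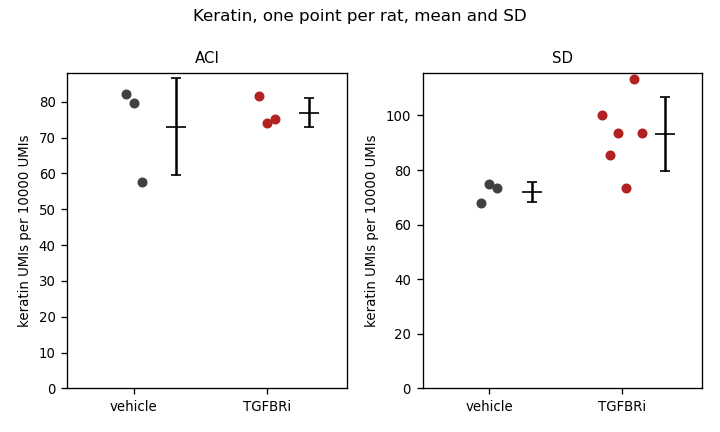
Keratin UMIs per 10000 UMIs in sorted cells of each rat, by strain and treatment. Each point is 1 rat, with the mean and SD beside the points.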

Consistent with previous scRNA-seq reports on human and mouse mammary epithelium^27–29^, we identified three major cell populations: basal, luminal progenitor (LP), and mature luminal (ML) cells (Fig. 3a, b and Supplementary Fig. 9c). In addition, we detected a unique rare subpopulation present in both SD (849 cells, 2.1% of all cells) and ACI rats (48 cells, 0.28% of all cells) that we termed secretory basal cells (SBCs) due to their basal phenotype and high expression of secreted proteins (e.g., *Sparcl1*, *Igfbp7*). 

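Clusters with the markers of basal, LP and ML cells were found in both strains. They held 9835 basal-like, 2382 LP-like and 3471 ML-like cells in ACI rats, and 14865, 15747 and 6348 in SD rats. In clusters left without a class lay 1027 ACI and 2283 SD cells. The clusters were 15 in ACI and 22 in SD rats.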

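SBC-like cells, defined by clusters with basal and SBC markers, numbered 47 of 16762 ACI cells (0.2804%, 95% Wilson interval 0.211 to 0.373%) and 523 of 39766 SD cells (1.32%, 1.21 to 1.43%), where the intervals cover counting error only. A count of cells with UMIs of at least 3 of the 5 markers gave 66 cells (0.394%) in ACI and 697 (1.75%) in SD rats. Of the SBC-like cells in the basal sort of ACI rats, 42 from 4 rats with enough cells held, at the median, 0.392 of the basal-like level for 35 genes expressed in basal cells but not in stroma, and 0.335 of the level of smooth muscle or pericytes for 115 genes of those cells. In SD rats cluster 19 held 0.228 of the basal-like level and 0.461 of that of smooth muscle or pericytes. There cluster 21 held 0.0695 of the basal-like level and 0.851 of the fibroblast level over 147 fibroblast genes. Cluster 21, counted as SBC-like by its markers, thus held more of the fibroblast than of the basal-like level. Stromal cells of whole glands held at most 0.0207 of the basal-like level, in smooth muscle or pericyte-like cells. SBC-like cells had 1.61 times the median UMIs of basal-like cells in ACI cluster 13, 1.38 times in SD cluster 19 and 1.70 times in SD cluster 21, while their Scrublet scores were lower than those of basal-like cells.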

The SBC subpopulation was enriched after TGFBRi treatment, consisting of 91% (SD) and 77% (ACI) TGFBRi-treated cells. 

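TGFBRi-treated rats contributed 76.6% of the SBC-like cells of ACI and 89.1% of those of SD rats, against 49.4% and 76.1% of all cells and 44.4% and 79.7% of the cells of the basal sort. Per rat, SBC-like cells made up 0.181 ± 0.240% of the basal sort in vehicle and 0.808 ± 0.334% in TGFBRi-treated ACI rats (SD, n = 3 each, exact permutation test over rats, two-sided p = 0.2000, smallest possible 0.1000). In SD rats they made up 2.74 ± 3.18% in 3 vehicle and 4.53 ± 3.95% in 6 TGFBRi-treated rats (two-sided exact permutation p = 0.488, smallest possible 0.0119). With 1 rat left out this difference ranged from 0.423 (without SD13) to 3.603 (without SD2) points. The alternative that moved these differences most was to include the SD cluster left without a class that carried SBC markers, which raised the SD difference from 1.79 to 10.5 points (two-sided exact permutation p = 0.452). A filter of at least 10 keratin UMIs gave 0.560 points in ACI rats (two-sided exact permutation p = 0.1000). By cluster, SD cluster 19 differed by 2.06 points (two-sided exact permutation p = 0.429), cluster 21 by −0.273 (p = 0.774) and the unnamed cluster 16 by 8.69 (p = 0.357). Cluster 16 held 40.7% of the basal sort of the treated rat SD13, against 1.01 to 9.89% in the other treated rats. The differences of 8.69 and 10.5 points thus rest largely on this rat. A single TGFBRi-treated rat, SD12, gave 202 of the SBC-like cells of the basal sort. The paper concludes from the pooled cells that SBCs were enriched after TGFBRi.

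**Figure D2:**
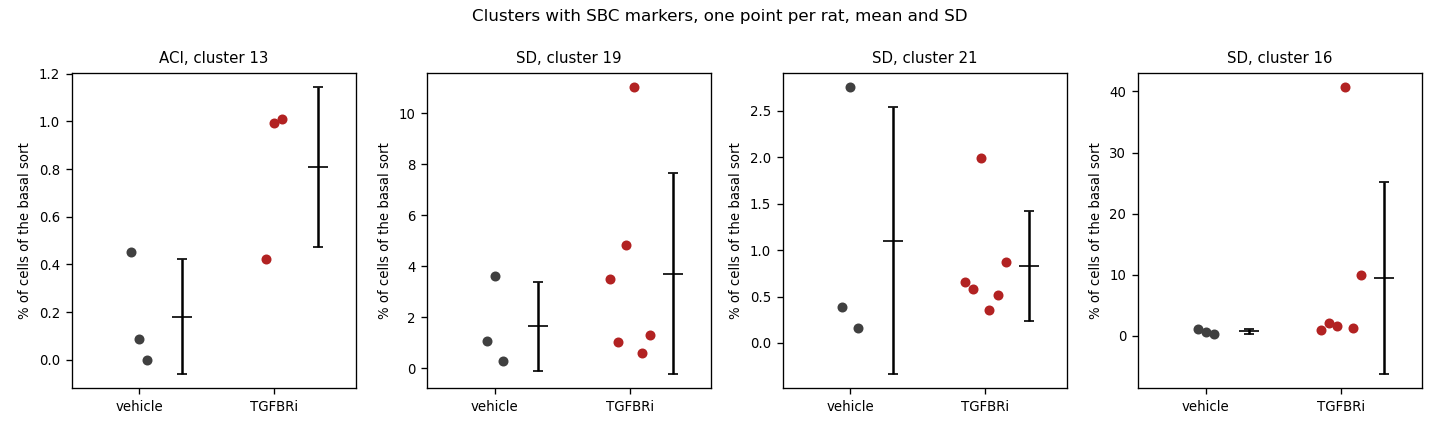
Clusters with SBC markers as a percentage of the basal sort of each rat, by treatment. Panels show ACI cluster 13 and SD clusters 19, 21 and 16. Cluster 16 was left unnamed and not counted as SBC-like. Each point is 1 rat, with the mean and SD beside the points.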

Cells segregated mostly by treatment in both strains (Fig. 3a), with samples from the more homogenous ACI inbred strain mixing well within each treatment condition, and samples from the more heterogeneous SD outbred strain displaying animal-driven clustering (Supplementary Fig. 9d). 

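For cells in the basal sort of ACI rats, 36.5 to 58.01% of nearest neighbours came from the same rat, against 12.2 to 22.8% by the numbers of cells. Of neighbours from other rats 78.02 to 95.5% had the same treatment, against 31.3 to 49.1%. In the luminal sort of ACI rats the shares were 32.6 to 47.7% from the same rat and 62.1 to 83.9% of the same treatment among other rats. In SD rats 37.3 to 90.9% of neighbours in the basal and 38.1 to 83.1% in the luminal sort came from the same rat. There 9 of 22 clusters with 19427 cells drew more than 50% of their cells from 1 rat, against 0 in ACI rats. Neighbours from other SD rats shared the treatment in 76.5 to 99.5% (by the numbers of cells 73.7 to 78.99%) of cases in treated and 55.8 to 82.7% (by the numbers of cells 9.56 to 17.3%) in vehicle rats in the basal sort. In the luminal sort the shares were 74.7 to 99.3% (by the numbers of cells 68.6 to 71.4%) and 72.6 to 79.5% (by the numbers of cells 14.3 to 23.4%). For the treated rat SD9 the share in the basal sort was 76.5% and that by cells 76.5%. Summed per rat, edgeR called 4746 of 13908 genes in basal-like cells of ACI rats, 3327 in LP-like and 3261 in ML-like cells. In SD rats it called 4218 of 14077, 3857 and 4175 in the same classes. With the same number of cells drawn from every rat the counts were 4403 and 2988 in basal-like cells. Of the genes called with all cells, 2771 and 319 in ACI and SD basal-like cells remained with each rat left out in turn, against 2 in SD LP-like cells. Across genes, fold changes of ACI basal-like cells correlated with those of LP-like cells at r = 0.577 and of SD basal-like cells with those of LP-like cells at 0.865, where genes are not independent replicates. ANGPT1 in basal-like cells of ACI rats had 1.50 ± 0.623 CPM with vehicle and 11.4 ± 2.45 after TGFBRi (SD, n = 3), a log2 fold change of 2.92 (standard error 0.31, adjusted p = 3.7e-05). Standard errors of single-cell genes came from DESeq2. HS3ST6 had a log2 fold change of −4.79 (standard error 0.92, adjusted p = 4.1e-05). KRT79 in SD basal-like cells had 1.11 ± 0.662 CPM in 3 vehicle and 9.98 ± 5.91 in 6 TGFBRi-treated rats, a log2 fold change of 3.23 (standard error 0.57, adjusted p = 0.00896). CTTN had a log2 fold change of −3.12 (standard error 0.49, adjusted p = 0.00383). In LP-like cells of ACI rats GSC changed by 3.53, KLF2 by −2.29 and GLYCAM1 by 6.02 (adjusted p = 9.2e-05, 7.7e-05 and 0.0649). In ML-like cells PIR changed by 1.76 and ABCA1 by −1.85 (adjusted p = 1.5e-04 and 1.6e-05). In SD rats GLYCAM1 changed by 5.99 and FGFR3 by −3.18 in LP-like cells (adjusted p = 0.0335 and 0.0149). Of 8 milk genes 8 were higher in SD LP-like cells, at a median log2 fold change of 2.38 (camera adjusted p = 8.2e-05, fry 0.00902). They were 8 of 8 in SD ML-like cells, at 3.02 (camera 0.00732, fry 0.0464), and 7 of 8 in ACI LP-like cells, at 1.54 (camera 3.1e-05, fry 0.0356). Of these lists 7, 4 and 6 genes were raised over all genes, and 7, 5 and 6 adjusted over the list alone.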

Key TGFβ signaling components were expressed to varying degrees across cell types, with basal cells and SBCs having highest expression of *Tgfbr3* compared to luminal cells in both strains, which implies their higher sensitivity to TGFβ (Supplementary Fig. 9e, f).

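Tgfbr3 reached 688 ± 159 CPM in basal-like, 499.1 ± 66.9 in SBC-like and 36.5 ± 13.5 in luminal cells of ACI rats (mean ± SD over rats). In SD rats it reached 353 ± 186, 182 ± 98.3 and 29.9 ± 17.2. The basal-like level exceeded the luminal level in all 6 ACI rats, at a mean log2 ratio of 4.23 (exact sign-flip permutation test over rats, two-sided p = 0.0312), and in all 9 SD rats, at 3.55 (p = 0.00391), each p being the smallest possible. Tgfbr1 had 23.7 ± 1.48 CPM in basal-like and 27.2 ± 4.13 in luminal cells of ACI rats and 21.7 ± 9.59 and 26.2 ± 8.98 in SD rats. Tgfbr2 had 29.3 ± 4.06 and 31.3 ± 10.8 in ACI and 16.3 ± 9.12 and 9.56 ± 5.30 in SD rats. Of the TGFβ targets in basal-like cells, 26 of 44 were lower after TGFBRi in ACI rats, at a median log2 fold change of −0.18 (camera adjusted p = 0.269, fry 0.0697). In SD rats 24 of 46 were lower, at −0.06 (camera 0.301, fry 0.427). Lowered over all genes were 13 and 11 of them and raised 6 and 4. Adjusted over the list alone 13 and 12 were lowered and 7 and 4 raised. Feedback genes of the pathway in SD LP-like cells had a median of −0.82 over 13 genes (camera 0.0222, fry 0.0464). Of these, 6 were lowered and 1 raised over all genes and 7 and 1 adjusted over the list alone. The target CCN2 changed by −2.46 in ACI and −1.58 in SD basal-like cells and by −2.06 in SD LP-like cells (adjusted p = 1.8e-04, 0.00679 and 0.0358). The feedback gene SMAD7 changed by −1.09, −1.18 and −1.01 in SD basal-like, LP-like and ML-like cells (adjusted p = 0.0489, 0.0375 and 0.00644). ID3 changed by 1.55 in ACI basal-like cells (adjusted p = 0.00890).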

**Fig. 3:**
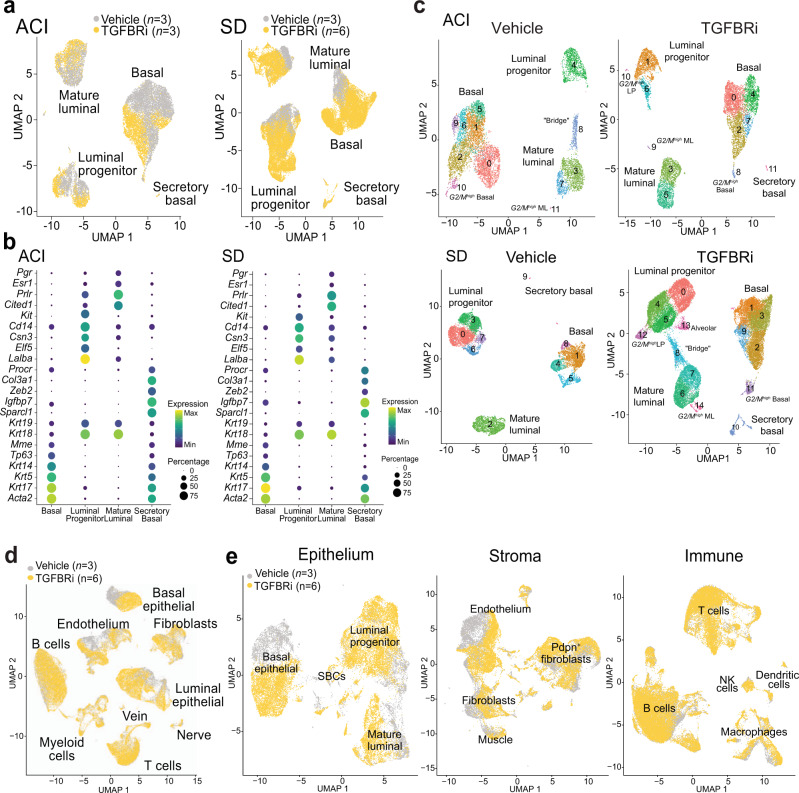
Single-cell RNA-sequencing analysis of mammary epithelial cell populations. **a**, **b** UMAP plots (**a**) and dot plots (**b**) of sorted basal (CD24^+^CD29^high^) and luminal (CD24^+^CD29^low^) mammary epithelial cell fractions from ACI and SD rats treated with vehicle and TGFBRi. Dot plots show the expression of markers representative of the four identified cell types. **c** Integrated UMAP plots of all cells from the vehicle and TGFBRi-treated ACI and SD rats. **d**, **e** UMAP plots of whole mammary gland scRNA-seq data from SD rats preprocessed and analyzed together (**d**) or separately for each major cell type (**e**). Cells are colored by treatment condition (**a**, **d**, **e**) or by cluster assignment (**c**).

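Vehicle ACI rats had 5479 basal-like, 1077 LP-like, 1476 ML-like and 11 SBC-like cells, and TGFBRi-treated ACI rats 4356, 1305, 1995 and 36. In SD rats the numbers were 3164, 4491, 1439 and 57 with vehicle and 11701, 11256, 4909 and 466 after TGFBRi. Every class was thus present under both treatments, although clusters of both treatments were defined together. The integration across animals was not analysed here.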

By analyzing each of the two treatment conditions separately and via integration of cells across animals^30^ (see “Methods”), we confirmed the existence of the four main epithelial populations in both strains (Fig. 3c and Supplementary Fig. 9f). We also observed multiple smaller subpopulations depicted as “tails” of major cell types, and as a transitional “bridge” between LP and ML cells (Fig. 3c). 

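Clusters that expressed genes of both LP-like and ML-like cells were ACI clusters 9 (896 cells) and 12 and SD clusters 9 (1287 cells) and 18 (392 cells). Their median UMIs per cell, 18378 and 22546 in ACI and 15542 and 21595 in SD rats, were 1.08, 1.33, 0.968 and 1.34 times the sum of the LP-like and ML-like medians. The level of LP genes was 0.544 of that in LP-like cells and that of ML genes 0.555 of that in ML-like cells in ACI cluster 9, and 0.518 and 0.588 in SD cluster 9. Scrublet placed 40.8%, 2.80%, 49.3% and 59.9% of the cells of these clusters among the 6% with the highest doublet scores of their library.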

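Of the cells in clusters between LP and ML cells, 506 of 896 in ACI cluster 9 and 69 in ACI cluster 12 came from TGFBRi-treated rats, and 952 of 1287 and 392 of 392 in SD clusters 9 and 18. SD cluster 18 was thus found only after TGFBRi and SD cluster 9 under both treatments.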

In ACI rats, some of these subpopulations were already present at low levels in vehicle-treated animals, while in SD rats, they were specific to TGFBRi-treated samples. These “tails” were identified as either cell expressing G2/M cell cycle phase markers (G2/M^high^) or progenitor-like cells expressing alveolar markers (*Elf5*), and transcription factors inhibiting differentiation (*Id1* and *Id2*) (Supplementary Data 5).

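Cells in G2/M phase made up 2.46 ± 0.5999% of basal-like cells in vehicle and 8.57 ± 3.84% in TGFBRi-treated SD rats (SD, n = 3 and 6, exact permutation test over rats, two-sided p = 0.0595, the smallest possible being 0.0119). The shares were 1.17 ± 0.588% and 7.77 ± 7.78% of LP-like cells (two-sided exact permutation p = 0.0952) and 0.583 ± 0.330% and 5.22 ± 2.02% of ML-like cells (p = 0.0238). In ACI rats (n = 3 and 3, two-sided exact permutation tests, smallest p 0.1000) the shares were 9.83 ± 4.17% and 14.99 ± 1.55% of basal-like cells (p = 0.2000), 6.92 ± 3.33% and 13.9 ± 1.87% of LP-like cells (p = 0.1000) and 4.20 ± 1.33% and 10.5 ± 3.11% of ML-like cells (p = 0.1000). Marking cells by UMIs of 2 of Mki67, Top2a and Cdk1, chosen after the result was seen, changed the direction in ACI LP-like and ML-like cells. The treated minus vehicle differences were then 0.892 points in basal-like, −0.400 in LP-like and −0.302 in ML-like cells of ACI rats, and 4.78, 8.53 and 4.31 in SD rats. In bulk luminal cells of young ACI rats at day 0 most G2/M genes were lower after TGFBRi, against the higher G2/M shares here. Thinning every cell to 2000 UMIs moved the difference in SD basal-like cells from 6.11 to 5.86 points (two-sided exact permutation p = 0.0357). Of the G2/M genes 48 of 52 were higher in SD basal-like, 49 of 52 in LP-like and 47 of 52 in ML-like cells. The median log2 fold changes were 1.52, 2.05 and 2.10 (camera adjusted p = 6.7e-06, 3.1e-05 and 7.2e-09, fry 0.276, 0.400 and 0.0962). Raised over all genes were 31, 15 and 36 of these genes, and adjusted over the list alone 41, 32 and 38. In SD ML-like cells UBE2C rose by 6.08 and KIF20A by 5.08, while CTTN changed by −3.39 (adjusted p = 0.00644, 0.00644 and 0.00529). Elf5 had 90.6 ± 38.2 CPM in luminal and 0.527 ± 0.558 in basal-like cells of ACI rats and 88.2 ± 47.1 and 0.391 ± 0.296 in SD rats. Id1 had 8.85 ± 4.36 and 5.82 ± 2.64 and Id2 51.4 ± 19.3 and 6.91 ± 2.13 in SD rats (mean ± SD over rats). Over all single-cell comparisons camera called 58 of 413 list tests, fry 27 and camera with an estimated correlation 0.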

TGFβ is a pleiotropic cytokine that affects many cell types. Thus, to explore how TGFBRi treatment may affect other mammary cellular populations besides the epithelium, we repeated the scRNA-seq experiment using whole mammary glands from SD rats. 

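Whole mammary glands of 3 vehicle and 6 TGFBRi-treated SD rats were profiled by 10x Genomics 5' HT chemistry (v2), with Cell Ranger counts of exon reads and the same filters except those on Ptprc and keratin. After filtering, 62696 cells of TGFBRi-treated and 40828 of vehicle rats remained. The median number of UMIs per cell was 3098.5 to 3885 over TGFBRi-treated and 2820 to 3561 over vehicle rats. Clustering, classes and tests were as for the sorted cells, with rats as replicates.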

In total, we analyzed 110,000 cells from 3 control and 6 TGFBRi-treated animals. 

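Classes were given to 9101 basal-like, 11523 LP-like, 4476 alveolar or ML-like, 10065 fibroblast-like, 9354 endothelial-like, 5513 smooth muscle or pericyte-like, 2503 macrophage-like, 11251 T-like, 23030 B-like and 1135 nerve-like cells. There were 1836 dendritic and 820 lymphatic endothelial cells besides, and 12917 cells lay in clusters left without a class. Of the nearest neighbours of a cell within its class, 32.3% came from the same rat in basal-like, 36.3% in LP-like, 24.5% in endothelial-like, 25.8% in fibroblast-like, 18.2% in B-like and 15.9% in T-like cells. T-like cells made up 6.73 ± 2.60% of vehicle and 13.4 ± 3.70% of TGFBRi-treated glands (SD, n = 3 and 6, exact permutation test over rats, two-sided p = 0.0476, smallest possible 0.0119). The share of nerve-like cells was 1.54 ± 0.594% and 0.825 ± 0.238% (two-sided exact permutation p = 0.0476). The other shares had a two-sided exact permutation p of 0.548 (basal-like), 0.226 (LP-like), 0.619 (alveolar or ML-like), 0.512 (fibroblast-like), 0.155 (endothelial-like), 0.0595 (smooth muscle or pericyte-like), 0.667 (macrophage-like) and 0.298 (B-like).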

We identified all major cell types (epithelial, stromal, and immune) based on distinct expression of cell type-specific markers and we observed good mixing of the samples in each cell type (Fig. 3d and Supplementary Fig. 10a–d). 

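Neighbours from other rats shared the treatment more often than the numbers of cells give, by 40.4 points in basal-like, 28.2 in LP-like, 26.95 in alveolar or ML-like and 28.04 in endothelial-like cells. The excess was 23.01 in smooth muscle or pericyte-like, 19.99 in fibroblast-like, 12.5 in nerve-like, 12.1 in B-like, 9.97 in macrophage-like and 6.22 in T-like cells. Summed per rat, 3821 of 13936 genes were called in LP-like, 3673 of 13369 in alveolar or ML-like and 4207 of 13345 in endothelial-like cells. Of these, 1585, 1819 and 2293 remained with each rat left out in turn. In LP-like cells DBP changed by 3.95 and AKR1B8 by −5.56 (adjusted p = 5.1e-04 and 5.1e-04). CCN2 changed there by −2.50 and ELF5 by 1.14 (adjusted p = 0.00992 and 0.00435). DBP, a gene of the circadian clock, also changed by 2.87 in endothelial-like cells (adjusted p = 1.7e-05), where AKR1B8 changed by −5.15 (adjusted p = 2.1e-04). In alveolar or ML-like cells SCUBE2 changed by 2.68 and CXCL6 by −3.99 (adjusted p = 0.00713 and 0.00590). Clock genes of the DBP phase, a list chosen after these values were seen, had a median above 0 in 9 of 10 classes.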

We detected a clear TGFBRi treatment effect in basal and luminal mammary epithelial cells, and in the endothelium (Fig. 3e). To characterize the affected cell populations in further detail, we performed an in-depth analysis of each major cell type (Supplementary Data 6). 

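Basal-like cells of whole glands had 6587 called genes of 14233 (3515 raised and 3072 lowered), the most of any class, and 4093 remained with each rat left out in turn. Scaling to the median of ratios in place of TMM gave 6553, DESeq2 6260 and leaving out the cells with the highest doublet scores 6603. The median of all genes was 0.12 on the log2 scale. NTF3 changed from 0.672 ± 0.572 CPM with vehicle to 8.30 ± 5.23 after TGFBRi (SD, n = 3 and 6), a log2 fold change of 4.08 (standard error 0.62, adjusted p = 6.0e-04). AKR1B8 changed by −7.13 and SERPINB2 by −5.75 (adjusted p = 9.0e-07 and 5.8e-05). CCN2 changed by 0.64, SMAD7 by 1.64 and TGFBR3 by 1.44 (adjusted p = 0.0169, 0.00495 and 2.9e-04). Across genes, which are not independent replicates, the fold changes of these cells correlated with those of sorted SD basal-like cells at r = −0.161 and with those of bulk SD basal cells at −0.0237. Those of sorted cells correlated with bulk cells at −0.303 in SD and −0.216 in ACI rats. Of genes called in both sorted and whole-gland SD basal-like cells, 638 changed in the same and 996 in the opposite direction.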

Within the epithelium, basal cells showed the most pronounced difference between vehicle and TGFBRi groups (Fig. 3e and Supplementary Fig. 10e), consistent with our findings from bulk RNA-seq and sorted scRNA-seq. In the stroma, all cell types (endothelium, muscle, and fibroblasts) showed treatment-related differences, while in the immune cell populations, only macrophages showed a TGFBRi-specific response (Fig. 3e and Supplementary Fig. 10f, g). 

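The numbers of called genes were 4672 of 14919 in fibroblast-like and 3656 of 13378 in smooth muscle or pericyte-like cells. They were 2210 in B-like, 1144 in nerve-like, 988 in T-like and 530 of 12049 in macrophage-like cells. Of the last, 169 remained with each rat left out in turn. In fibroblast-like cells MMP10 changed by −5.56 and CCN2 by −1.95 (adjusted p = 0.00492 and 0.0193). In smooth muscle or pericyte-like cells EREG changed by −4.44 and DBP by 2.54 (adjusted p = 7.1e-04 and 5.4e-05). In macrophage-like cells HSPB1 changed by −2.80, SPP1 by −2.81 and DBP by 1.82 (adjusted p = 0.00139, 0.0141 and 0.00148). HMOX1 changed by −3.52 and AKR1B8 by −5.03 in B-like cells (adjusted p = 2.7e-05 and 2.4e-04), and CXCL3 by −3.53 in T-like cells (adjusted p = 8.4e-05).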

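TGFβ targets had a median log2 fold change of 0.25 in basal-like, −0.32 in LP-like, −0.23 in endothelial-like, −0.19 in fibroblast-like and −0.07 in macrophage-like cells (camera adjusted p = 0.319, 0.0393, 0.356, 0.165 and 0.435), and of −0.59 in alveolar or ML-like cells (camera 0.00709). For extracellular matrix genes the medians were 0.52, −0.10, −0.04, −0.05 and −0.14 in the same order (camera 9.0e-04, 0.872, 0.952, 0.874 and 0.114). Over these classes 6, 12, 9, 10 and 2 targets were lowered and 15, 0, 3, 4 and 0 raised over all genes. Adjusted over the list alone 6, 13, 9, 9 and 2 were lowered and 15, 0, 3, 4 and 0 raised. The pathways of GSEA were not analysed here.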

Analysis of the differentially expressed genes (Supplementary Data 6) within the affected cell types by GSEA demonstrated significant enrichment for pathways related to TGFβ signaling, including SMAD binding and extracellular matrix and developmental processes (Supplementary Fig. 10h).

Overall, our scRNA-seq data in both sorted epithelium and whole mammary gland showed that the TGFBRi treatment-induced changes most likely to impact mammary tumor initiation are most pronounced in the mammary epithelium.

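With the same number of cells drawn from every rat within a class, a number that still differs between classes, the called genes numbered 5737 in basal-like, 2982 in LP-like, 2985 in alveolar or ML-like, 4147 in fibroblast-like, 2605 in endothelial-like, 1621 in smooth muscle or pericyte-like, 366 in macrophage-like, 505 in T-like, 1405 in B-like and 674 in nerve-like cells. From the changes in sorted and whole-gland cells the paper reasons that those most likely to affect tumor initiation were most pronounced in the epithelium.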

### Secretory basal cells: a unique subpopulation associated with breast cancer risk

We then analyzed the SBC cell population in further detail to better understand their role in mammary gland biology and breast cancer risk. 

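Against other basal-like cells of the same rats, SBC-like cells raised 1117 of 13782 genes in 4 ACI and 2860 of 14499 in 9 SD rats. The threshold was an adjusted p of 0.1 or less in edgeR, over rats with at least 5 SBC-like cells. The fit gave each class 1 mean and did not pair the sums of the same rat. With the rat as a replicate block both counts stayed within 1.5 times. The rat with the fewest held 9 SBC-like cells in ACI and 8 in SD rats. Of the genes of the paper's SBC signature that could be tested, 301 of 335 were raised in ACI and 326 of 336 in SD rats. The paper chose these genes as raised in SBCs of the same sorted cells, so this is no independent test. Id3 had 593 ± 552 CPM in SBC-like and 32.05 ± 16.1 in basal-like cells of ACI rats (mean ± SD over rats) and 940.0 ± 393 and 82.4 ± 38.9 in SD rats. S100a4 had 907 ± 800.3 and 1.88 ± 1.06 in ACI and 1121 ± 803 and 3.48 ± 2.87 in SD rats. Epas1 had 237 ± 121 and 6.91 ± 1.27 in ACI and 273 ± 101.5 and 5.03 ± 2.36 in SD rats. In basal-like cells as a whole the signature had a median log2 fold change after TGFBRi of 0.22 over 293 genes in ACI rats (camera adjusted p = 6.2e-04, fry 0.0873) and of 0.45 over 319 genes in SD rats (camera 0.0137, fry 0.152). Of these genes 86 and 71 were raised and 20 and 15 lowered over all genes. Adjusted over the list alone 88 and 68 were raised and 20 and 15 lowered. S100A4 changed by 2.33 in SD basal-like cells (adjusted p = 0.0131).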

We defined a SBC signature consisting of genes differentially expressed in SBCs compared to basal cells in both strains (e.g., *Id3, S100a4*, and *Epas1*) (Supplementary Fig. 11a, b and Supplementary Data 7). Analysis of the SBC signature in our whole mammary gland scRNA-seq data revealed high expression in fibroblasts and endothelial cells in addition to a subset of basal epithelium, which is expected due to the high expression of stem cell related and mesenchymal markers in SBCs (Extended Data Fig 11c). Thus, we performed multicolor immunofluorescence for SBC and epithelium-specific (e.g., EPCAM) markers to confirm their epithelial identity and presence in the mammary ducts. 

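The summed log-normalized expression of the SBC signature exceeded that of basal-like cells of the same whole gland by 172 ± 5.82 in fibroblast-like (mean ± SD over 9 rats), 151 ± 16.5 in smooth muscle or pericyte-like, 90.03 ± 9.52 in nerve-like, 71.9 ± 9.61 in endothelial-like and 26.7 ± 11.5 in macrophage-like cells, in all 9 rats each. It differed by 2.098 ± 3.23 in alveolar or ML-like, −5.16 ± 3.10 in LP-like, −8.60 ± 3.11 in B-like and −11.1 ± 3.98 in T-like cells. The exact sign-flip permutation test over rats gave a two-sided p of 0.00391, the smallest possible, for every class but the alveolar or ML-like cells (p = 0.0820). In basal-like cells the signature was 54.6 ± 1.56 in vehicle and 53.3 ± 2.11 in TGFBRi-treated rats (SD, n = 3 and 6, exact permutation p = 0.381, two-sided, smallest possible 0.0119). The paper relates the levels in stroma to the stem cell and mesenchymal genes that SBCs express.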

We observed a rare ID3^+^EPSA1^+^SMA^+^ basal population by immunofluorescence in mammary glands of peripubertal rats (Fig. 4a). Similarly, using normal breast tissues from women of different parity (i.e., nulliparous and parous) and mutational status (6*BRCA1*^*mut*^ and 3 *BRCA2*^*mut*^), we identified a rare epithelial cell population that was ID3^+^S100A4^+^SMA^+^ within all samples (Fig. 4b). However, the frequency of these cells was too low (<1%) for reliable quantification and comparison between groups despite scanning the entire slide (>5000 epithelial cells). We also detected rare EPCAM^+^ cells within the mammary epithelium clearly positive for SBC markers, confirming the epithelial identity of SBCs in both the rat mammary gland and in normal human breast tissues (Fig. 4c, d).

**Fig. 4:**
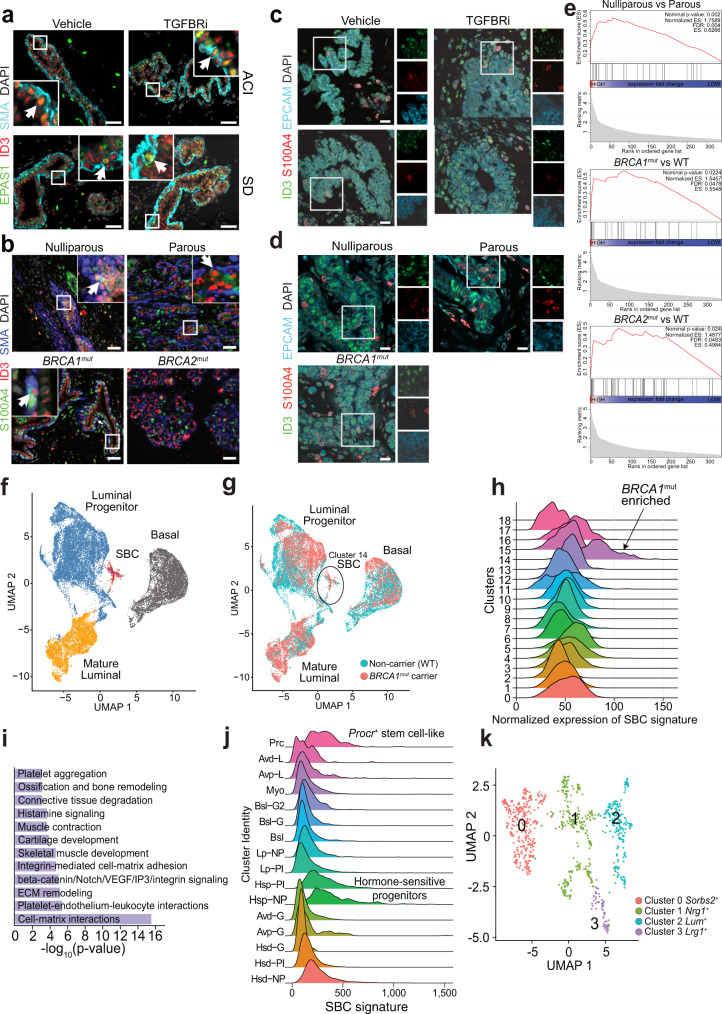
Secretory basal cells in mammary gland and tumor development. **a**, **b** Representative immunofluorescence images of EPAS1/HIF2A, ID3, and SMA in ACI and SD mammary glands (**a**) and of S100A4, ID3, and SMA in normal breast tissue sections from noncarrier parous (*n* = 2) and nulliparous (*n* = 3) women, as well as from *BRCA1/2* mutation carriers (*n* = 6) (**b**). Scale bar 50 μm. **c**, **d** Representative immunofluorescence images of ID3, S100A4, and EPCAM in SD rat mammary glands (**c**) and in normal breast tissue sections from noncarrier parous (*n* = 2) and nulliparous (*n* = 2) women, as well as from *BRCA1* mutation carriers (*n* = 2) (**d**). Scale bar 10 μm. **e** GSEA plots showing the enrichment of the SBC signature in DEGs within the indicated comparisons. *P* values are calculated using Kolmogorov–Smirnov test following the Benjamini–Hochberg adjustment. **f**, **g** UMAP plots of normal human breast scRNA-seq data^31^ colored by assigned cell type (**f**) or by *BRCA1* mutational status (**g**). **h** Ridge plot showing the expression of the SBC signature in the indicated clusters of human mammary epithelial scRNA-seq data^31^. **i** MetaCore enrichment on gene sets characteristic to SBCs. *P* values are calculated by hypergeometric test. **j** Ridge plot showing the expression of the SBC signature in the indicated clusters of mouse mammary epithelial scRNA-seq data^28^. **k** UMAP plot depicting the SBC subclusters in SD rats colored by cluster assignment.

We further investigated potential associations between SBCs and breast cancer risk by assessing the enrichment of the SBC signature in sets of genes differentially expressed in CD44^+^ progenitor-enriched cells between nulliparous relative to parous women and *BRCA1/2*^*mut*^ carriers relative to non-carriers^6^. The SBC signature was significantly enriched in samples with higher breast cancer risk (i.e., nulliparous, and *BRCA1/2*^*mut*^ carriers) compared to those of lower risk (FDR < 0.05 for all cases, Fig. 4e). Similarly, by analyzing published scRNA-seq data of normal breast tissues from women with different risks of breast cancer^31^, we confirmed the existence of a distinct minor subpopulation with high expression of SBC markers as a tail of the luminal progenitor cluster enriched in *BRCA1*^*mut*^ samples (60% of SBC cells were *BRCA1*^*mut*^ versus 44% of all other cells, chi-squared *P* = 5 × 10^−9^) (Fig. 4f–h and Supplementary Fig. 11d–f).

### SBCs and mammary epithelial cell hierarchy

Next, we investigated the biological functions of SBCs, focusing on SD rats, in which this population was more prominent. The SBC signature was enriched in the extracellular matrix, TGFβ signaling, response to estradiol, progenitor, and stem cell functions (Fig. 4i and Supplementary Fig. 11g, h). Analysis of published mouse mammary gland scRNA-seq data^28^ revealed SBC enrichment in Procr-positive (*Procr*^*+*^ stem cell-like) and hormone-sensitive progenitor (Hsp) subpopulations (Fig. 4j).

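Clustering the 523 SBC-like cells of SD rats alone gave 6 subclusters, of 116 cells at most and 18 at least. A single rat gave 33.6%, 62.4%, 41.1%, 41.2%, 47.4% and 77.8% of their cells. Nrg1 had 318 ± 121 CPM in subcluster 0 (mean ± SD over rats with at least 5 cells), below the 857 ± 345 of basal-like cells (n = 9). Lum had 1533 ± 286 CPM and Col3a1 35206 ± 10445 CPM in subcluster 2. Sorbs2 had 929.8 ± 186 in subcluster 1 and 1320.4 ± 342 in subcluster 4, while no subcluster exceeded 2.46 CPM of Lrg1. In basal-like cells Lum had 0.142, Col3a1 5.38 and Sorbs2 8.60 CPM.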

Further clustering of the SD SBCs alone revealed four subclusters with distinct gene expression profiles (Fig. 4k, Supplementary Fig. 11i, and Supplementary Data 7). Interestingly, the *Sorbs2*^*+*^ and *Lrg1*^*+*^ subclusters expressed *Procr*^32,33^ and *Cdh5*^34^, respectively, implicated in mammary stem cells. 

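Procr reached 2407 ± 1779 CPM in subcluster 1, 2350.4 ± 2114 in subcluster 3 and 1890.0 ± 677 in subcluster 4, where Sorbs2 was expressed, against 100.9 ± 28.2 in basal-like cells (SD, n = 9). Cdh5 stayed at or below 2.39 CPM and Egfl7 at or below 2.75 in every subcluster, so that no subcluster with both Lrg1 and Cdh5 was found among the SBC-like cells. The unnamed SD cluster 16, which expressed SBC markers and endothelial genes, was not among the cells clustered here.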

Since *Procr*^*+*^ cells were previously described as pluripotent mammary epithelial stem cells^32,33^, we investigated the relatedness of our SBCs to mouse *Procr*^*+*^ cells in further detail. GSEA showed positive enrichment of mouse Procr^+^ cell-specific genes in our SBC signature, while genes enriched in Procr^neg^ cells also showed enrichment in our basal non-SBC cells (Supplementary Fig. 11j). The same pattern was observed when we analyzed each SBC subcluster individually (Supplementary Fig. 11k). These data suggest that SBCs represent a mixed cell population that include Procr^+^ mammary epithelial stem cells.

Next, we delineated the pseudotime-based differentiation trajectory of the mammary epithelial cell types using Monocle3^35^, and defined SBCs as the starting point in TGFBRi-treated samples and *Tp63*^+^ basal cells in controls due to the rarity of SBCs in these samples and the essentiality of *Tp63* for mammary epithelial development^36^ (Supplementary Fig. 12a–c). The pseudotime trajectory in the TGFBRi-treated samples extended from SBCs to basal cells, continuing from *Egr1*^−^ ML cells to *Egr1*^*+*^ ML cells, and further from *Apoe*^+^ LP cells to *Apoe*^−^ LP cells, reinforcing the fact that SBCs are most closely related to *S100a6*^+^ basal cells. In addition, inferred diffusion maps^37^ of the vehicle and TGFBRi-treated animals were strikingly distinct (Fig. 5a). In drug-treated animals, the basal cells formed a continuous bridge connecting the SBC subclusters with luminal cells, with the *Nrg1*^*+*^ SBC cluster 1 representing the population closest to the basal cells, and the SBC *Sorbs2*^*+*^ *Procr*^*high*^ cluster 0 furthest apart from the basal.

**Fig. 5:**
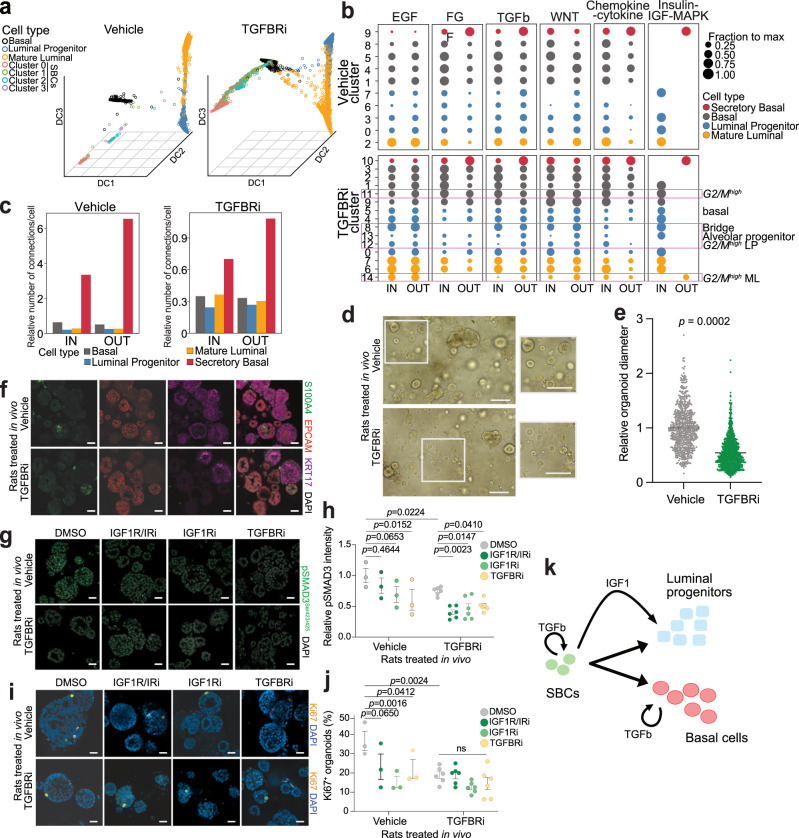
Functional relevance of TGFBRi-induced changes in the mammary epithelium. **a** Diffusion maps of mammary epithelial cells from control and TGFBRi-treated SD rats. **b** Cell type-specific inferred connectivity among selected signaling pathways from interactome analysis in SD control and TGFBRi-treated rats. Clusters refer to the integrated data in Fig. 3c, with selected clusters highlighted. The size of dots is the fractional number of either IN or OUT connections per cluster per pathway, normalized across clusters. IN—incoming (target); and OUT—outgoing (source) signals. **c** Relative number of inferred interactome connections per cell, aggregated by cell type. **d** Representative images of organoid cultures from the vehicle and TGFBRi-treated SD rats. **e** Plot depicting quantification of relative organoid diameter. Organoids were derived from animals treated with vehicle (*n* = 3) or TGFBRi (*n* = 6). Two wells/animal were used for quantification. **f** Representative immunofluorescence images of organoids for S100A4, EPCAM, and KRT17. Immunofluorescence was performed once on multiple samples from vehicle (*n* = 3) and TGFBRi (*n* = 5) treated rats. **g**–**j** Representative immunofluorescence images (**g**, **i**) and quantification (**h**, **j**) of organoids for pSMAD3 and Ki67^+^ following treatment with the indicated inhibitors. Organoids were derived from animals treated with vehicle (*n* = 3) or TGFBRi (*n* = 6), then treated with the indicated inhibitors in vitro. Two wells/animal/treatment were used for quantification. **k** Schematic model of TGFBRi treatment effects on mammary epithelium relevant to cancer prevention. Scale bars: organoids 100 µm, immunofluorescence 20 µm. Graphs (**e**, **h**, **j**) are presented as mean ± s.e.m. *P* values were calculated by unpaired two-tailed *t* test (**e**) and by two-way ANOVA (**h**, **j**). ns denotes not significant. Source data are provided as a Source Data file.

To assess paracrine interactions among SBCs and other mammary epithelial cells, we performed interactome analysis on the integrated scRNA-seq data with all cell types in SD rats, separately for the vehicle and TGFBRi-treated samples (Fig. 5b and Supplementary Data 5) and using signaling pathways with key roles in mammary epithelial differentiation (Supplementary Data 8). The inferred cell–cell connections among clusters acting as either the source or target of signaling indicated strong cell type-specific differences in the relative activity of the analyzed signaling pathways. FGF, TGFβ, WNT, chemokine-cytokine, interleukin, Notch, and axon-guidance signaling pathways were enriched in basal relative to luminal cell types, while EGF and incoming insulin-IGF-MAPK signaling were more active in luminal cells (Fig. 5b and Supplementary Fig. 12d). Among all cell types, SBCs showed the highest relative number of connections per cell (Fig. 5b, c and Supplementary Fig. 12e) and consistently had more outgoing than incoming connections for the majority of signaling pathways, including FGF, TGFβ, chemokine-cytokine, and insulin-IGF-MAPK in both treatment conditions (Fig. 5c and Supplementary Fig. 12d–f). The insulin-IGF-MAPK signaling pathway displayed a special pattern of cell type-specific communication: SBCs were the almost exclusive source, while basal and luminal cells acted almost exclusively as targets. The only prominent signaling pathway with higher incoming than outgoing activity in SBCs was WNT signaling with well-established roles in self-renewal and maintenance of progenitor cellular phenotypes (Supplementary Fig. 12e). These data demonstrate a central role for SBCs in the mammary epithelium since insulin-IGF signaling is one of the most critical pathways regulating both pubertal mammary gland development and breast cancer risk^38^.

### TGFBRi treatment lastingly reduces mammary epithelial cell proliferative potential

To experimentally test the predictions of our molecular and functional network analyses, we derived organoid cultures from peripubertal SD rats 10 days after vehicle or TGFBRi treatment. Organoids derived from TGFBRi-treated animals were significantly smaller in size compared to vehicle-treated ones, even when grown in the same culture conditions, suggesting persistent reduction in proliferative capacity due to TGFBRi treatment (Fig. 5d, e). Importantly, we confirmed the presence of SBCs in organoids by immunofluorescence for SBC and epithelial markers, again identifying them as a rare epithelial subpopulation (Fig. 5f and Supplementary Fig. 12g).

Next, we treated organoids with inhibitors of TGFBR1 or IGF1R for 8 days and assessed cell proliferation and signaling pathway activity by immunofluorescence for Ki67 and phospho-SMAD3 (pSMAD3)/phopho-S6 (pS6), respectively. Organoids derived from TGFBRi-treated animals had significantly fewer Ki67^+^ and pS6^+^ cells, as well as reduced pSMAD3 intensity, even at baseline compared to those derived from vehicle controls, and this growth-suppressive effect was further accentuated following in vitro treatment with IGF1R or TGFBR inhibitors (Fig. 5g–j and Supplementary Fig. 12h, i). We found that the fraction of pS6^+^ cells was decreased following both IGF1R and TGFBR inhibitor treatment, and similarly IGF1R inhibitor-treated organoids had decreased pSMAD3 intensity, demonstrating crosstalk between IGF1R and TGFβ signaling.

These data show that TGFBRi treatment has a direct cell-autonomous effect on mammary epithelial cells, inducing lasting changes that make them less proliferative even after treatment is discontinued.

## Discussion

Stem cells and progenitors are the cell-of-origin of cancer^39^, and thus, targeting them could be an effective cancer prevention strategy^40^. Building on our prior data^6,41^, here we tested the hypothesis that short-term inhibition of TGFβ signaling prevents mammary tumors in rat models of breast cancer. We found that short-term TGFBRi treatment of peripubertal inbred ACI and outbred SD rats induced lasting changes in the mammary epithelium and significantly reduced mammary tumorigenesis induced by estrogen and NMU, respectively. Cellular and molecular analyses of TGFBRi treatment effects showed significant changes in basal and luminal mammary epithelial cells and identified a unique subpopulation with progenitor features, termed SBCs, which expands after TGFBRi treatment. SBCs have high levels of several markers associated with mammary stem cells^28,33,34,42,43^. A newly derived SBC gene signature showed enrichment in genes highly expressed in nulliparous versus parous women, as well as in *BRCA1/2*^*mut*^ carriers versus non-carriers. Thus, TGFBRi treatment affects cells relevant for mammary differentiation and cancer in both rats and humans.

Mammary gland development occurs mostly postnatally during puberty, pregnancy, and lactation^44^, leading to changes in cellular composition and susceptibility to mammary tumors^25,45^. We observed an expansion of progenitor-like SBCs and a decrease in mammary tumor incidence in our rat models following TGFBRi treatment and higher expression of the SBC signature in normal progenitor-enriched cells from women with increased breast cancer risk (e.g., nulliparous, *BRCA1*^mut^). We formulated a working mechanistic model to explain these seemingly paradoxical observations (Fig. 5k). TGFβ enhances the growth of both basal cells and SBCs that might represent bipotential stem cells. Thus, treatment with TGFBRi decreases the relative fraction of both basal cells and luminal progenitors and leads to an increase in SBCs, possibly due to negative feedback loop from more differentiated cells. Despite being a rare subpopulation, SBCs are the most interactive cell type and the main source of insulin-IGF-MAPK signaling targeting luminal and basal cells. Insulin-IGF signaling is a key regulator of mammary epithelial progenitors, and higher activity of this signaling pathway increases human breast cancer risk^25,38,46^. SBCs may represent mammary epithelial stem cells that are stimulated by TGFβ and, due to their secretion of IGF1, enhance the proliferation and increase the pool size of hormone-responsive progenitors. Thus, women with more SBCs might be at higher risk of breast cancer, which is consistent with human epidemiological data demonstrating that pubertal IGF1 levels determine lifetime breast cancer risk^47^. These peripubertal TGFBRi treatment-triggered alterations in SBCs, and based on our prior data early full-time pregnancy^6^, cause a persistent decrease in progenitors with proliferative capacity, which results in a persistently lower risk of mammary tumor initiation. Our data showing reduced proliferation and lower pSMAD3^+^ and pS6^+^ levels of organoids derived from TGFBRi-treated animals and a decrease in proliferation and decrease in pSMAD3^+^ and pS6^+^ cells after both TGFBR or IGF1R inhibition are consistent with this model and indicate crosstalk between the two signaling pathways. Because we could not analyze the same animals both at the time of stopping TGFBRi treatment and at the end of the tumorigenesis assays, further studies are required to identify the cells from which tumors originate and their relationship to SBCs. In addition, it was not feasible to test if TGFBRi treatment during adulthood would also lead to a decrease in tumor incidence due to the resistance of adult animals to NMU/E2-induced tumorigenesis^48^.

In sum, our data provide preclinical evidence that breast cancer can be prevented by short-term inhibition of TGFβ signaling that induces lasting changes in the mammary epithelium and identifies markers for future translational studies aimed at risk prediction and prevention in women with a high risk of breast cancer.

## Methods

### Ethics statement

All clinical samples and data were collected following approval by Dana-Farber Cancer Institute Institutional Review Board (protocols 08–010, 10–458, 93–085, 14–400). All animal studies were conducted in accordance with the regulations formulated by the Dana-Farber Cancer Institute Animal Care and Use Committee (IACUC; protocol #15-005).

### Human breast tissue samples

All experiments with use of human breast tissue were approved by the Dana-Farber Cancer Institute Institutional Review Board (protocols 08–010, 10–458, 93–085, 14–400). Normal breast tissue samples were collected from women undergoing reduction mammoplasty or prophylactic mastectomy following written informed consent using protocols 08–010 and #10–458. Samples were de-identified in the tissue bank prior to transfer to the laboratory.

### Rat experiments and tissue harvesting

All animal experiments were performed in an AAALAC-accredited SPF rodent-only barrier facility at Dana-Farber Cancer Institute. All rats are housed in individually ventilated, solid-bottom, polysulfone 135 sq. in. microisolator cages. The cages are used in conjunction with the Optimice® rack systems with integrated automatic watering. Temperature and humidity in the rodent facility is controlled at 72+/− 2 °F and a target range of 35–55% relative humidity. A standard photoperiod of 12 h light/12 h dark is controlled by an automated system. All animal experiments were performed following protocol #15-005 approved by the Dana-Farber Cancer Institute Institutional Animal Care & Use Committee. Animals were euthanized by CO2 inhalation. Maximum tumor size burden allowed for rats is 3 cm, and this was not exceeded in any of the experiments. Four-week-old virgin female Hsd:Sprague Dawley SD (SD) female rats as well as 4- to 5-week-old virgin and 18- to 24-week-old virgin and parous ACI/SegHsd (ACI) female rats were purchased from Envigo.

LY2157299 (TGFBRi) was provided by Eli Lilly (Indianapolis, IN) and stored at −20 °C in powder form. LY2157299 was dissolved in a vehicle (1% carboxymethylcellulose, 0.5% sodium lauryl sulfate, 0.085% Povidone) for in vivo treatments and stored at 4 °C for up to 1 week. Animals were randomly allocated into the treatment groups. The sample size was chosen based on expected treatment effects to provide 80% power to draw conclusions. All rats were treated with vehicle or 75 mg/kg of LY2157299 by oral gavage twice daily (8–16 h between doses) for 10–21 consecutive days. Animal body weights were recorded every 2–3 days for all studies. For short-term treatment experiments, peripubertal animals were treated at about 24 (SD) or 35 days (ACI) of age, whereas postpubertal virgin and parous animals (ACI) were treated at 18–24 weeks of age. Peripubertal rats were sacrificed at days 0 (ACI and SD), 7 (ACI), 14 (ACI), and 196 (ACI) after the final LY2157299 dose. Postpubertal rats (ACI) were sacrificed at day 0 after the final LY2157299 dose.

For carcinogen-induced tumor experiments, SD rats were treated with vehicle or LY2157299 starting at 21 days of age for ten days, followed by a single intraperitoneal (i.p.) injection of 50 mg/kg N-nitroso N-methylurea (NMU) completion of the 20 doses/10-day LY2157299 regimen. NMU-treated SD rats were sacrificed 87 days later when control animals developed palpable tumors. ACI rats were treated twice daily with vehicle or LY2157299 starting at 38 days of age for 21 days. Animals were randomly allocated into the treatment groups. The sample size was chosen based on expected treatment effects and expected tumor incidence of the models to provide 80% power to draw conclusions. Upon completion of the TGFBRi treatment, 60-day-old rats were implanted with silastic implants containing air or estradiol (Sigma Aldrich, #E1024-25G). Briefly, implants were made in-house as described previously^49^ by sealing one end of the silastic tubing, filling it up with 37 mg of estradiol, and then sealing the other end of the tube with silicone. Silastic tubes containing air or estradiol were implanted in the rats’ neck region by making a 3-mm incision, detaching the skin, inserting the implant, and closing the wound with clips. Estrogen-treated and control animals were sacrificed 195 days later after all vehicle and estradiol-treated animals developed palpable tumors. Animals that developed poor health or poor body condition due to pituitary gland adenomas were sacrificed before the endpoint and were hence censored from the survival analysis. Kaplan–Meier survival analyses for both tumor experiments were performed by analyzing the dates when tumors became palpable using GraphPad Prism v8.

For all tumor experiments, after sacrificing the animals, tumor histology was examined to confirm malignancy. In addition, tumor incidence, multiplicity, size and/or weight were recorded. For some rats, mammary gland whole mounts were prepared of the inguinal/abdominal gland as described previously^50^. Briefly, the inguinal and abdominal mammary glands were collected, spread on glass microscope slides, fixed, stained in carmine, dehydrated, and cleared in xylene. Whole mounts of mammary glands were photographed with a dual 12MP wide-angle and telephoto camera. Images were analyzed using Fiji software (ImageJ 1.53)^51^ by measuring the total area occupied by the epithelium in each mammary gland. A 5mm-section of the inguinal/abdominal mammary gland was saved for histological analysis and subsequent molecular profiling by immunofluorescence. To this end, samples were fixed in 10% formalin overnight, stored in 70% ethanol, then paraffin-embedded (FFPE: formalin-fixed, paraffin-embedded) and processed into histological slides as described previously^52^. From the remaining fresh tissue (inguinal/abdominal + thoracic), single-cell suspensions for subsequent flow cytometry analysis, FACS, and sequencing were generated as described^52^. Briefly, tissues were digested in a collagenase solution (2 mg/ml collagenase type IV (Worthington, LS004189) in DMEM/F12 (Fisher Scientific) with constant stirring at 37 °C for 1–2 h followed by subsequent analyses or freezing viably in 10% DMSO/FBS. Bone marrow was collected (by flushing the femurs) and frozen viably in 10% DMSO/FBS for subsequent flow cytometry analysis. Intestines, ovaries, uterus, and pituitary glands were also collected from the peri-puberty rats and processed as described below for histological examination and/or immunofluorescence analysis. Pituitary glands were also collected from animals in the ACI tumor experiment. In addition, blood was collected by gravity by decapitating just-killed rats into microtainers from peripubertal animals and ACI rats in tumor experiment. Serum was isolated from blood and flash-frozen for subsequent hormone concentration measurements. For the tumor prevention experiments, tumors were also excised. A small slice of each tumor was saved for paraffin embedding, while the rest of the tumor was digested and frozen as described above for molecular profiling. If the tumor was too small for both procedures, then it was only fixed for histological analysis.

### Rat mammary organoid cultures

Rat mammary gland cultures were performed as previously described^53^. Briefly, mammary glands were collected and minced into 1–2-mm^3^ pieces, then transferred into digestion buffer (1 mg/mL collagenase IV, Sigma, 11088882001) and incubated on a shaker at 37 °C for 1 h. After digestion, the tissues were sheared using a 5 ml pipette and a bent P1000 tip. Then, the digestion was stopped by AdDF +++ medium (Advanced DMEM/F12 containing 1% GlutaMax, 1% 1 M HEPES, 1% penicillin–streptomycin and 0.1% Amphotericin B) with 2% FBS (Sigma, F2442). After centrifugation at 2000×*g*, the pellet was resuspended with 50 μl growth factor reduced (GFR) basement membrane matrix and placed on a 24-well culture plate to solidify at 37 °C for 30 min. After the “dome” structure was formed, 500 μl organoid culture medium (AdDF + ++medium containing B27, N-acetylcysteine, nicotinamide, R-spondin, FGF10, FGF7, Heregulin, EGF, and Y-27632) was added and then organoids were cultured in a 37 °C incubator. Organoids were passaged every 10 days using TrypLE digestion. At passage 3, the organoids were treated with 1 μM GSK1904529A (MCE, HY-10524), 1 μM Linsitinib (MCE, HY-10191) and 1 μM LY2157299 (MCE, HY-13226) for 8 days, respectively. Then, the organoids were collected for immunofluorescence analysis.

### Histology

In all, 4-micron FFPE tissue sections were deparaffinized and stained with hematoxylin and eosin (H&E) following standard procedures as described previously^52^. Normal mammary gland and mammary tumor histology was determined by an experienced rodent pathologist. H&Es of mammary glands were imaged using the Panoramic MIDI II digital slide scanner (3DHistech) and visualized and quantified using QuPath software^54^. The remaining brightfield images were acquired on a Nikon Ti/E inverted microscope using Nikon Elements software. Tumor cellularity was determined using H&E images. To this end, three random fields were imaged per tumor and QuPath software was used to detect the number and sizes of nuclei per image.

### Immunofluorescence and quantification

Multicolor immunofluorescence analyses were performed as described previously^52^. Briefly, after heat-induced antigen retrieval in sodium citrate (pH = 6) or TRIS-EDTA buffer (pH = 9), the samples were permeabilized with 0.5% Triton X-100, blocked with 100% goat serum, and stained with the respective antibodies. Rat mammary gland tissues were subject to immunofluorescence with antibodies (Supplementary Table 1) against pSMAD3, Ki67, pHH3, clCASP3, CD163, SMA, EPCAM, RAM milk proteins, ID3, and EPAS1 (HIF2A). Human normal breast tissues collected from patients who underwent breast reduction or prophylactic mastectomy were subject to immunofluorescence with antibodies against SMA, ID3, and S100A4. To allow multiplexing of these two rabbit IgG antibodies (ID3 and S100A4), the ID3 signal was detected using Tyramide Signal Amplification kit (Akoya Biosciences, SAT700001), whereas the S100A4 signal was detected by standard fluorophore-conjugated secondary antibody binding. Rat tumors were subject to immunofluorescence with antibodies against ER, PR, and pHH3. Intestines and endometrium were stained with antibodies against pHH3 and SMA. DAPI was used to stain nuclei. Stained slides were scanned using the Pannoramic MIDI II digital slide scanner (3DHistech) or imaged with a Nikon Ti/E inverted microscope using Nikon Elements software. pHH3 staining of mammary glands was quantified by selecting all the epithelium areas (enclosed by and including the SMA^+^ cells), automatically detecting the total number of cells by DAPI, and manually counting the SMA^+^ and/or pHH3^+^ cells using the counter tool in QuPath^54^ in three areas chosen at random. pHH3 staining of intestines and endometrium was carried out on random images taken with the Nikon Ti/E inverted microscope. QuPath was used to select SMA^−^ epithelial cells in each image, automatically detect nuclei within the selection, and automatically count the number of pHH3^+^ cells based on a threshold determined by examining positive and negative cells in the set of pictures. ER/PR status of tumors in both rat models was determined qualitatively by examining the whole slide scans. clCASP3 quantification was performed by manually selecting all the epithelium areas (enclosed by and including SMA^+^ cells) within the scanned slide, automatically detecting and counting cells in the epithelium with the DAPI stain, and manually counting the clCASP3^+^ cells in the epithelium using QuPath. CD163 quantification was performed by manually selecting all the epithelium areas (enclosed by and including SMA^+^ cells), determining the stroma and epithelium area, and manually counting the total and epithelium-associated CD163^+^ cells in three areas chosen at random.

Immunofluorescence staining for Ki67 in 3D cultures was performed, as previously described^55^. Because 3D matrigel structure is disrupted at low temperatures, all the processes were performed at room temperature. Briefly, after fixation in 2% formalin, organoids were permeabilized with 0.5% Triton X-100, blocked with blocking buffer, and stained with Ki67 antibody for 12 h. Then, after washing with IF buffer (130 mM NaCl; 7 mM Na_2_HPO_4_; 3.5 mM NaH_2_PO_4_; 7.7 mM NaN_3_; 0.1% BSA; 0.2% Triton X-100; 0.05% Tween-20), the corresponding secondary antibodies were added and incubated for 1 h. Finally, after rinsing with PBS, the slides were mounted in the Vectashield Hard Set Mounting Medium (Vector Laboratories, H1500). The images were captured by Zeiss 980 Confocal. For immunofluorescence staining of ID3, S100A4, EPCAM, KRT17, pSMAD3(Ser423/425) and pS6(Ser235/236), organoids in the 3D Matrigel structures were embedded in Histogel (Epredia, HG4000012) to make blocks. Then the blocks were sectioned and stained following the FFPE protocol described above.

### Fluorescence-activated cell sorting and flow cytometric analysis

Mammary glands were harvested and dissociated as described above and were frozen or used fresh. Single-cell suspensions were obtained by digesting with trypsin (Life Technologies, # 25300-120) at 37 °C for 5 min, followed by filtering with 100 µm strainer. Single-cell suspensions were stained with Live/Dead aqua stain (Fisher Scientific, #L34966, 1:1,000 in PBS, for 30 min at 4 °C) followed by staining for the following markers: CD24, CD29, CD31, and CD45 (Supplementary Table 1) in PBE (PBS with 0.5% BSA and 2 mM EDTA, for 30 min at 4 °C). Tumors were harvested and digested to obtain single-cell suspensions as previously described^56^. Single-cell suspensions were stained with Live/Dead aqua stain (1:1000 in PBS, for 30 min at 4 °C) followed by staining for CD45 and EPCAM (Supplementary Table 1) in PBE. Cells were analyzed and sorted using BD FACSAria II SORP UV (Becton Dickinson). Bone marrow single-cell suspensions were stained as described above for markers CD45, TCR α/β, CD3, CD11b/c, CD45ra, CD90, CD106, CD34 (Supplementary Table 1). Cells were analyzed using BD Fortessa (Becton Dickinson). All data analyses were done using FlowJo 10.6.2 (Becton Dickinson & Company).

### Serum hormone measurements

Blood was collected by decapitation in purple-capped K_2_EDTA-coated tubes (BD Microtainer#365974) and mixed immediately to prevent blood clots from forming. The samples were then centrifuged at 2000 RPM for 7 min at 4 °C. The supernatant (plasma) was transferred to another Eppendorf tube and stored at −80 °C. Serum ELISA (enzyme-linked immunosorbent assay) was performed using diluted and undiluted serum according to the manufacturer instructions for estradiol (Cayman Chemical #582251) and progesterone (Cayman Chemical # 582601) ELISA kits. Absorbances were measured using Infinite 200Pro instrument and the software Tecan i-control 1.10.4.0. The raw absorbance values were fit with a Sigmoidal curve calculated with the provided standards using Graphpad Prism software v8.

### Bulk RNA-seq analysis

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). The total RNA was measured using the Agilent 2100 Bioanalyzer. RNA-seq libraries were prepared using Clontech Low Input mRNA Library (Clontech SMARTer) v4 kit from less than 10 ng of purified total RNA according to the manufacturer’s protocol. The concentrations of the finished dsDNA library were measured using the Qubit Fluorometer, the size of the library fragment was measured by Agilent TapeStation 2200, and RT-qPCR for adapted library molar concentration was measured according to the manufacturer’s protocols. Uniquely indexed libraries were pooled in equimolar ratios and sequenced on an Illumina NextSeq500 with single or paired-end reads by the Dana-Farber Cancer Institute Molecular Biology Core Facilities. RNA-seq datasets were aligned to the rat reference genome rn6 using the STAR RNA-Seq aligner (version STAR_2.5.1b) as described previously^57^. Two-pass mapping was performed using the following parameters: outSAMstrandField: intronMotif, outFilterMultimapNmax: 20, alignSJoverhangMin: 8, alignSJDBoverhangMin: 1, outFilterMismatchNmax: 999, outFilterMismatchNoverLmax: 0.1, alignIntronMin: 20, alignIntronMax: 1,000,000, alignMatesGapMax: 1,000,000, outFilterType: BySJout, outFilterScoreMinOverLread: 0.33, outFilterMatchNminOverLread: 0.33, limitSjdbInsertNsj: 1,200,000, chimSegmentMin: 15, chimJunctionOverhangMin: 15, twopassMode: Basic. Read counts for individual genes were generated using the htseq-count script of the HTSeq framework (version 0.6.1p1)^58^ using modified parameters (stranded: no) and the rn6 refGene annotation file available at the UCSC Genome Browser. Genes were filtered to retain only those with at least ten counts across all samples, then differentially expressed genes were identified by using DESeq2^59^ version 1.30.1 with a cutoff of *P*_adj_ ≤ 0.05. PCA plots and heatmaps were generated using R. Heatmaps of CD45^+^ sorted samples were done on the mouse version of the LM22 CIBERSORT signature^21^, obtained from the CIBERSORT authors, with genes converted from mouse to rat. CIBERSORT^21^ analysis was done using the web version and the converted signature, with DESeq2 normalized counts of all expressed genes as mixture files, and with the following parameters: permutations:100, quantile normalization: disabled.

### Single-cell RNA-sequencing analysis

FACS-enriched basal and luminal fractions from mammary glands from three vehicle and three and six TGFBRi-treated ACI and SD rats, respectively, were used for scRNA-seq analysis. Cell and library preparations for scRNA-seq were performed according to the Chromium Single Cell 3ʹ Reagent Kits v3 protocol (10x Genomics), targeting 5000 cells per sample. The resulting libraries were sequenced on an Illumina NextSeq500 instrument. Sequenced reads were aligned to the rat reference genome rn6 using 10x Genomics Cell Ranger 4.0.0. Total mammary gland scRNA-seq libraries from three vehicle and six TGFBRi-treated SD rats were prepared according to the Chromium Next GEM Single Cell 5’ HT v2 protocol (10x Genomics), targeting 10,000 cells per sample. Libraries were sequenced on Illumina NovaSeq S4-300 (PE150). Sequenced reads were aligned to the rat reference genome rn6 using 10x Genomics Cell Ranger 7.0.0, with the option include-introns set to off. The filtered reads assigned to cell barcodes were analyzed with the R package *Seurat*^30^, version 4.1.1 (21,763 cells for sorted ACI epithelium; 68,492 cells for sorted SD epithelium, and 111,567 cells for total SD mammary gland). In an initial quality control step, only genes expressed in at least 10 cells and only cells expressing at least 100 genes were retained. In a second step, cells with more than 15% mitochondrial genes were removed. For filtering potential contamination in the sorted epithelial data only, the quality control routine included a third step: cells with either (i) any read aligned to PTPRC (CD45^+^) or (ii) less than 2 reads aligned to any cytokeratin were removed. For the analyses and plots done on the keratin-unfiltered epithelial data presented in the manuscript, only the first two filtering steps were performed. For all the other analyses of the epithelial data, all three steps were included. The third step was omitted for the whole mammary gland data (as multiple cell types were expected to be identified), where, after quality control, a total of 103,524 cells were analyzed (40,828 control and 62,696 treated), and assigned to cell types following expression of representative markers, as follows: 28,623 epithelial cells (9891 basal, 11,242 luminal progenitor, 7490 alveolar); 46,061 immune cells (8527 T cells, 1975 NK cells, 4547 NK cells or T cells, 23,917 B cells, 4532 macrophages, 2563 monocyte-macrophages;); 27,480 stroma cells (6,094 vascular smooth muscle cells, 5442 fibroblasts, 2776 FAP + fibroblasts, 4524 endothelium, 6129 TIE1 + endothelium, 2794 stroma-progenitor, 279 vein cells), and 1081 nerve-myelin cells. The data were normalized separately for each rat strain using SCTransform^30^ and decomposed using PCA. UMAP^60^ embeddings were then computed using the first 30 PCA dimensions as input. In the sorted and filtered epithelial data, following clustering and dimensionality reduction, the two main sorted cell types (basal and luminal) were well segregated in the UMAP space. For this reason, the few cells of a sorted cell type that were part of a cluster that was at least 95% the other sorted cell type were considered mislabeled by sorting and were removed (85 basal and 32 luminal cells for ACI, and 349 basal and 31 luminal cells for SD). This amounted to retaining 16,762 ACI cells (9835 basal: 5479 control and 4356 treated; 48 secretory basal: 11 control and 37 drug; 3306 luminal progenitors: 1474 control and 1832 treated; and 3573 mature luminal: 1517 control and 2056 treated) and 39,766 SD cells (15,142 basal: 3172 control and 11,970 treated; 849 secretory: 68 control and 781 treated; 15,951 luminal progenitors: 4528 control and 11,423 treated; 7824 mature luminal: 1737 control and 6087 treated). For identifying cell subtypes separately within vehicle or treated cells, all cells from each different rat (including sorted basal and luminal) were integrated per animal using canonical correlation analysis as implemented in *Seurat*^30^. Cell subtype clusters were identified by examining the expression of representative cellular markers, as well as of top differentially expressed genes characterizing each cluster. Differential expression was done with the function *FindMarkers* in Seurat using the Wilcoxon rank-sum test (default). Lists of differentially expressed genes were generally filtered for corrected *P* value (*P*_adj_ ≤ 0.1), and further sorted decreasingly by absolute log-fold change (LFC).

The SBC signature (Supplementary Data 7) consists of 336 genes and was generated by considering positive differentially expressed genes (*P*_adj_ ≤ 0.1, LFC > 0) between the secretory basal cells and the remainder basal cells, common to both ACI and SD strains (in the sorted epithelial data). The expression of the signature in a cell was quantified by summing the normalized expression of each of its gene members in that cell.

Pseudotime analysis was performed with the R package *monocle3*^61^ version 0.2.3.0, only for the SD strain, separately for control and treated animals, including all sorted epithelial cells and integrated per animal, as discussed above. A PCA lower dimensional space was computed with the function *preprocess_cds*, without any further normalization (norm: none). The data were then visualized using UMAP. For the treated population, the starting point of the pseudotime trajectory was set to be the SBC population, while in the control cells, there were too few SBCs to be chosen as starting point. Instead, the control pseudotime trajectory was hypothesized to start from *Tp63*^+^ basal cells based on prior data demonstrating the essentiality of *Tp63* for mammary gland development^62^. Diffusion maps were inferred with the R package *destiny*^63^ version 3.4.0, with the same input as the monocle3 pseudotime analysis, using 50 diffusion components (DCs) as input.

Interactome analysis was run within the framework and R package *liana*^64^ version 0.0.1. liana aggregates several tools investigating cell–cell communication, including different algorithms and database resources. Within this framework, we ran the *Connectome*^65^ algorithm on the OmniPath database^66^ (via the R client OmniPathR), which is a composite curated resource combining several existing databases for cell–cell communication. This analysis was run only on cells from the SD strain, on the animal-level integrated data with all sorted epithelial cells included, separately for treated and control animals. The *Connectome* output data was filtered by retaining only the interactome links with corresponding *P* values <0.1 for both ligand and receptor, amounting to 199,942 inferred connections for cells belonging to the treated animals, and 63,926 connections for cells belonging to the controls. Each connection was characterized by a source and a target cluster, a ligand and a receptor, together with corresponding *P* values, and two inferred edge weights: *weight_norm*, a measure of the normalized expression of the ligand and the receptor, and *weight_sc*, a z-score scaled version of the previous metric. The pathways which were assessed for connectivity were downloaded from Panther as UNIPROT IDs using the R package *PANTHER.db*^67^ version 1.0.10, and further transformed to gene symbols using the *uniprot.org* website. In few cases, essential genes that were missing from certain pathways were added manually (colored in red in the provided supplementary table, Supplementary Data 8). Given a pathway, ligands and receptors from all the inferred connections were filtered to only members of that pathway, and additionally only connections with both edge weights positive were retained. For every cluster, the connections for which the cluster was a source were labeled as *source* or *OUT*, and the connections for which the cluster was a target as *target* or *IN*. For the cluster-level pathway plots, the number of IN and OUT connections was counted for each cluster, and further normalized to the maximum number of such connections across clusters per pathway, such that the resulting connectivity metric was a number between 0 and 1. The cell-level connectivity metric per cell type per pathway was computed by summing all IN or OUT connections belonging to clusters assigned to each cell type, and further normalizing by the total number of cells in that cell type. The cluster-level connectivity metrics in the insulin-IGF pathway plots represent the average strength of interaction, computed as the mean of either *weight_norm* or *weight_sc*, across all connections between any pair of clusters.

### Preprocessing of other single-cell RNA-sequencing datasets

The expression of the SBC signature was assessed in a recently-published scRNA-seq expression atlas of the human mammary gland^31^, which also included cells from BRCA1 mutation carriers. For the study including profiled BRCA1^+^ cells, the preprocessed data, as plotted in Fig. 4c of the original publication, were obtained from the authors upon request (59,766 cells in total, including both epithelial and non-epithelial). The epithelial cells (27,892 cells) were separated from the rest, following the authors’ assignment in the tSNE plot in Fig. 4c of the original publication. To eliminate potential remaining infiltrating stromal cells, the data was further filtered by applying a similar filter to what had been applied on our sorted epithelial rat data, namely cells with less than 2 reads aligned to any cytokeratin were removed (297 cells). The remaining 27,535 epithelial cells (12,388 from BRCA1 mutation carriers and 15,147 from non-carriers) were preprocessed with scTransform and *Seurat*^30^ as described above, and the default clustering resolution of 0.8 in *FindClusters* in *Seurat* was used for cluster assignment to epithelial cell subtypes.

The SBC signature was also assessed in a published murine mammary gland atlas^28^. The normalized scRNA-seq dataset^28^ was obtained from the authors upon request, including the subcluster labels as indicated in the original publication. In both datasets, the value of the SBC signature in each cell was computed by summing the normalized expression of all SBC genes also present in the dataset, mapped to their respective homologs.

### Additional bioinformatic analyses

Pathway enrichment analysis was performed using MetaCore v20.4 (https://portal.genego.com), on differentially expressed genes from bulk and scRNA-seq analyses (genes with *P*_adj_ ≤ 0.05 for bulk RNA-seq; *P*_adj_ ≤ 0.05, absolute LFC ≥ 0.5 for scRNA-seq). Gene lists were analyzed for enriched process networks using as cutoffs for significant enrichment *P* value <0.001 and *P*_adj_ ≤ 0.05. Gene lists were also subjected to protein network analysis using STRING v11.0 (https://string-db.org). Enrichments from Gene Ontology (biological process), KEGG, and Reactome pathways from the STRING analysis were used to group proteins with similar molecular function and the resulting grouping was further manually curated using a literature search.

Pre-ranked GSEA analysis^68^ was run to assess the enrichment of the SBC signature on: (i) differentially expressed genes derived from Serial Analysis of Gene Expression (SAGE) data of CD10-CD24-CD44 + normal breast tissue of different phenotypes (nulliparous vs. parous women, *BRCA1/2* mutation carriers vs. non-carriers), filtered by *P*_adj_ ≤ 0.1 and ranked by fold change, as reported in our previous work^6^, (ii) pre-defined Chemical and genomic perturbations (CGP) GSEA pathways.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

## Data Availability

The human^31^ and mouse^28^ publicly available single-cell RNA-seq data used in this study are available in the GEO database under accession numbers GSE106273 and GSE161529, respectively. The RNA-seq and scRNA-seq data generated in this study have been deposited in the NCBI GEO database under accession number GSE184095. The preprocessed genomics data objects generated and used here have been deposited in Zenodo, 10.5281/zenodo.7293642 (Zenodo link https://zenodo.org/record/7293642#.Y41G9i-B19f). The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

## Source data

source data

# Supplementary material for: Breast cancer prevention by short-term inhibition of TGFβ signaling
**Source:** Nat Commun. 2022 Dec 7;13:7558. doi: 10.1038/s41467-022-35043-5
**Supplement:** Supplementary file 1 — Supplementary Information

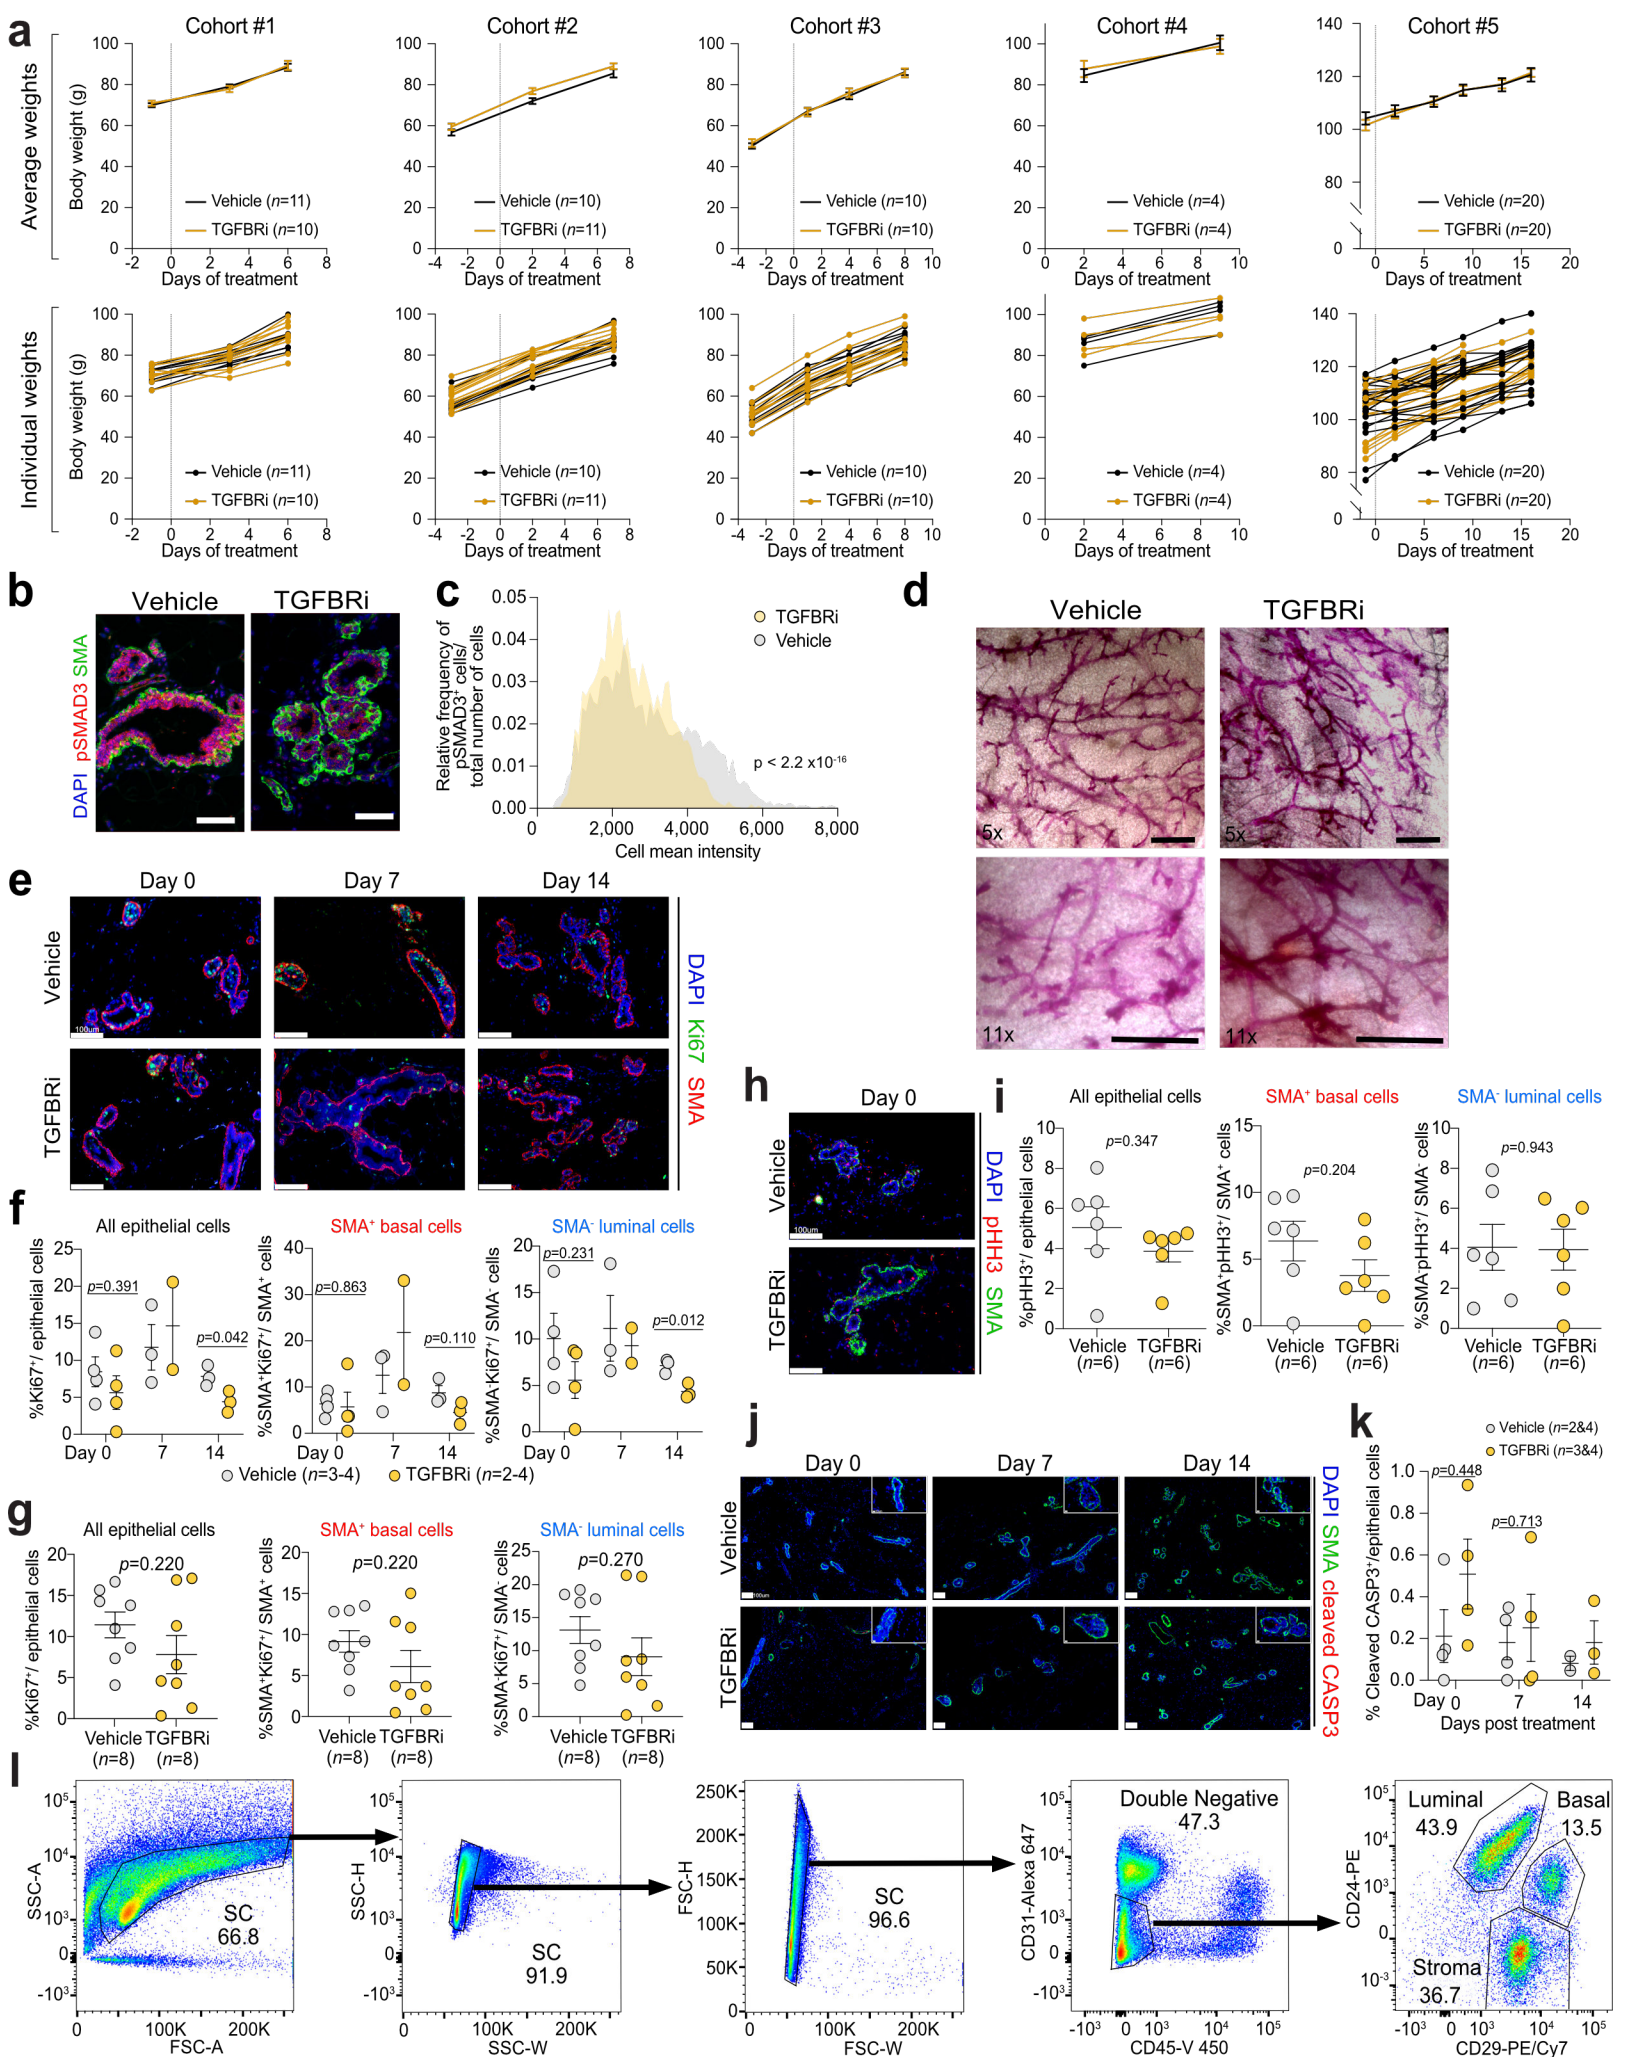

**Supplementary Figure 1. The effect of peripubertal TGFBRI treatment on ACI rats.** **a**, Body weights throughout the experiment of female ACI rats treated with vehicle control or TGFBRI (LY2157299) twice daily for 10 (cohorts #1-4) or 21 (cohort #5) days. In cohorts 1 and 2 the number of rats/group varied at different days after starting treatment due to loss of animals during the course of the experiment. Measurements were started before treatment and taken during the experiment. Top graphs show the average body weights per group  $\pm$  s.e.m. Bottom graphs show the individual body weights of each animal over time. For cohort #1, vehicle  $n=11$ , TGFBRI  $n=10$ . For cohort #2, vehicle  $n=10$ , TGFBRI  $n=11$ . For cohort #3, vehicle  $n=10$ , TGFBRI  $n=10$ . For cohort #4, vehicle  $n=4$ , TGFBRI  $n=4$ . For cohort #5, vehicle  $n=20$ , TGFBRI  $n=20$ . No significance between the body weights of vehicle and TGFBRI-treated animals was found in any cohort. **b,c**, Multicolor immunofluorescence analysis (**b**) and quantification (**c**) of phosphorylated SMAD3 (pSMAD3) in vehicle and TGFBRI-treated animals. **d**, Representative images of mammary gland whole mounts to visualize TEBs (5x and 11x magnification). **e-i**, Multicolor immunofluorescence analysis (**e,h**) and quantification (**f,g,i**) of Ki67<sup>+</sup> (**e-g**) and pHH3<sup>+</sup> (**h,i**) cells within the indicated mammary epithelial cell populations and time points after treatment was stopped. Number of animals analyzed varied at different time points (**f**); day 0 (vehicle  $n=4$ , TGFBRI  $n=4$ ), day 7 (vehicle  $n=3$ , TGFBRI  $n=2$ ), and day 14 (vehicle  $n=3$ , TGFBRI  $n=3$ ). **g** shows multiple cohorts at day 0. **j,k**, Representative multicolor immunofluorescence images (**j**) and quantification (**k**) of cleaved caspase 3-positive (cleaved CASP3<sup>+</sup>, red) cells in the mammary epithelium of vehicle- and TGFBRI-treated ACI rats on different days after treatment was stopped. **l**, Gating strategy used for polychromatic flow cytometry analyses of mammary glands dissociated to single cells. All graphs (**f,g,i,k**) are presented as mean  $\pm$  s.e.m. *P*-values indicate statistical significance of difference between vehicle and TGFBRI-treated groups and were calculated by: unpaired two-tailed *t*-test with the Holm-Sidak correction ( $\alpha = 0.05$ ) (**a**), Kolmogorov-Smirnov (KS) test (**c**), unpaired two-tailed *t*-test with Welch's correction (**f,g,i,k**). Scale bars: full images 100  $\mu$ m (**b,e,h,j**), 1mm (**d**), inset 10  $\mu$ m (**j**). Source data are provided as a Source Data file.

**a**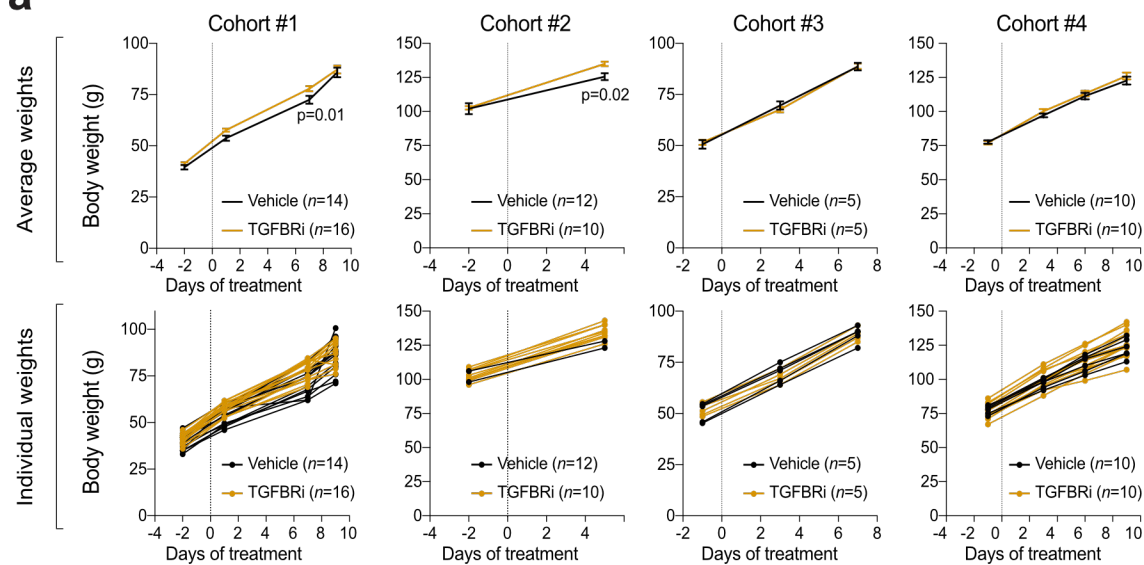**b**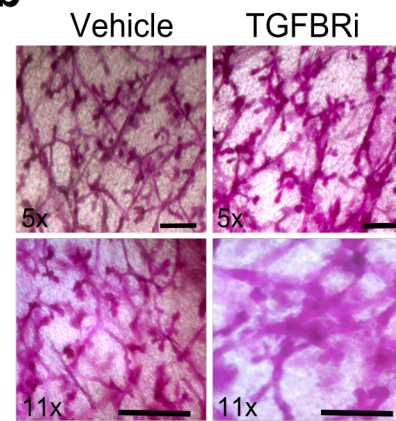**c**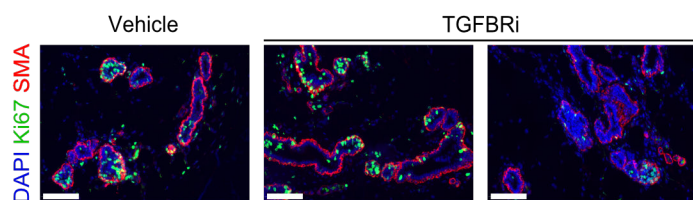**d**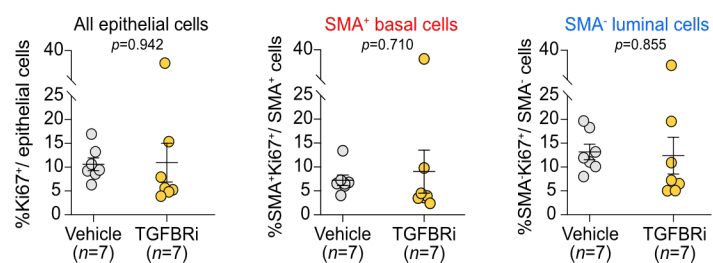**e**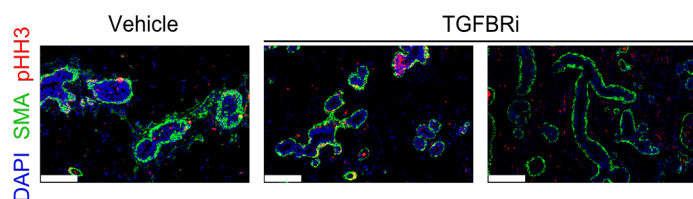**f**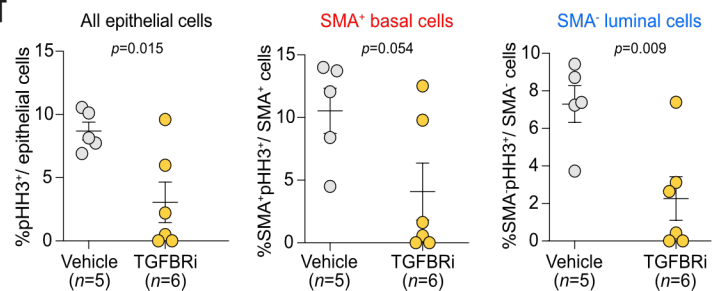

**Supplementary Figure 2. The effect of peripubertal TGFBRi treatment on SD rats.** **a**, Body weights throughout the experiment of female SD rats treated with vehicle control or TGFBRi (LY2157299) twice daily for 10 days. Measurements were started before treatment and taken during the experiment. Top graphs show the average body weights per group  $\pm$  s.e.m. Bottom graphs show the individual body weights of each animal over time. Significance was found at one time point in cohort #1 and cohort #2 ( $p$ -values indicated on the plots), with TGFBRi-treated rats weighing more than vehicle-treated animals. **b**, Representative images of mammary gland whole mounts to visualize TEBs (5x and 11x magnification) from multiple animals (vehicle  $n=3$ , TGFBRi  $n=3$ ) analyzed. **c-f**, Representative multicolor immunofluorescence images (**c,e**) and quantification (**d,f**) of Ki67<sup>+</sup> (**c,d**) and pHH3<sup>+</sup> (**e,f**) cell populations in the mammary epithelium of vehicle- and TGFBRi-treated SD rats at day 0 after treatment was stopped. All graphs (**d,f**) are presented as mean  $\pm$  s.e.m.  $P$ -values indicate statistical significance of difference between vehicle- and TGFBRi-treated groups and were calculated by: unpaired, two-tailed  $t$ -test with the Holm-Sidak correction ( $\alpha = 0.05$ ) (**a**); and unpaired, two-tailed  $t$ -test with Welch's correction (**d,f**). Scale bars 1mm (**b**), 100  $\mu$ m (**c,e**). Source data are provided as a Source Data file.

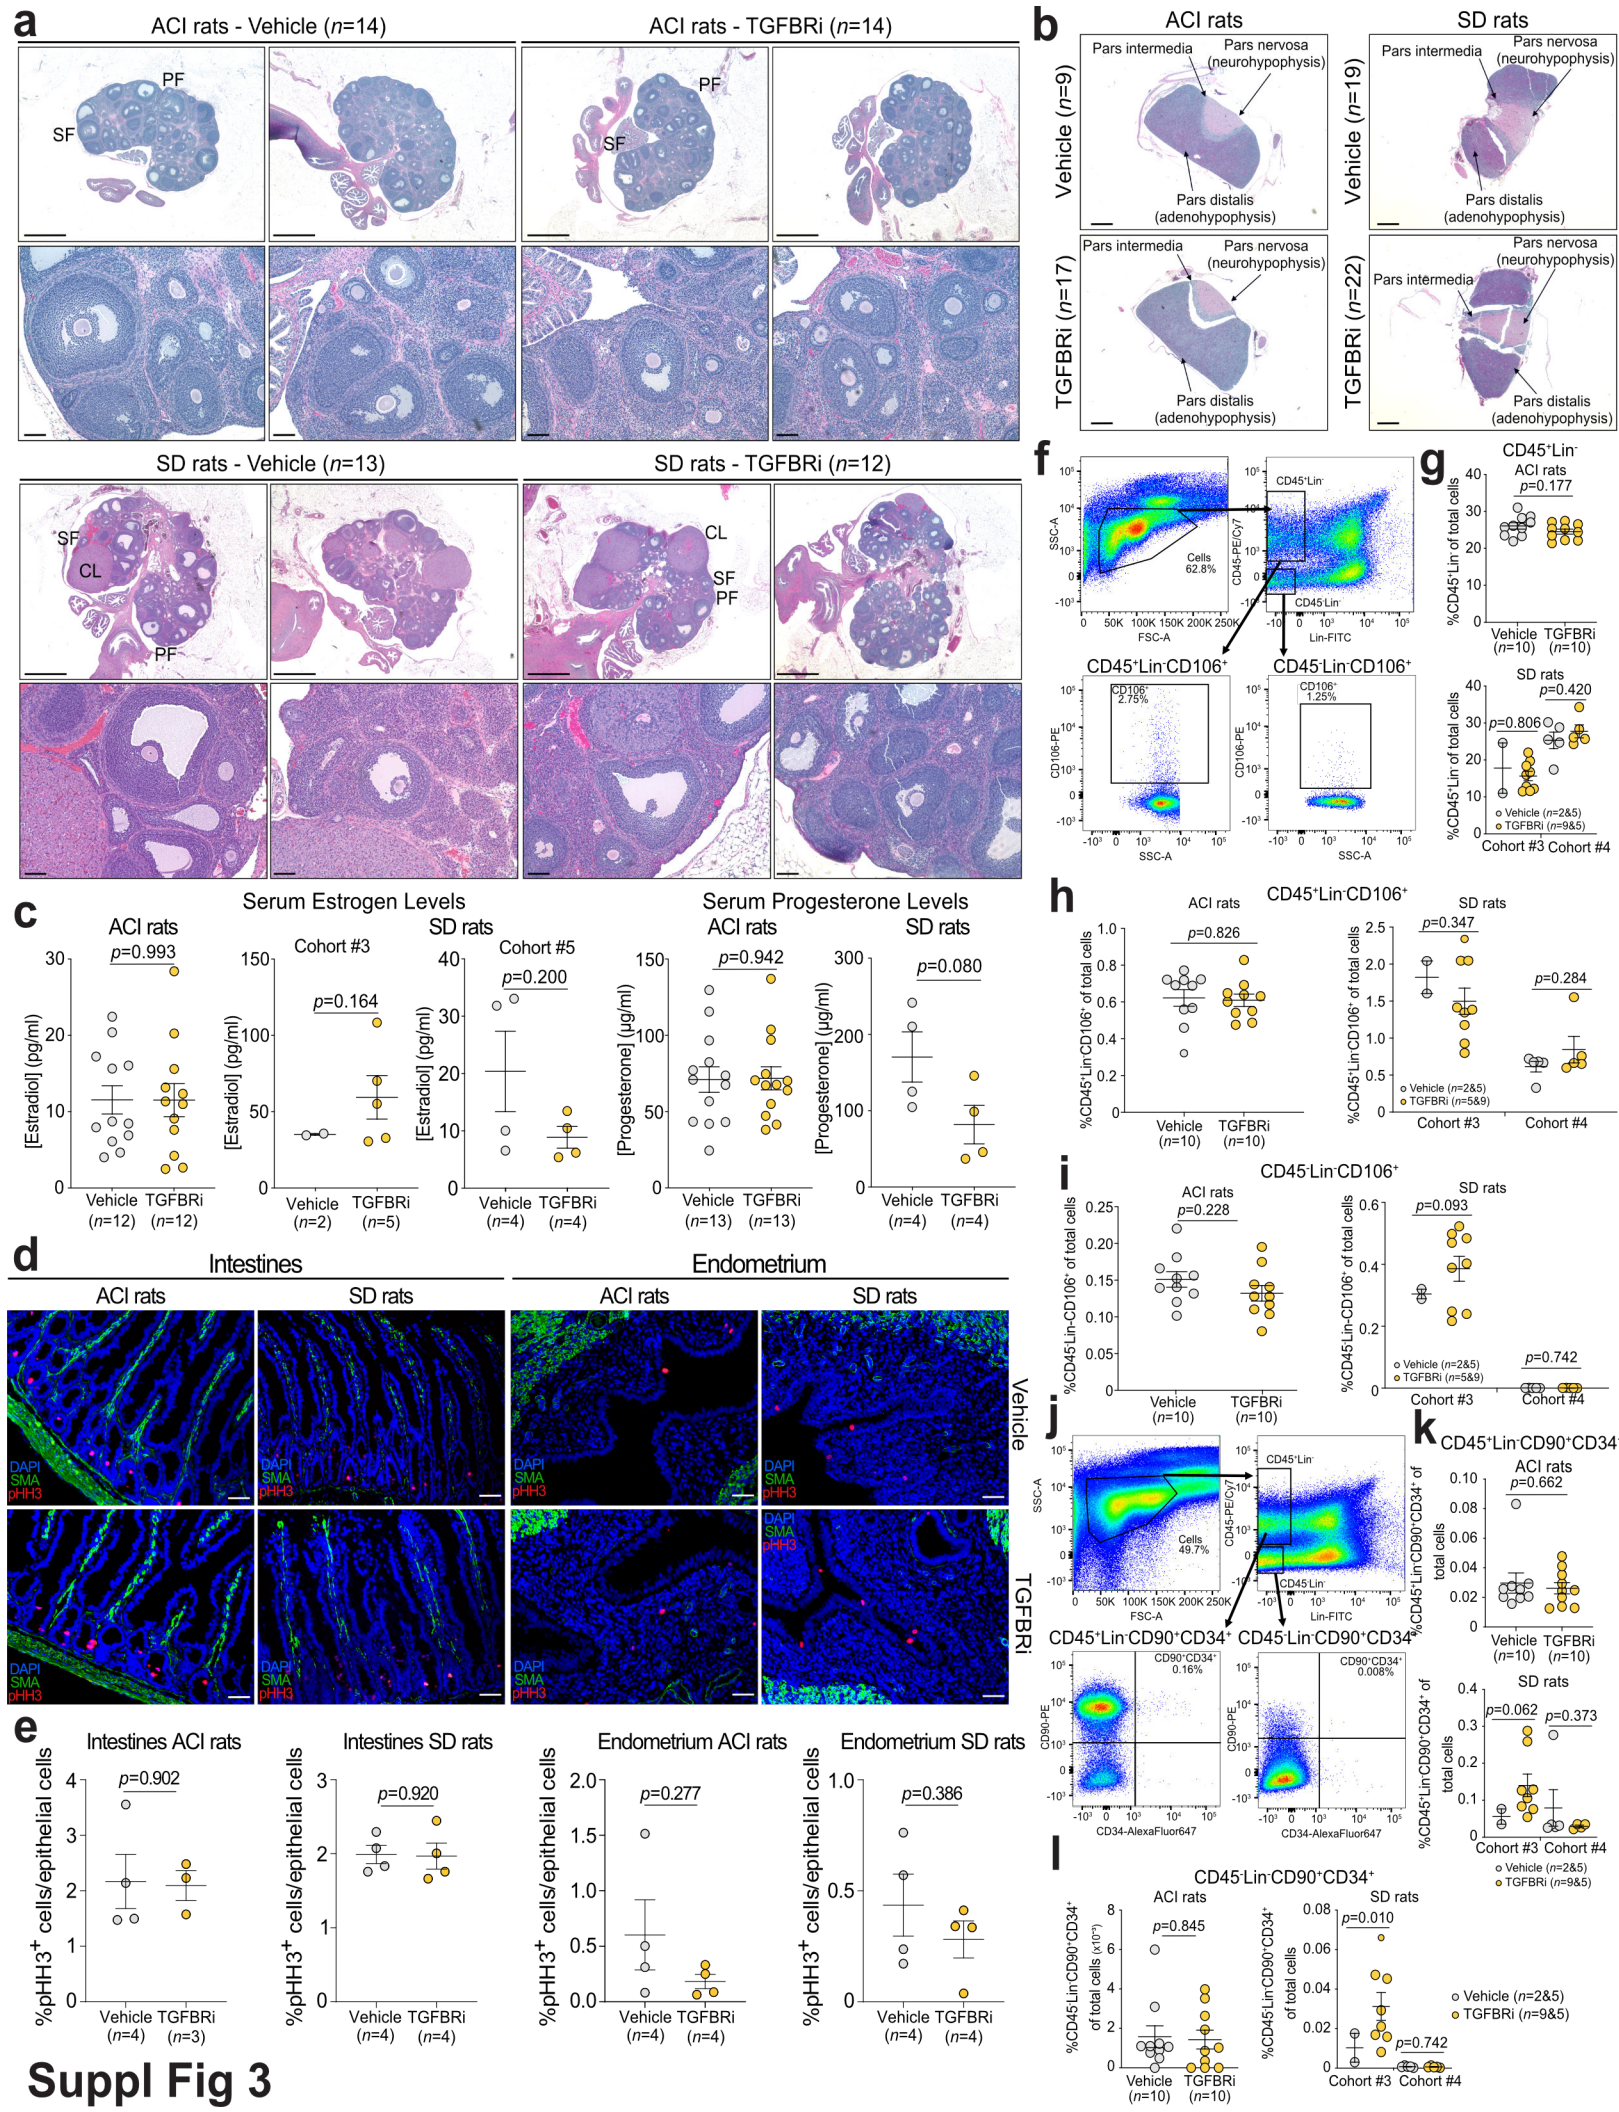

**Supplementary Figure 3. The effects of peripubertal TGFBRI treatment on other organs.** **a**, Representative H&E images of ovaries from control and TGFBRI-treated ACI (*top*) and SD (*bottom*) rats. Primary follicle (PF), secondary follicle (SF), and corpus luteum (CL) are indicated. Total number of animals analyzed in each experimental condition is indicated in parentheses. **b**, Representative H&E images of pituitary glands (hypophysis) from control and TGFBRI-treated ACI (*left*) and SD (*right*) rats. The three histologically distinct parts reflecting histology are indicated. **c**, Serum estradiol and progesterone hormone levels of control and TGFBRI-treated ACI and SD rats. **d,e**, Representative multicolor immunofluorescence images (**d**) and quantification (**e**) of pHH3<sup>+</sup> epithelial (SMA<sup>-</sup>) cells in the intestinal tract and endometrium of control and TGFBRI-treated ACI and SD rats. Quantification represents the average fraction of pHH3<sup>+</sup> cells per animal based on three random areas. **f-l**, Flow cytometry gating strategy (**f,j**) and quantification (**g-i,k,l**) of bone marrow hematopoietic (**g,h,k**) and mesenchymal (**i,l**) progenitor/stem cells. All graphs (**c,e,g,h,i,k,l**) are presented as mean  $\pm$  s.e.m. *P*-values were calculated by unpaired, two-tailed *t*-test with Welch's correction. Scale bars: 1 mm (**a**); 0.5 mm (**b**); 50  $\mu$ m (**d**). Source data are provided as a Source Data file.

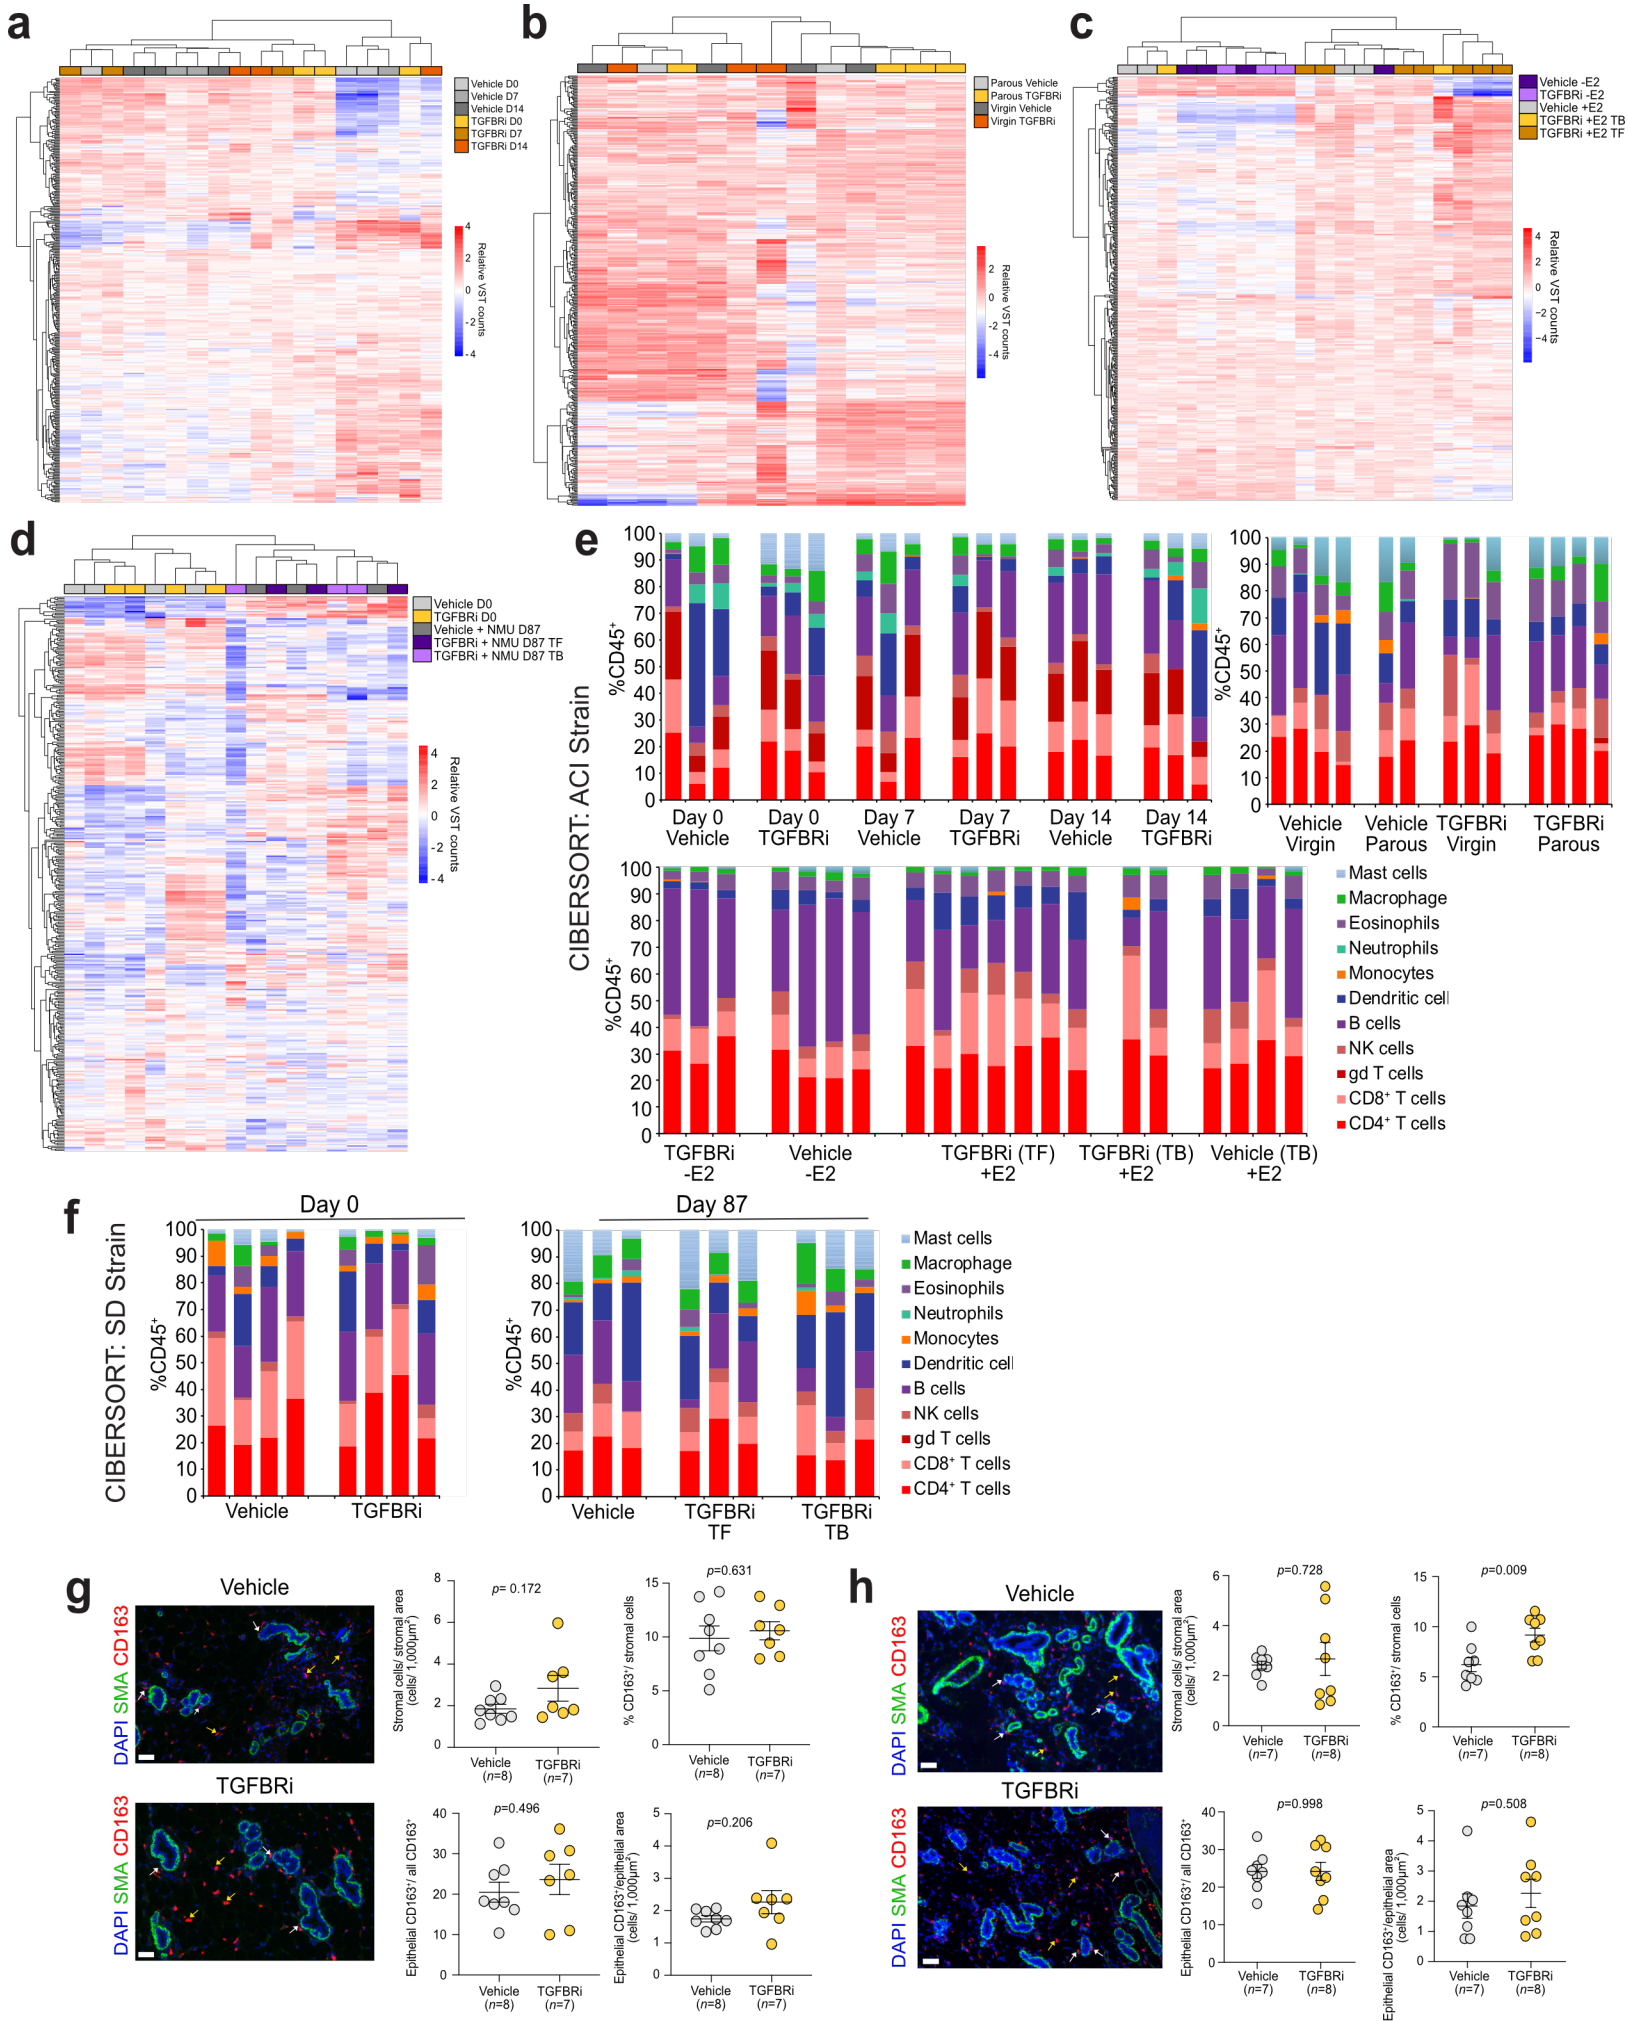

Suppl Fig. 4

**Supplementary Figure 4. The effects of TGFBRi treatment on mammary gland leukocytes.**

**a-d**, Heatmaps depicting hierarchical clustering of bulk RNA-seq data of CD45<sup>+</sup> mammary gland leukocytes from ACI (**a-c**) and SD (**d**) rats based on differentially expressed immune-related genes. Leukocyte fractions were analyzed at 0 (D0), 7 (D7) and 14 (D14) days after TGFBRi treatment was ended for peripubertal ACI rats (**a**), as well as immediately after TGFBRi treatment was stopped for adult virgin or parous ACI (**b**) and peripubertal SD rats denoted in the legend with D0 (**d**). In a separate experiment, SD rats were treated with the carcinogen NMU following TGFBRi treatment and leukocyte composition was assessed 87 days later in mammary glands from vehicle-treated animals with tumors and TGFBRi-treated animals with (tumor-bearing, TB) and without (tumor-free, TF) tumors (**d**). In another separate experiment, ACI rats were treated with estradiol (+E2) to induce tumors, and leukocytes were assessed at the study endpoint in normal mammary glands from vehicle-treated animals with tumors and TGFBRi-treated animals with (tumor-bearing, TB) and without (tumor-free, TF) tumors (**c**). ACI rats that were not treated with estradiol (-E2) did not develop tumors by the end of the study. **e,f**, CIBERSORT analysis estimating the relative abundance of distinct immune cell types in RNA-seq of CD45<sup>+</sup> mammary gland leukocytes of ACI (**e**) and SD (**f**) rats at indicated experimental condition and timepoint. **g,h**, Representative multicolor immunofluorescence images (*left*) and quantification (*right*) of CD163<sup>+</sup> macrophages in mammary glands of vehicle and TGFBRi-treated ACI (**g**) and SD (**h**) rats. SMA (green) marks myoepithelial cells, DAPI (blue) marks nuclei. Arrows highlight macrophages that are in direct contact (white) or not in contact (yellow) with the mammary epithelium. All graphs (**g,h**) are presented as mean  $\pm$  s.e.m. *P*-values were calculated by unpaired, two-tailed *t*-test with Welch's correction comparing treatment vs. vehicle. Scale bars: 50  $\mu$ m. Source data are provided as a Source Data file.

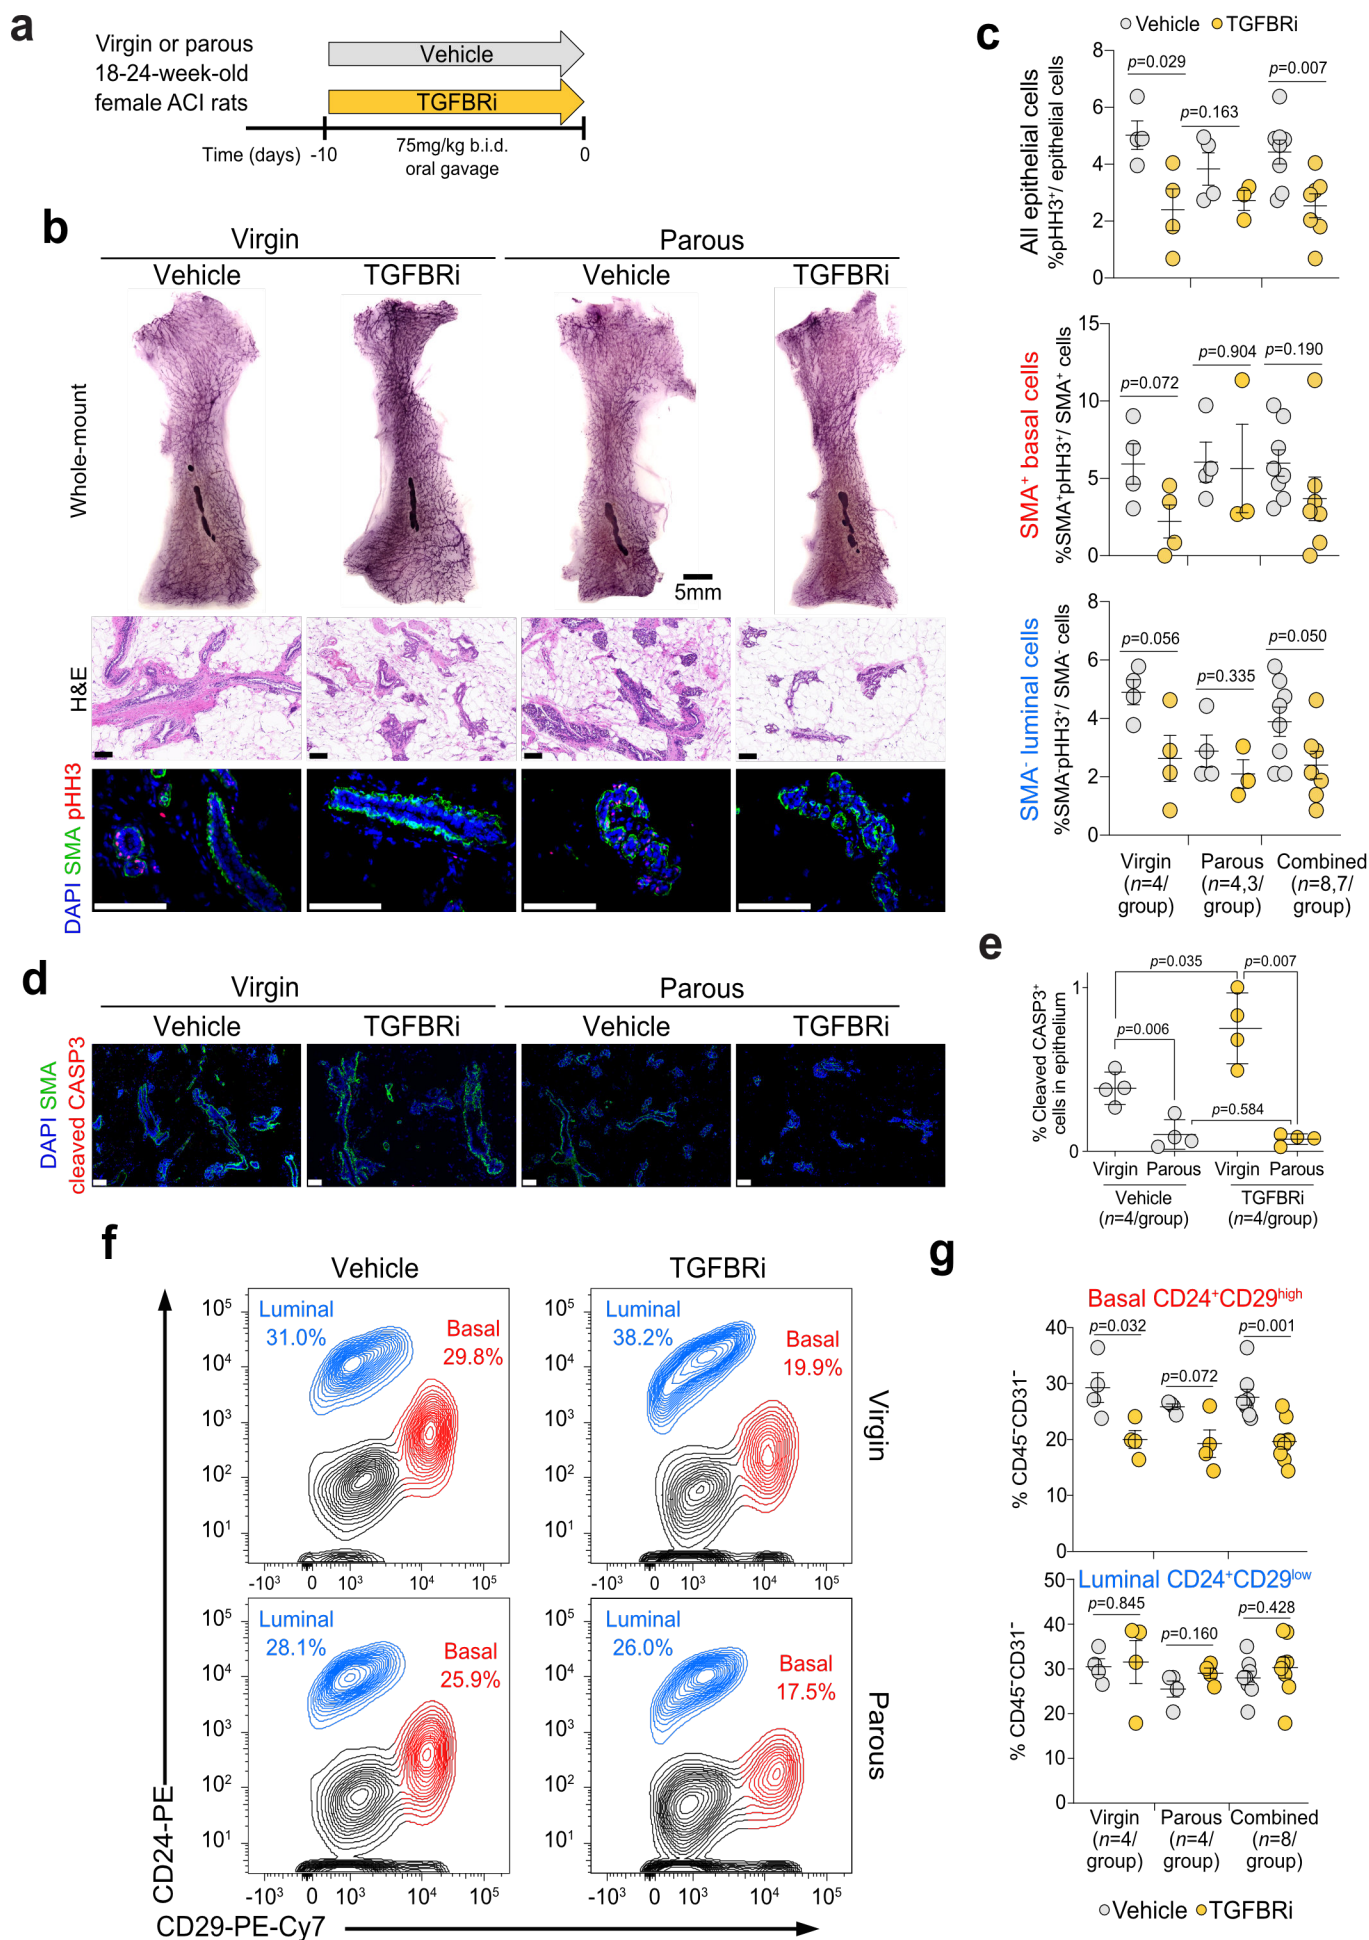

**Supplementary Figure 5. The effect of TGFBRi treatment in adulthood on mammary glands of ACI rats.** **a**, Schematic outline of experimental design of vehicle or TGFBRi treatment of adult virgin and parous ACI rats. **b**, Representative mammary gland whole mounts, H&E staining, and multicolor immunofluorescence (IF) of SMA (green) and pHH3 (red). DAPI (blue) marks nuclei. Results are representative of multiple animals analyzed (vehicle n=4, TGFBRi n=4 in both virgin and parous groups). **c**, Relative frequencies of pHH3<sup>+</sup> cells in the indicated cell populations. **d,e**, Representative multicolor IF images (**d**) and quantification (**e**) of the frequencies of cleaved CASP3<sup>+</sup> cells in indicated cell types and treatment regimens of mammary glands stained with SMA (green), cleaved CASP3 (red), and DAPI (blue). **f,g**, Representative flow cytometry plots (**f**) and quantification (**g**) of basal (CD24<sup>+</sup>CD29<sup>high</sup>) and luminal (CD24<sup>+</sup>CD29<sup>low</sup>) mammary epithelial cells within the CD31<sup>-</sup>CD45<sup>-</sup> cell populations. Graphs are presented as mean ± s.e.m. *P*-values were calculated by unpaired two-tailed *t*-test with Welch's correction. Scale bars: whole mounts 5 mm, H&E and IF images: 100 μm. "Combined" indicates pooled data from all virgin and parous rats. Source data are provided as a Source Data file.

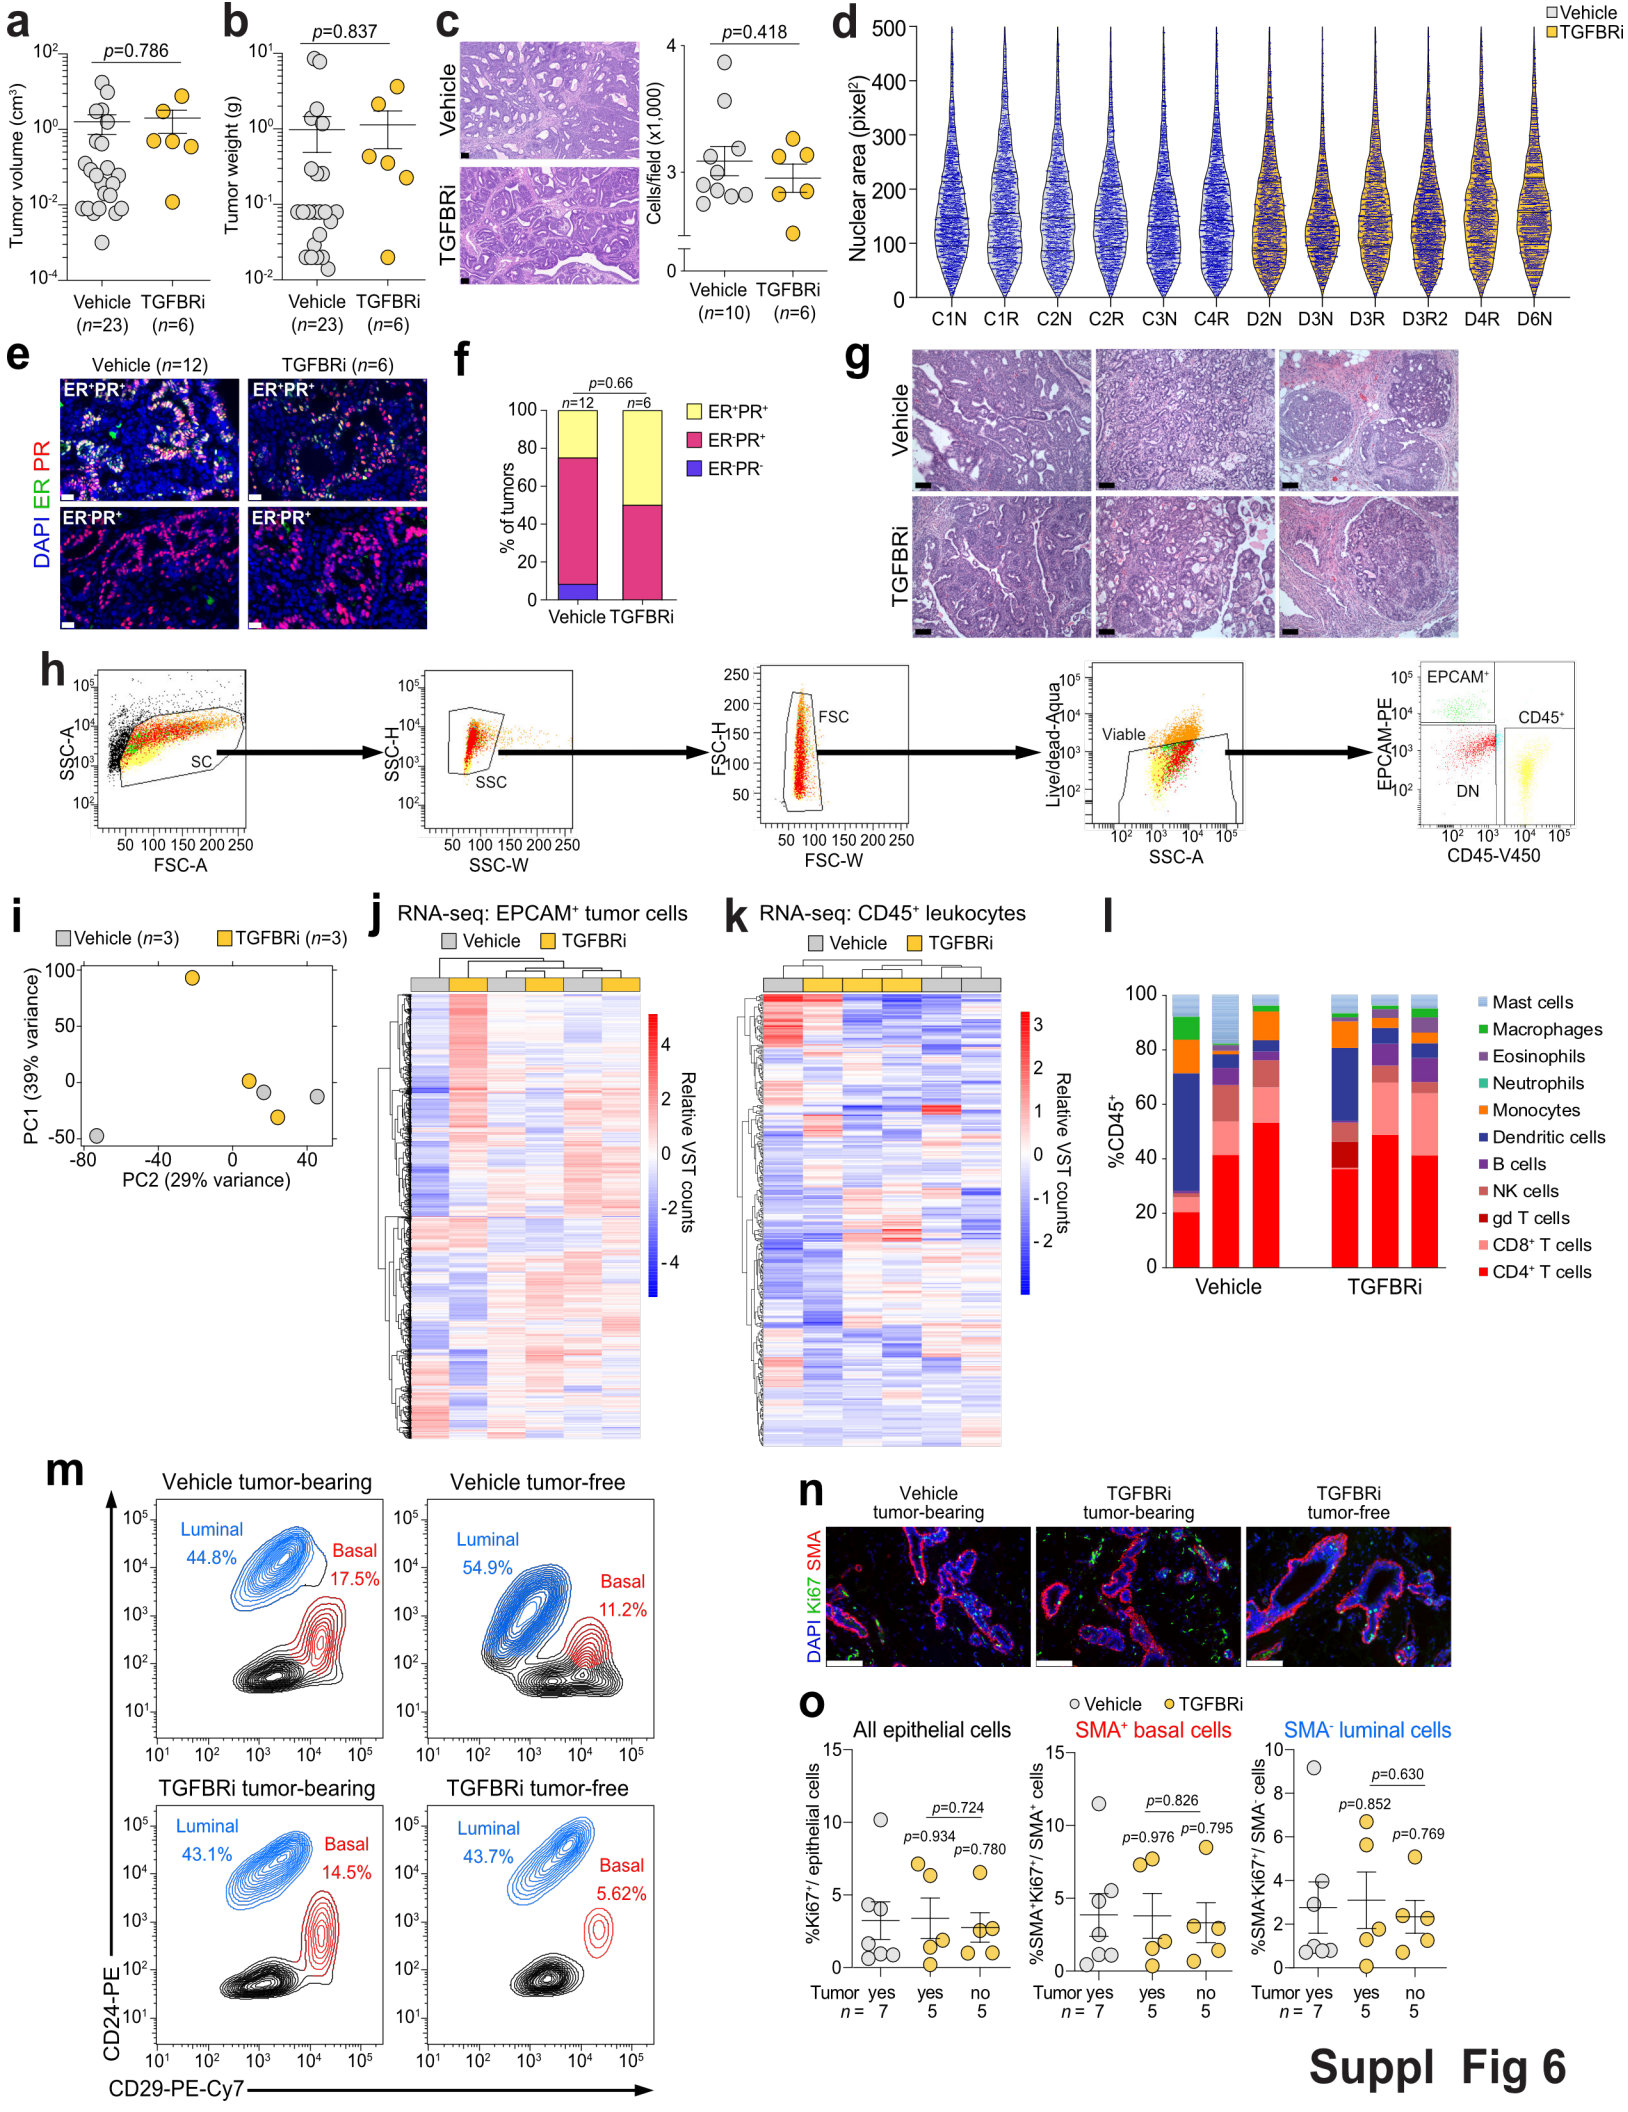

**Supplementary Figure 6. Characterization of NMU-induced tumors in SD rats.** **a,b**, Tumor volume (**a**) and weight (**b**) of NMU-induced mammary tumors in SD rats. **c**, Representative H&E-stained images and quantification of tumor cellularity. **d**, Quantification of tumor cell nuclear area. Each violin plot depicts the data obtained from three random areas (each dot is a data point) from one individual tumor (indexed on the horizontal axis). **e,f**, Representative images (**e**) and quantification (**f**) of estrogen receptor (ER) and progesterone receptor (PR) expression in tumors. **g**, Representative H&E-stained images of different areas of NMU-induced mammary tumors in vehicle and TGFBRI-treated SD rats highlighting topological and cellular heterogeneity. All tumors in both vehicle (n=9) and TGFBRI (n=5) treated groups showed the same histology. **h**, FACS gating strategy used to purify tumor cells (EPCAM<sup>+</sup>) and leukocytes (CD45<sup>+</sup>) for RNA-seq from NMU-induced mammary tumors dissociated into single cells. **i** PCA plot of EPCAM<sup>+</sup> tumor RNA-seq data from vehicle and TGFBRI-treated SD rats who developed tumors. **j**, Heatmap of RNA-seq EPCAM<sup>+</sup> data from NMU-induced mammary gland tumors from vehicle- and TGFBRI-treated SD rats, clustered based on the top 10% most differentially expressed genes among the two conditions. **k**, Heatmap of RNA-seq CD45<sup>+</sup> leukocytes data from NMU-induced mammary gland tumors from vehicle- and TGFBRI-treated SD rats, based on differentially expressed immune-related genes. **l**, CIBERSORT analysis estimating the relative abundance of distinct immune cell types in RNA-seq data of CD45<sup>+</sup> leukocytes from NMU-induced mammary gland tumors from vehicle- and TGFBRI-treated SD rats (3 replicates per condition). **m**, Representative flow cytometric analysis of luminal (CD24<sup>+</sup>CD29<sup>low</sup>) and basal (CD24<sup>+</sup>CD29<sup>high</sup>) mammary epithelial cells within the CD31<sup>-</sup>CD45<sup>-</sup> cell population. **n,o**, Representative immunofluorescence images (**n**) and quantification of SMA<sup>+</sup> and Ki67<sup>+</sup> cells (**o**) in SD rat mammary glands. TGFBRI-treated tumor-bearing (yes) and tumor-free (no) rats were compared to vehicle-treated ones as well as to each other. DAPI marks nuclei. Graphs are presented as mean  $\pm$  s.e.m. *P*-values were calculated by unpaired, two-tailed *t*-test with Welch's correction (**a-c,o**); two-sided Fisher's exact test (**f**). Scale bars: 100  $\mu$ m (**c,n**), 20  $\mu$ m (**e**), 200  $\mu$ m (**g**). Source data are provided as a Source Data file.

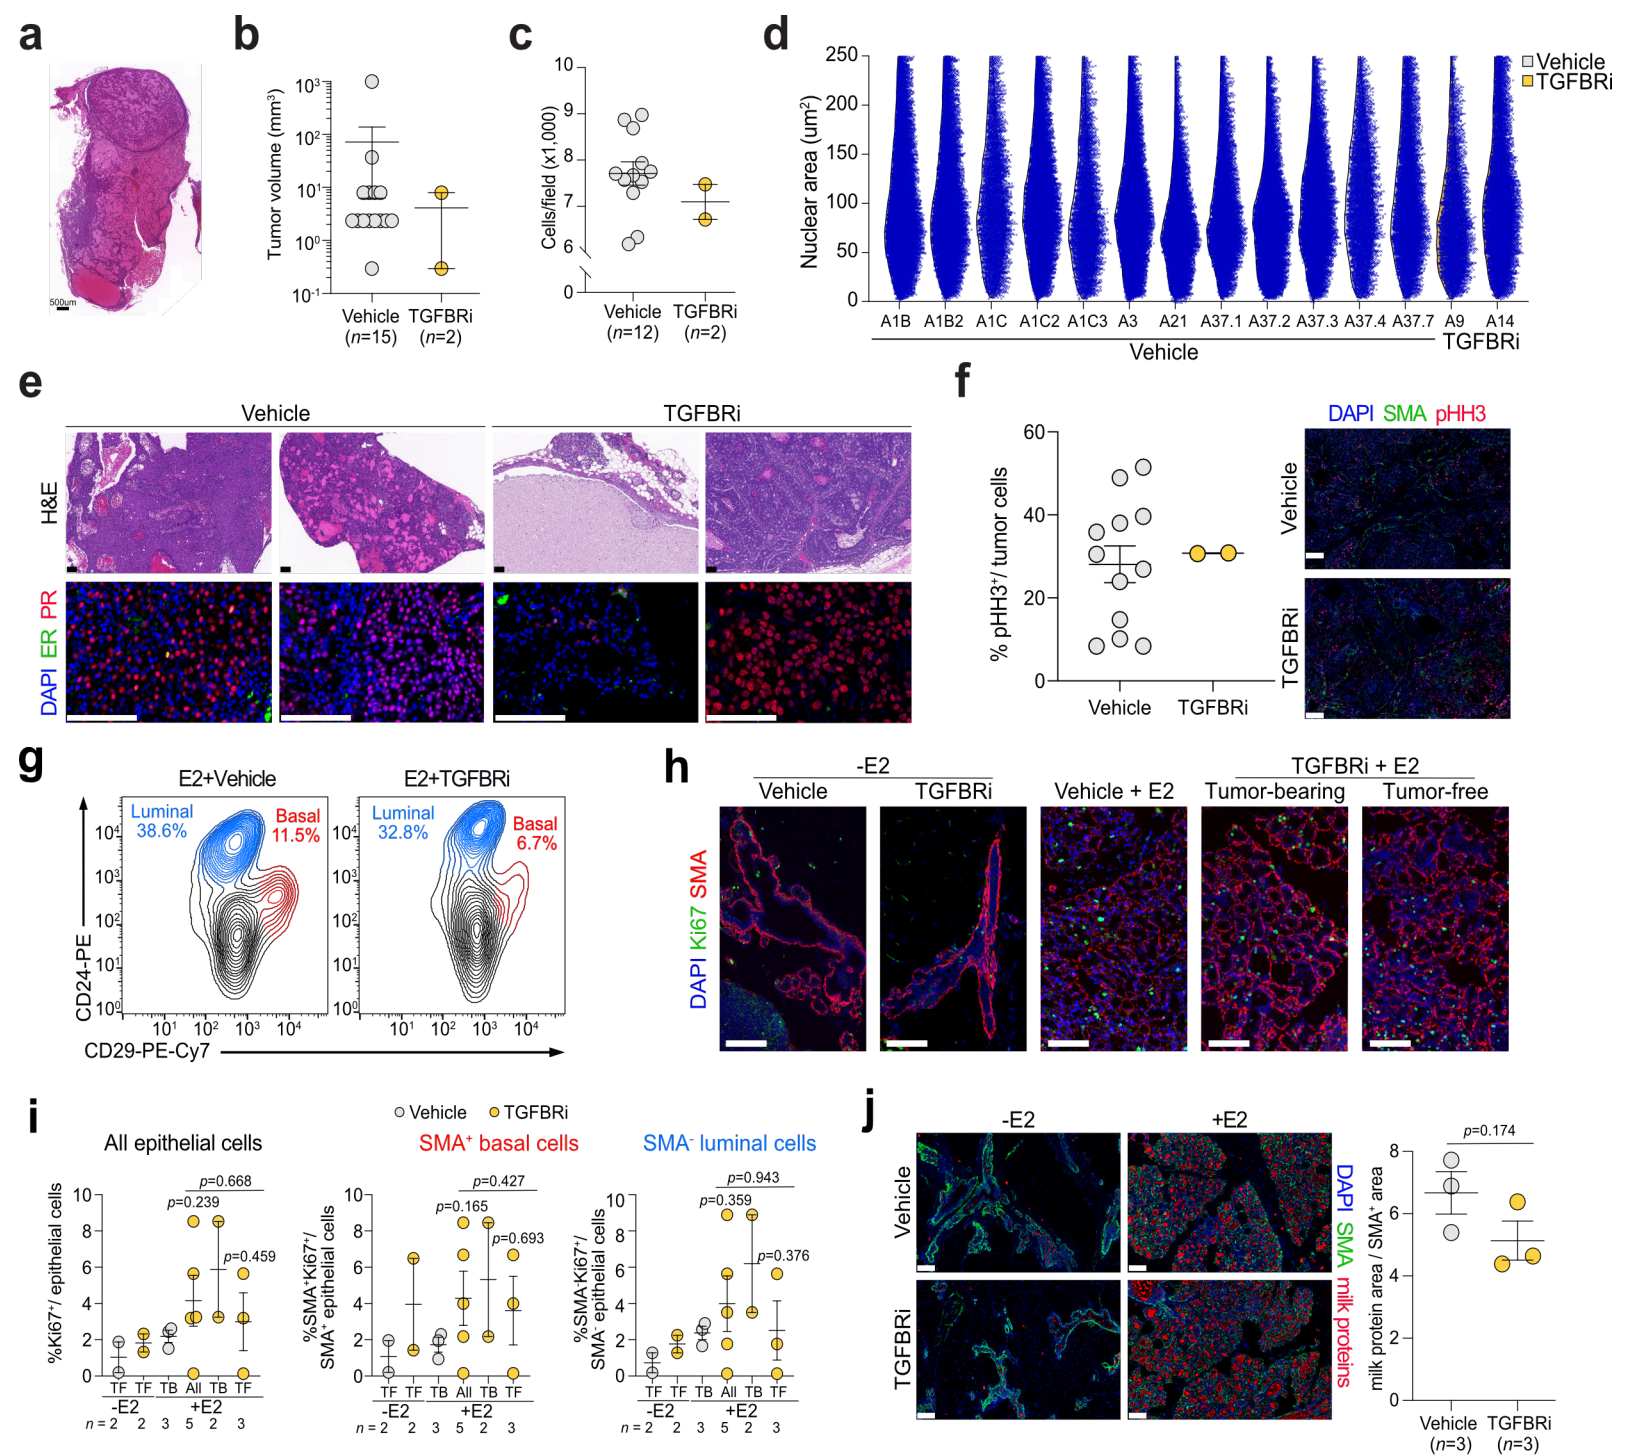

Suppl Fig 7

**Supplementary Figure 7. Characterization of E2-induced tumors in ACI rats.** **a**, Representative image of a pituitary adenoma in E2-treated ACI rats. **b-d**, Quantification of tumor volume (**b**), tumor cellularity (**c**) and nuclear area (**d**) of E2-induced mammary tumors in ACI rats. Each violin plot depicts the data obtained from three random areas (each dot is a data point) from one individual tumor. **e**, Representative H&E-stained sections (*top*) and immunofluorescence (IF) analysis (*bottom*) of estrogen receptor (ER, green) and progesterone receptor (PR, red) of mammary gland tumors from E2-implanted ACI animals treated with vehicle or TGFBRi, illustrating the tumor heterogeneity in the tumor model. Analysis of multiple tumors from both E2+vehicle (n=6) and E2+TGFBRi (n=2) groups gave similar results. **f**, Relative fraction of pHH3<sup>+</sup> tumor cells in E2-induced mammary tumors in ACI rats (*left*) and representative immunofluorescence images (*right*). Immunofluorescence was performed once on multiple samples from vehicle (n=12) and TGFBRi (n=2) treated rats. **g**, Representative flow cytometric analysis of luminal (CD24<sup>+</sup>CD29<sup>low</sup>) and basal (CD24<sup>+</sup>CD29<sup>high</sup>) mammary epithelial cells within the CD31<sup>-</sup>CD45<sup>-</sup> cell population. **h,i**, Representative immunofluorescence images (**h**) and quantification (**i**) of Ki67<sup>+</sup> across SMA<sup>+</sup> and SMA<sup>-</sup> mammary epithelial cells. P values indicate significance of differences between TGFBRi-treated E2-treated tumor bearing (TB) and tumor-free (TF) animals. **j**, Representative images of IF staining for milk protein (red) in mammary glands of untreated (-E2) and estradiol-treated (+E2) ACI rats (*left*). Milk protein area relative to SMA<sup>+</sup> area was quantified for +E2 animals (*right*). Graphs are presented as mean  $\pm$  s.e.m. P-values were calculated by unpaired, two-tailed *t*-test with Welch's correction. Scale bars: 500  $\mu$ m (**a**), 100  $\mu$ m (**e,f,h,j**). Source data are provided as a Source Data file.

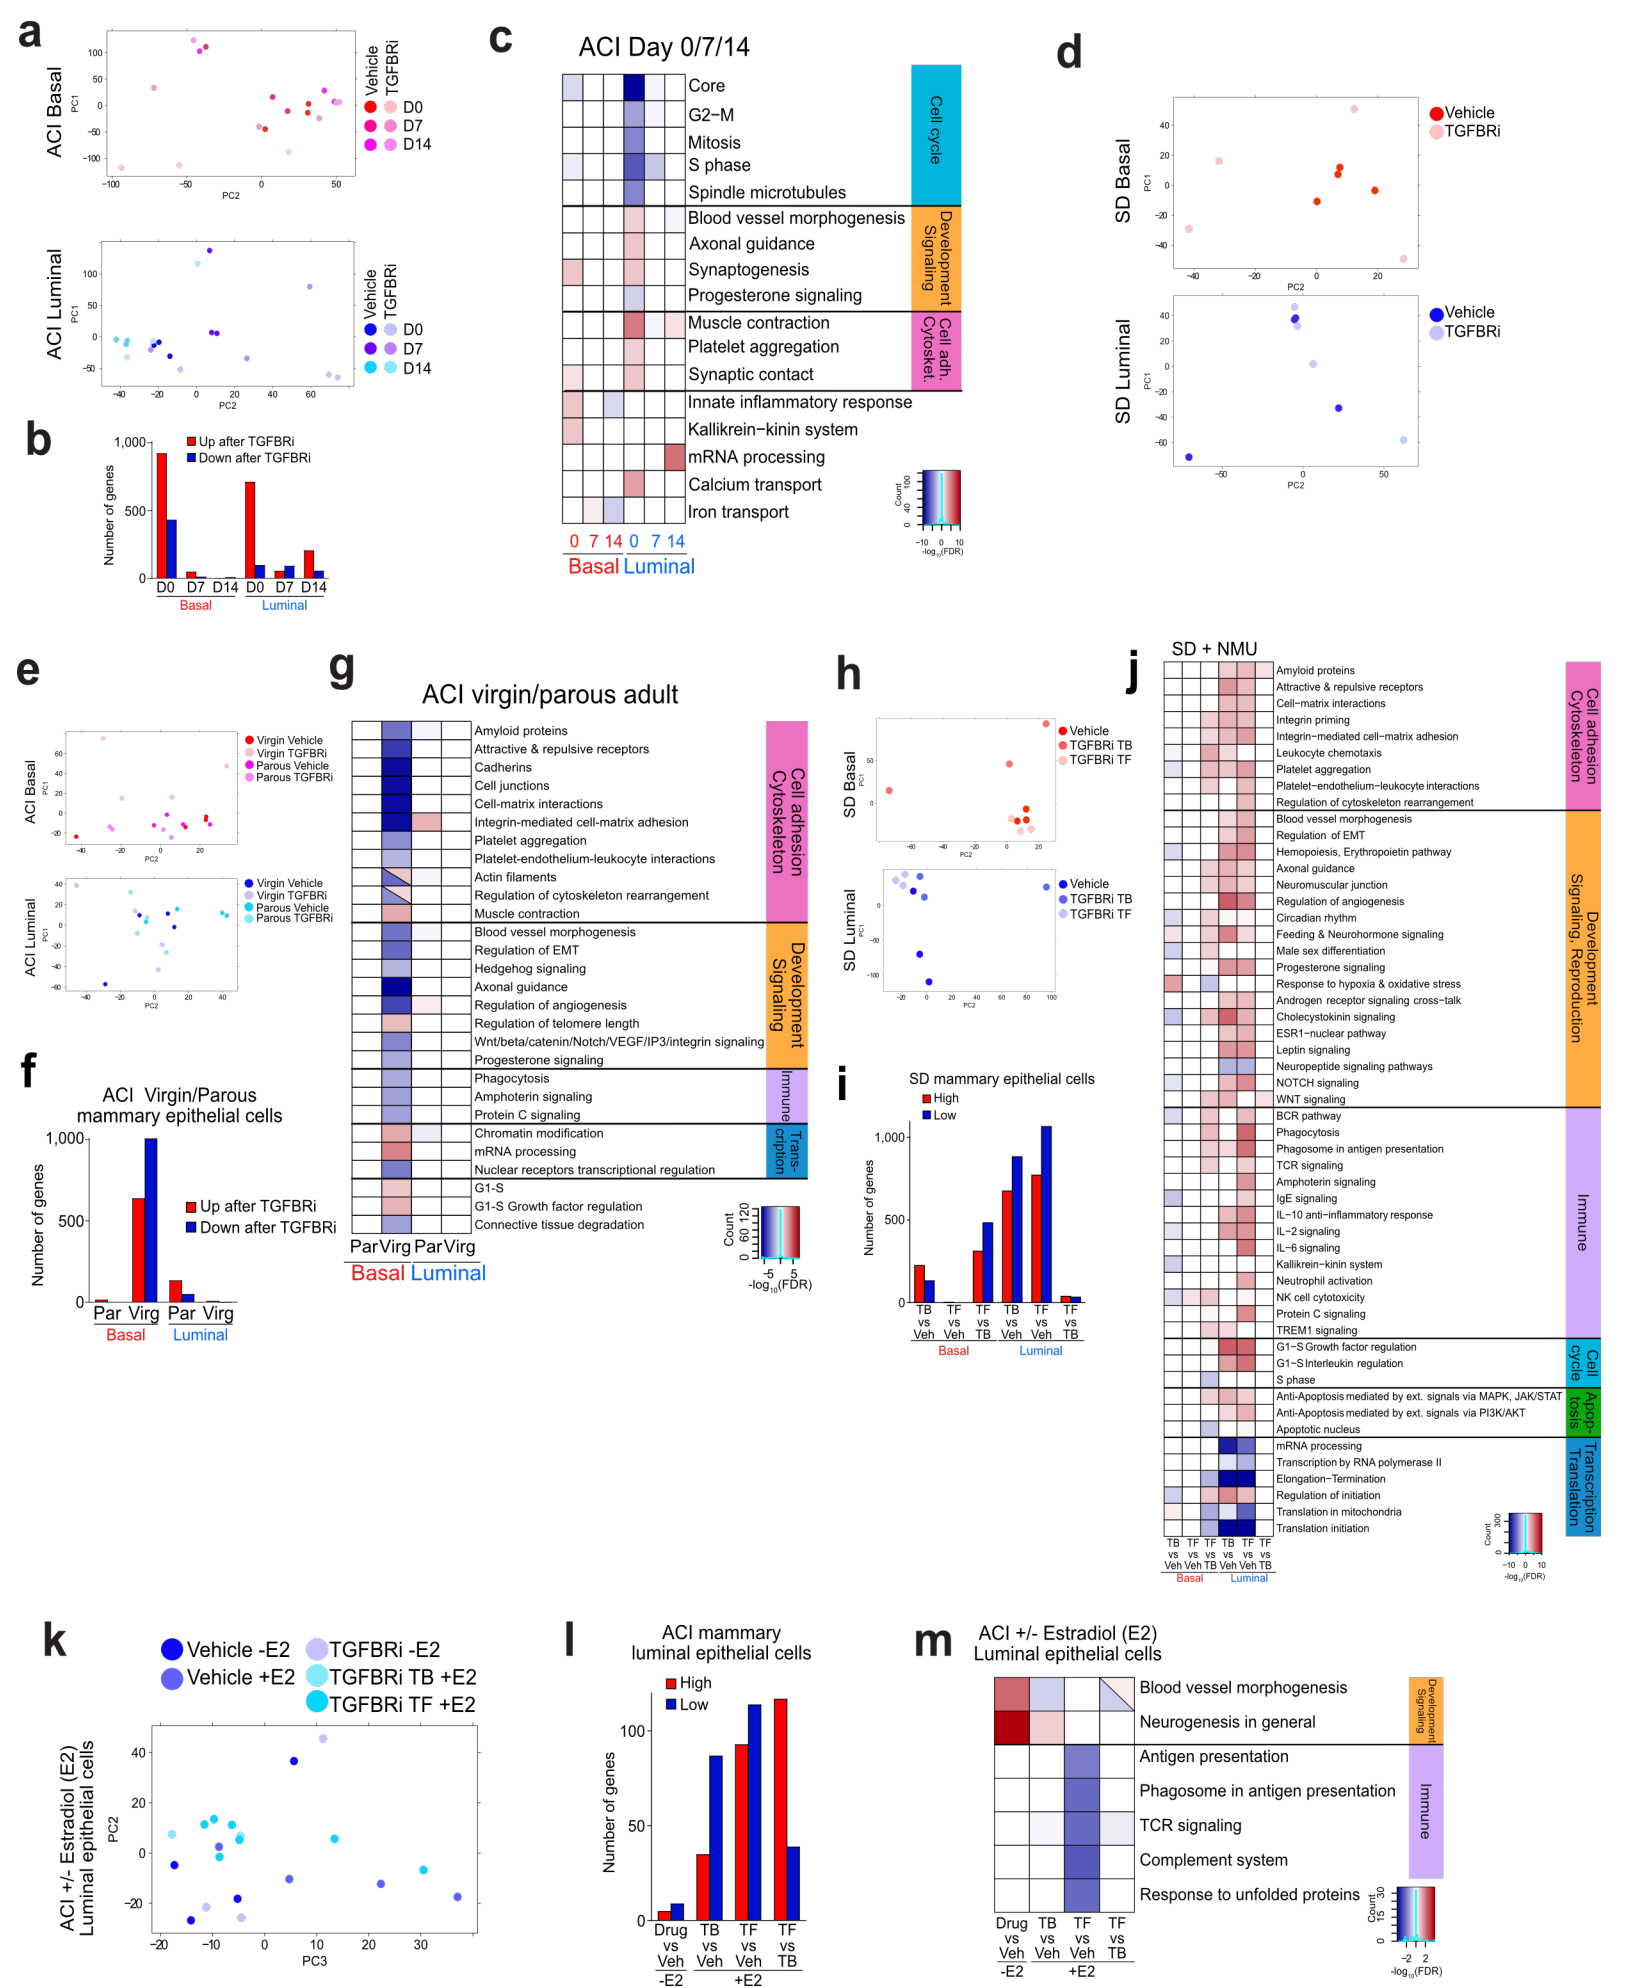

**Supplementary Figure 8. Bulk RNA-seq of basal and luminal mammary epithelial cells after TGFBRi treatment.** **a-c**, PCA plots of basal and luminal samples from ACI rats (**a**), bar plot of differentially expressed genes ( $p_{adj} < 0.05$ ) (**b**), and heatmap of MetaCore networks significantly enriched ( $FDR < 0.1$ ,  $p < 0.001$ ) among upregulated and downregulated genes from ACI basal and luminal mammary epithelial samples at 0, 7, and 14 days after stopping a 10-day treatment with TGFBRi (**c**). **d**, PCA plots of basal and luminal samples from SD rats. **e-g**, PCA plots of basal and luminal samples from adult virgin and parous ACI rats (**e**), bar plot of differentially expressed genes ( $p_{adj} < 0.05$ ) (**f**), and heatmap of MetaCore networks significantly enriched ( $FDR < 0.1$ ,  $p < 0.001$ ) among upregulated and downregulated genes from basal and luminal mammary epithelial samples of adult virgin and parous ACI rats (**g**). Virg = virgin, Par = Parous. **h-j**, PCA plots of basal and luminal samples from SD rats treated with TGFBRi or vehicle followed by a single NMU injection (**h**), bar plot of differentially expressed genes ( $p_{adj} < 0.05$ ) (**i**), and heatmap of MetaCore networks significantly enriched ( $FDR < 0.1$ ,  $p < 0.001$ ) among upregulated and downregulated genes from basal and luminal samples of SD rats treated with TGFBRi or vehicle followed by a single NMU injection (**j**). Samples were collected 87 days after NMU treatment. **k-m**, PCA plot of luminal samples of ACI rats treated with TGFBRi or vehicle followed by implantation of estradiol (E2)-containing (+E2) or empty (-E2) slow-release pellets (**k**), bar plot of differentially expressed genes ( $p_{adj} < 0.05$ ) (**l**), and heatmap of MetaCore networks significantly enriched ( $FDR < 0.1$ ,  $p < 0.001$ ) among upregulated and downregulated genes (**m**). Samples were isolated 195 days after pellet implantation. TB = tumor-bearing, TF = tumor-free. For Metacore analyses (**c,g,j,m**) p-values are calculated hypergeometric test.

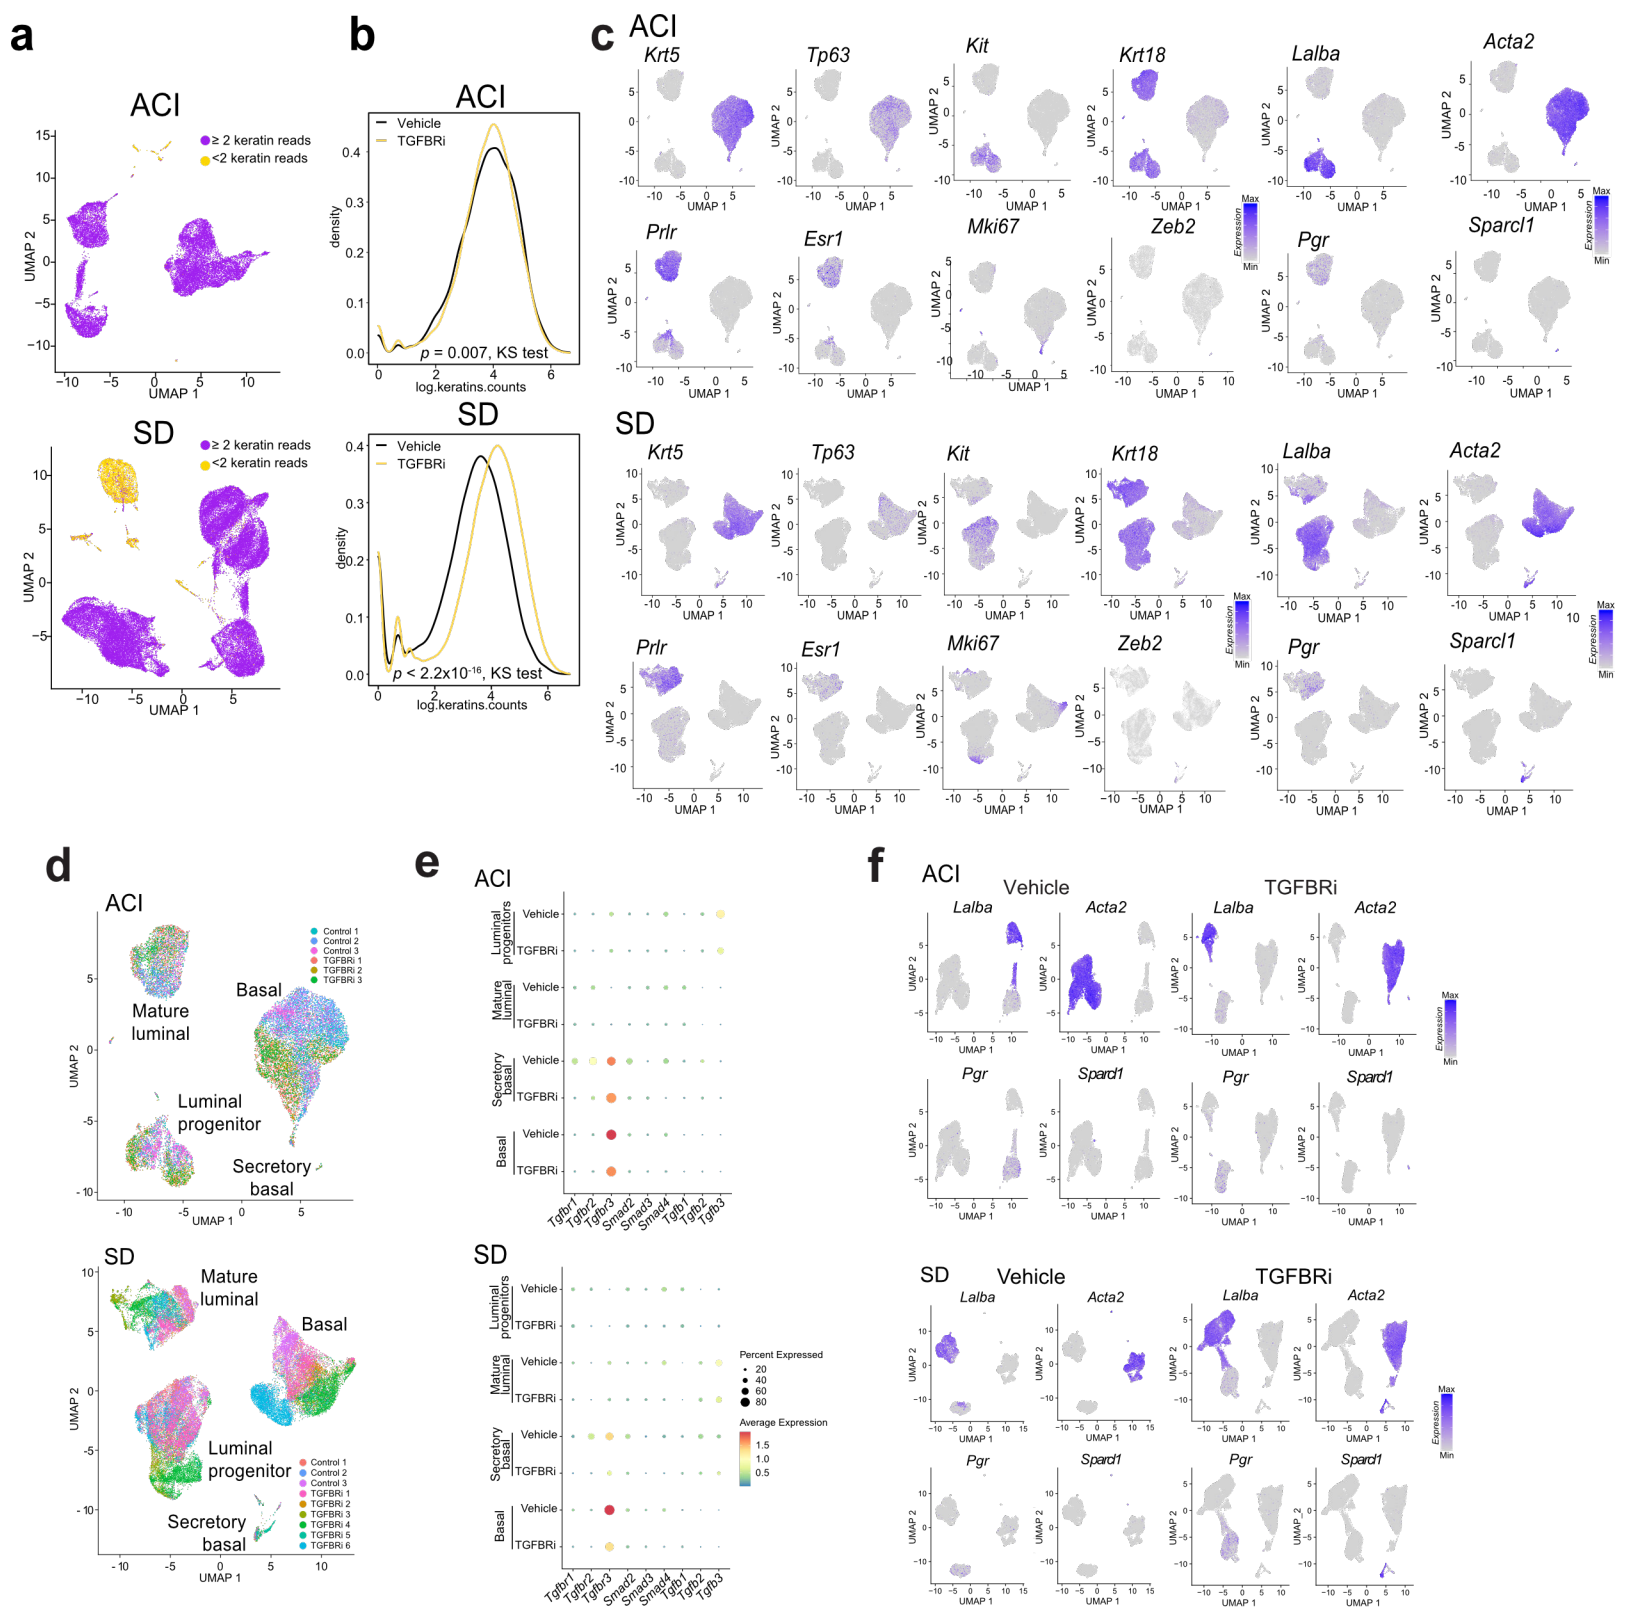

**Supplementary Figure 9. Analyses of sorted epithelial scRNA-seq data.** **a**, UMAP plots depicting the filtering of cells based on keratin expression in ACI and SD rats. **b**, Density plots illustrating the number of reads aligned to any keratin in vehicle and TGFBRI-treated rats. P-values were calculated using Kolmogorov–Smirnov test (K-S test). **c**, UMAP plots of sorted basal and luminal cell fractions from ACI and SD rats. Cells are colored by the normalized log-transformed expression of the indicated markers. **d**, UMAP plots of sorted basal and luminal cell fractions from ACI (3 vehicle control and 3 TGFBRI-treated) and SD (3 vehicle control and 6 TGFBRI-treated) rats. Cells are colored by animal. **e**, Dot plots showing expression of genes encoding key mediators of TGF $\beta$  signaling in the four identified cell types in ACI and SD rats. **f**, UMAP plots of sorted basal and luminal cell fractions from ACI and SD rats, in data separated by treatment condition and integrated by animal. Cells are colored by the normalized log-transformed expression of the indicated markers.

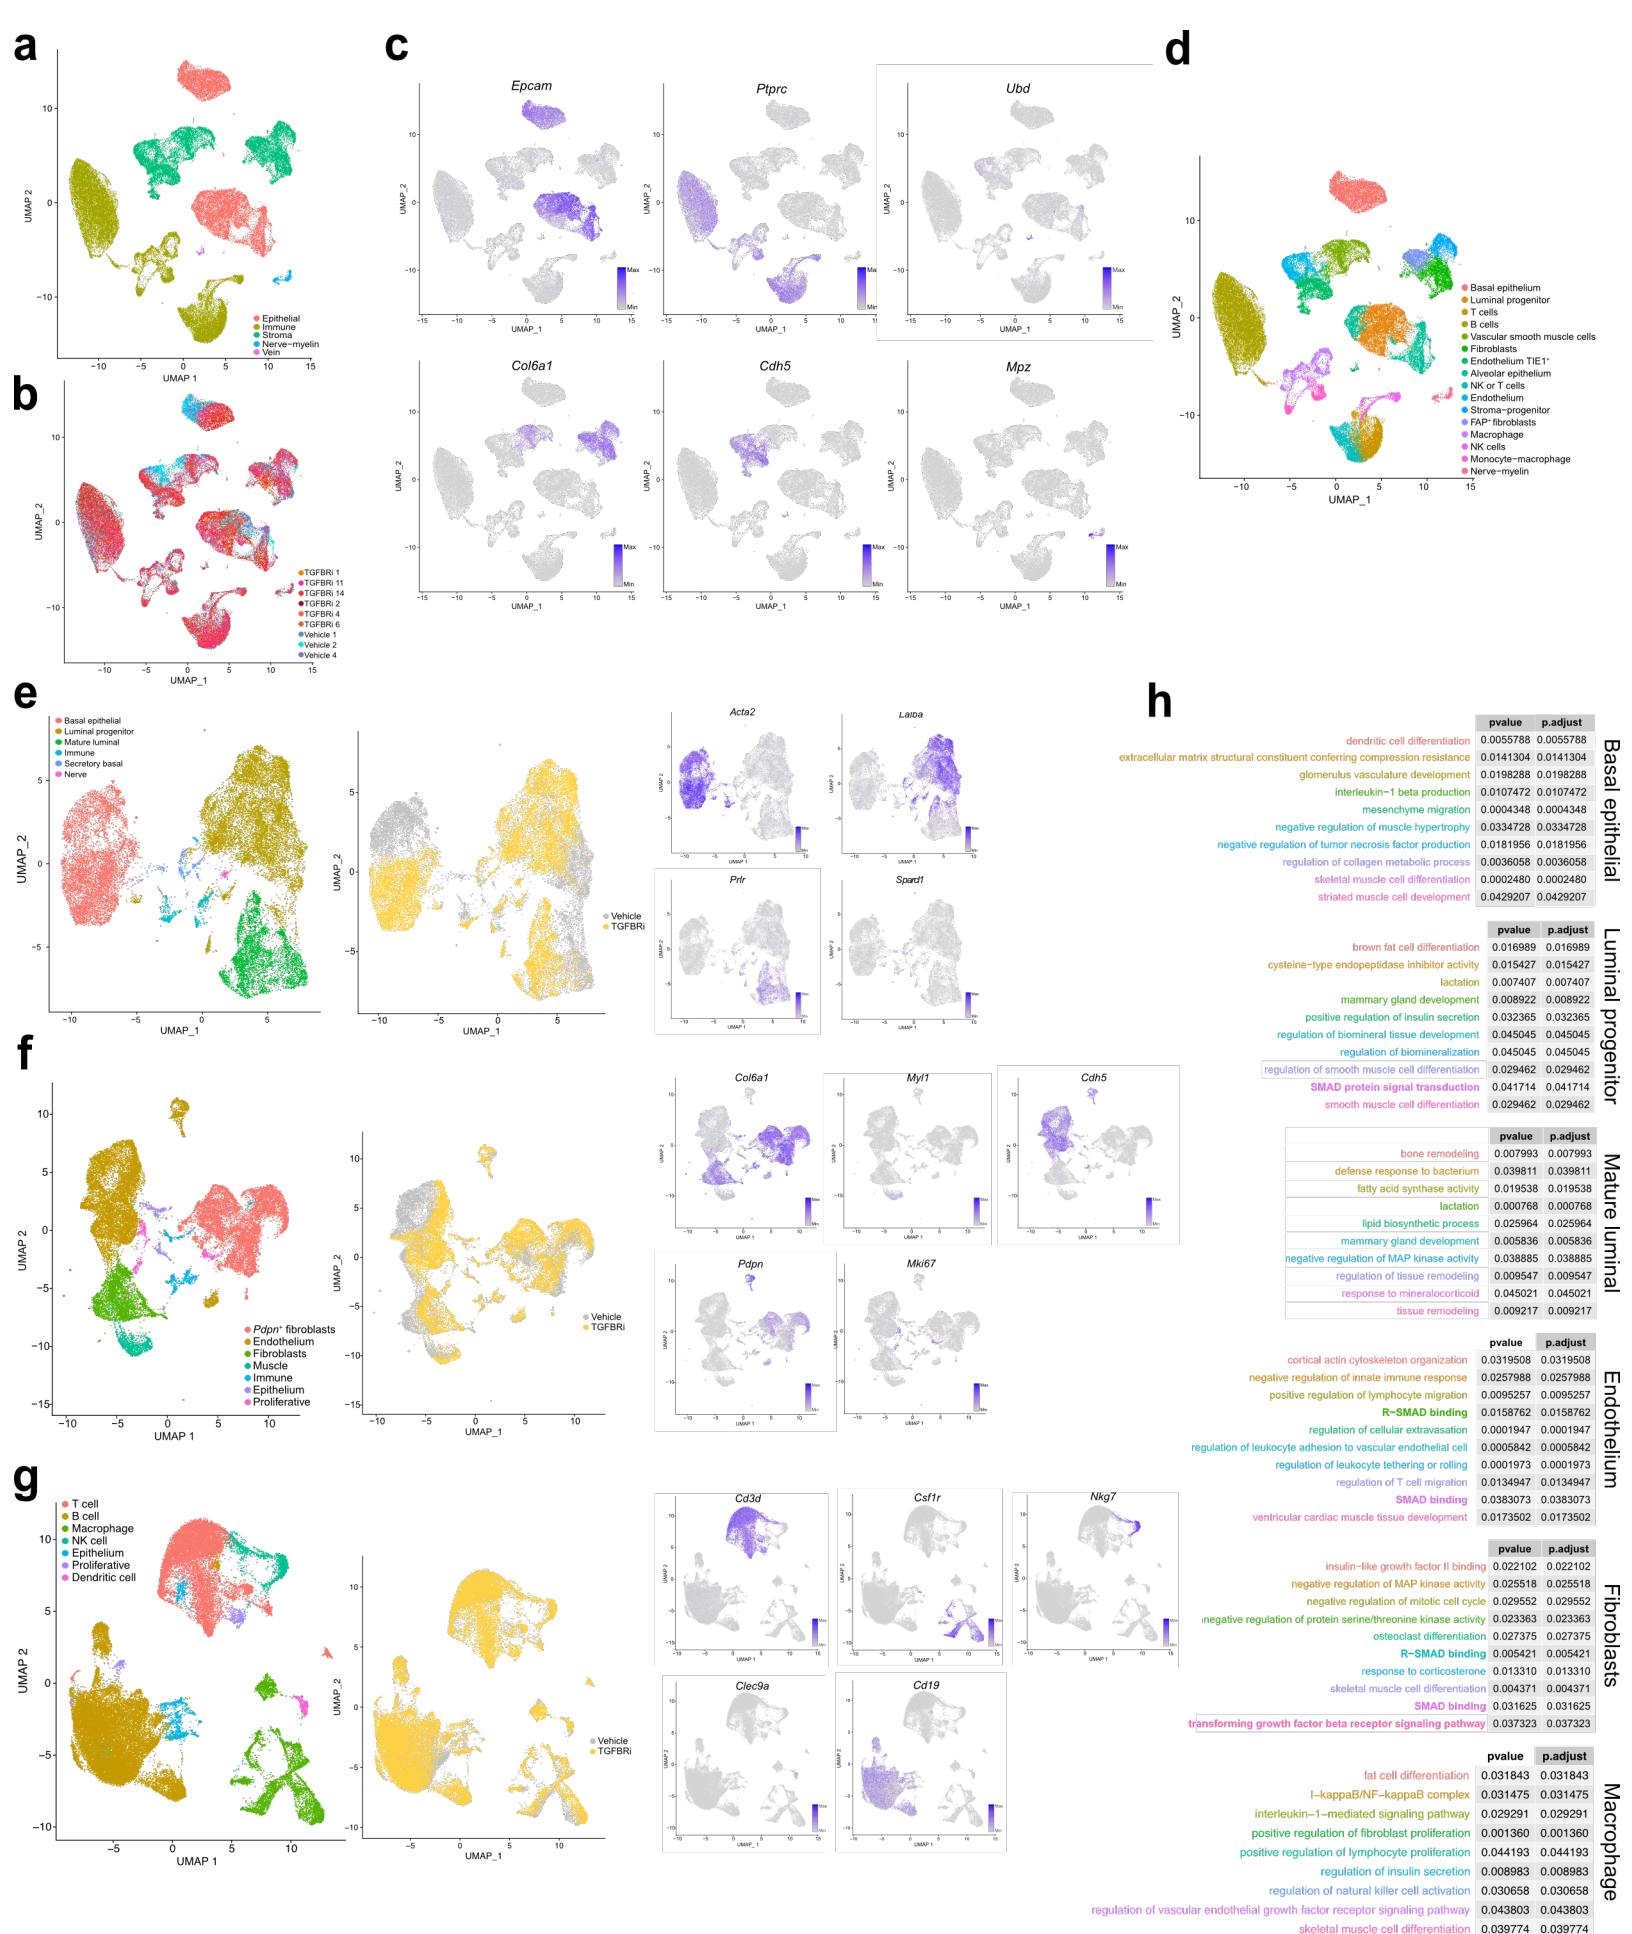

Suppl Fig 10

**Supplementary Figure 10. Whole mammary gland scRNA-seq data. a-d**, UMAP plots depicting clustering of all cells colored based on the assigned major cell types (**a**), normalized expression of relevant cell-type specific markers (**c**), animal (**b**), and detailed assigned cell types (**d**). **e-g**, UMAP plots depicting separate analyses of the epithelial cells (**e**), stromal (**f**), and immune cells (**g**), colored by assigned major cell subtypes, treatment, and the normalized expression of known cell subtype-specific markers.

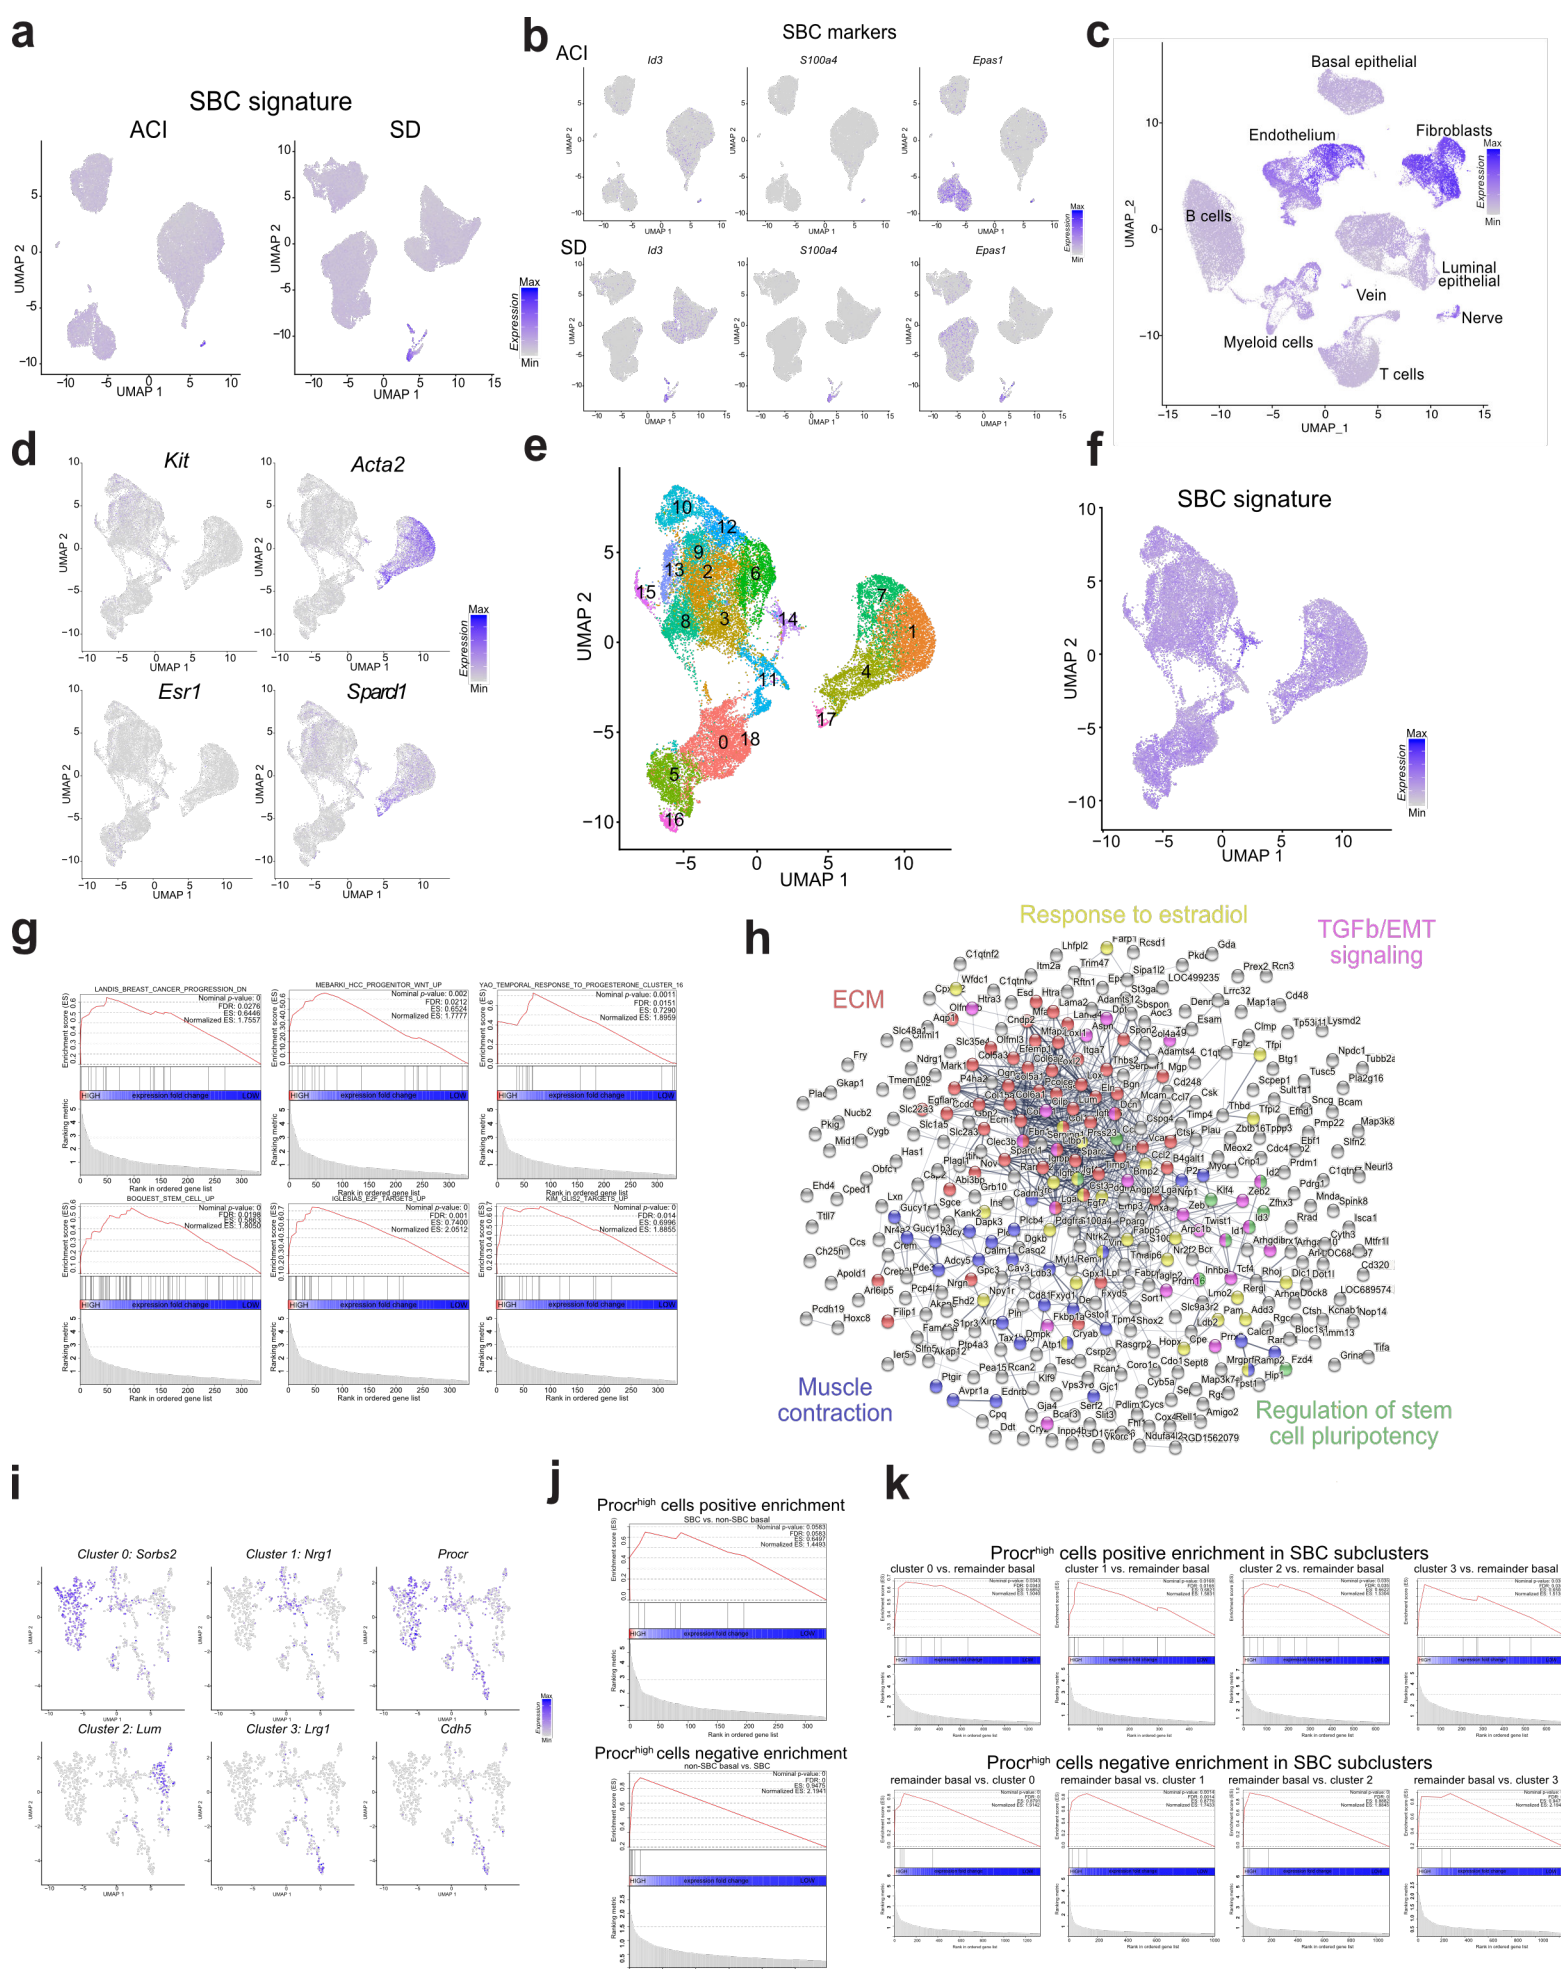

Suppl Fig 11

**Supplementary Figure 11. Functional relevance of secretory basal cells.** **a,b**, UMAP plots of mammary epithelial cells from ACI and SD rats colored by the expression of the SBC gene signature (**a**) or by the expression of a subset of SBC markers (**b**). **c**, UMAP plot of whole mammary gland scRNA-seq data colored by the expression of the SBC gene signature. **d-f**, UMAP plot of human breast tissue scRNA-seq data<sup>31</sup> colored by the expression of known cell type-specific markers (**d**), assigned clusters (**e**) and SBC gene signature (**f**). **g**, GSEA enrichment plots of the SBC signature in the indicated pathways. **h**, STRING protein interaction analyses on genes specifically expressed in SBCs. Proteins with similar molecular function are color coded. **i**, UMAP plots of SBC subclusters in SD rats, colored by the expression of selected SBC subcluster-specific genes. **j,k** GSEA plots showing the enrichment of the SBC signature (**j**) or of DEGs characterizing SBC subclusters (**k**) in Procr<sup>+</sup> and Procr<sup>neg</sup> cells from mouse mammary gland<sup>33</sup>. For GSEA (**g,j,k**) p-values are calculated using Kolmogorov-Smirnov test following Benjamini-Hochberg adjustment.

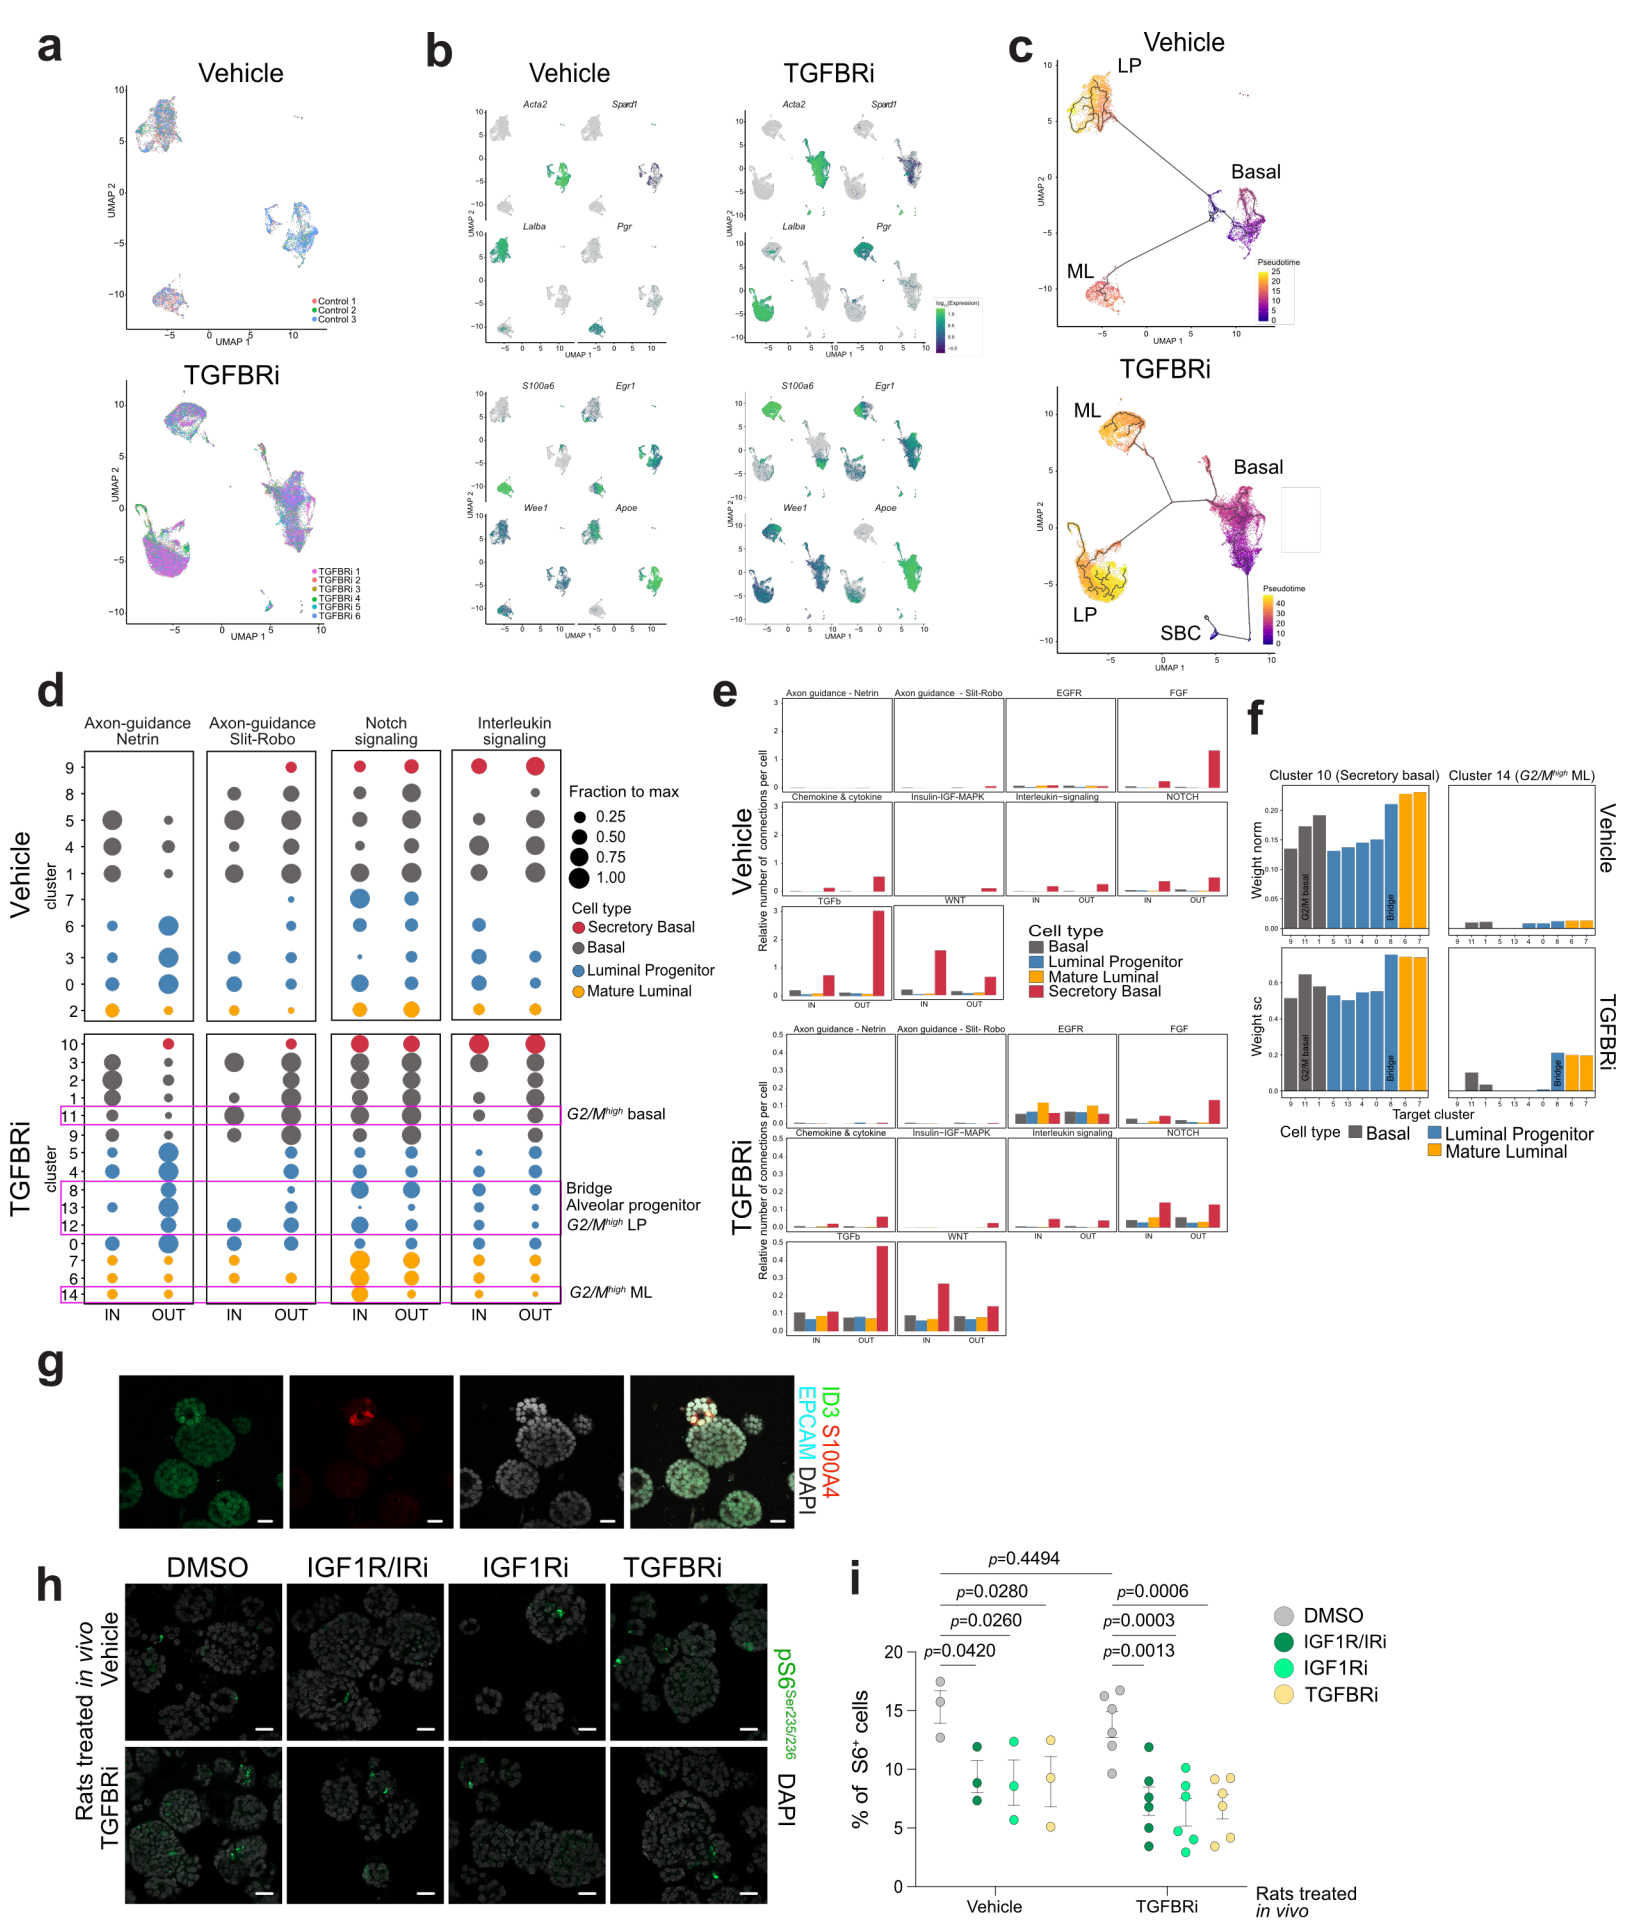

Suppl Fig 12

**Supplementary Figure 12. Functional features of secretory basal cells.** **a,b**, UMAP plots colored by animal (**a**) or by the expression of cell-type-specific markers based on which monocle3 pseudotime trajectories were inferred (**b**). **c**, Differentiation trajectory of mammary epithelial cells in control and TGFBRi-treated SD rats constructed by monocle3. Lines connecting subclusters represent the structure of the inferred Minimum Spanning Tree. The markers in (**b**) were used to assign cell types. **d**, Cell type-specific inferred connectivity among selected signaling pathways from interactome analysis in SD control and TGFBRi-treated rats. Single cell clusters refer to the integrated data in Figure 3c, with selected clusters highlighted. Size of dots is the fractional number of either IN or OUT connections per cluster per pathway, normalized across clusters, per pathway. **e**, Relative number of inferred interactome connections per cell and per pathway, aggregated by cell type. IN – incoming (target) and OUT – outgoing (source) signals. **f**, Average interaction intensity of the insulin-IGF-MAPK signaling pathway for the two source clusters SCBs (10) and G2/M<sup>high</sup> ML (14), aggregated per target cluster. The intensity is computed as the mean of each of the two-intensity metrics returned by the tool *connectome*: weight\_norm and weight\_sc. **g**, Representative immunofluorescence images for ID3, S100A4, and EPCAM in rat organoids. Scale bar 20µm. n=1. The immunofluorescence was performed once, but many individual organoids were analyzed. **h,i** Representative immunofluorescence images (**h**) and quantification (**i**) of pS6 expression in rat organoids following treatment with the indicated inhibitors. Scale bar 20µm. *p*-values were calculated by two-way ANOVA (**i**). Organoids were derived from animals treated with vehicle (n=3) or TGFBRi (n=6), then treated with the indicated inhibitors in vitro. Vehicle (DMSO n=3, IGF1R/IRi n=3, IGF1Ri n=3, TGFBRi n=3), TGFBRi (DMSO n=6, IGF1R/IRi n=6, IGF1Ri n=6, TGFBRi n=6). Two wells/animal/treatment were used for quantification. Graph (**i**) is presented as mean ± s.e.m. *P*-values were calculated by two-way ANOVA. Source data are provided as a Source Data file.

## Supplementary Table 1

### Antibodies for immunofluorescence

| Marker                       | Host   | Isotype | Clone      | Dilution | antigen retrieval pH | Vendor                    | Cat No.     |
|------------------------------|--------|---------|------------|----------|----------------------|---------------------------|-------------|
| SMA                          | mouse  | IgG2a   | 1A4        | 1:200    | 9                    | ThermoFisher Scientific   | MA1-06110   |
| Ki67                         | rabbit | IgG     | SP6        | 1:100    | 9                    | Abcam                     | ab16667     |
| pHH3                         | rabbit | IgG     | polyclonal | 1:200    | 9                    | Abcam                     | ab5176      |
| CCas3                        | rabbit | IgG     | polyclonal | 1:200    | 9                    | Abcam                     | ab49822     |
| EpCAM                        | rabbit | IgG     | polyclonal | 1:100    | 9                    | Abcam                     | ab71916     |
| ER                           | mouse  | IgG1    | 6F11       | 1:50     | 9                    | ThermoFisher Scientific   | MA5-13304   |
| PR                           | rabbit | IgG     | polyclonal | 1:500    | 9                    | Abcam                     | ab16661     |
| ID3                          | rabbit | IgG     | polyclonal | 1:1000   | 9                    | Abcam                     | ab236505    |
| S100A4                       | rabbit | IgG     | polyclonal | 1:100    | 9                    | Biolegend                 | PRB-497P    |
| EPAS1                        | mouse  | IgG1    | ep190b     | 1:100    | 9                    | LS Bio                    | LS-B501-100 |
| RAM milk proteins            | rabbit | IgG     | polyclonal | 1:1000   | 9                    | Nodric MUBio              | RAM/MSP     |
| CD163                        | rabbit | IgG     | polyclonal | 1:100    | 9                    | Abcam                     | ab182422    |
| pSMAD3 <sup>Ser423/425</sup> | rabbit | IgG     | polyclonal | 1:100    | 9                    | LS Bio                    | LS-B64-50   |
| KRT17                        | rabbit | IgG     | polyclonal | 1:200    | 9                    | Abcam                     | ab53707     |
| pS6 <sup>Ser235/256</sup>    | rabbit | IgG     | D57.2.2E   | 1:100    | 9                    | Cell Signaling Technology | 4858S       |

### Antibodies for FACS

| Marker  | Host    | Isotype | Clone      | Dilution | Fluorophore   | Vendor         | Cat No.     |
|---------|---------|---------|------------|----------|---------------|----------------|-------------|
| CD45    | mouse   | IgG1    | OX-1       | 1:100    | V450          | BD Biosciences | 561587      |
| CD31    | mouse   | IgG1    | TLD-3A12   | 1:50     | AlexaFluor647 | Bio-rad        | MCA1334A647 |
| EpCAM   | rabbit  | IgG     | polyclonal | 1:100    | Unconjugated  | Abcam          | ab71916     |
| CD24    | mouse   | IgG2a   | ML5        | 1:100    | PE            | Biolegend      | 311105      |
| CD29    | hamster | IgG     | HMβ1-1     | 1:100    | PE/Cy7        | Biolegend      | 102221      |
| CD45    | mouse   | IgG1    | OX-1       | 1:100    | PE/Cy7        | Biolegend      | 202213      |
| TCR α/β | mouse   | IgG1    | R73        | 1:50     | FITC          | Biolegend      | 201105      |
| CD3     | mouse   | IgM     | 1F4        | 1:200    | FITC          | Biolegend      | 201403      |
| CD11b/c | mouse   | IgG2a   | OX-42      | 1:200    | FITC          | Biolegend      | 201805      |
| CD45RA  | mouse   | IgG1    | OX-33      | 1:200    | FITC          | Biolegend      | 202305      |
| CD90    | mouse   | IgG1    | OX-7       | 1:100    | PE            | Biologened     | 202524      |
| CD106   | mouse   | IgG1    | MR106      | 1:100    | PE            | BD Biosciences | 559229      |
| CD34    | rabbit  | IgG     | EP373Y     | 1:200    | Unconjugated  | Abcam          | ab81289     |

# Supplementary material for: Breast cancer prevention by short-term inhibition of TGFβ signaling
**Source:** Nat Commun. 2022 Dec 7;13:7558. doi: 10.1038/s41467-022-35043-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For flow cytometric analysis the BD LSRFortessa (Becton Dickinson) was used. For FACS the BD FACSAria II SORP UV (Becton Dickinson) was used. Images were obtained with Panoramic MIDI II digital slide scanner (3DHitech), Nikon Ti/E inverted microscope or dual 12MP wide-angle and telephoto camera. Absorbances for ELISAs were measured using Infinite 200Pro instrument and the software Tecan i-control 1.10.4.0. Total RNA was measured by Agilent 2100 Bioanalyzer, dsDNA concentrations were measured by Qubit Fluorometer, the size of library fragment was measured by Agilent TapeStation 2200. Bulk RNA sequencing was performed using a Illumina NextSeq500 instrument. scRNA sequencing was performed using the 10x 3' v3 (sorted cells) and 10x 5' v2 (whole mammary gland) platforms.

#### Data analysis

Statistical analyses were performed using GraphPad Prism (v8.1.1) or R (v3.6.2). Flow cytometry data were analyzed using FlowJo v10.6.2 (Becton Dickinson & Company). Images were analyzed by ImageJ 1.53 (Fiji) or QuPath (v0.1.2). RNAseq data were analyzed using STAR (version STAR\_2.5.1b), HTSeq-count (version 0.6.1p1), DESeq2 (v1.20.0), and MetaCore (v19.4). Single cell RNA-seq data were analyzed using Cell Ranger (v4.0.0-sorted cells and v6.0.0-whole mammary gland) and Seurat (v2.3.4). All code used to analyze genomics data and produce the corresponding figures, as well as Zenodo links to preprocessed genomics data objects, are available on the GitHub repository <https://github.com/csimona/tumor-prevention-rat-scRNAseq>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The human (Pal B, et al. EMBO J 40, e107333, 2021). and mouse (Bach et al. Nature Comm 8, 2128, 2017) publicly available single cell RNA-seq data used in this study are available in the GEO database under accession numbers GSE106273 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106273>) and GSE161529 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161529>). The RNA-seq and scRNA-seq data generated in this study have been deposited in the NCBI GEO database under accession number GSE184095. The remaining data are available within the Article, Supplementary Information or Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample sizes were chosen based on our prior studies using the same types of assays (<a href="https://pubmed.ncbi.nlm.nih.gov/18455123/">https://pubmed.ncbi.nlm.nih.gov/18455123/</a>) as well as based on prior publications (<a href="https://doi.org/10.1093/ilar.43.4.207">https://doi.org/10.1093/ilar.43.4.207</a>) to ensure statistically significant results.</p> <p>For long-term animal experiments we started with sample sizes of at least 10 rats per group, and used two different rat strains. For short-term, we performed most experiments in triplicates, replicated with other cohorts, and in two different rat strains.</p> <p>For immunofluorescence experiments, we quantified at least three random areas per animal.</p> <p>For FACS and flow cytometric analysis, we used a minimum of three animals per group.</p> <p>For ELISA, we tested two separate dilutions in triplicates</p> <p>Bulk RNA-seq was performed on triplicates or quadruplicates</p> <p>scRNA-seq for sorting cells was performed on about 5,000 cells from three individual animals (triplicates) per group</p> <p>scRNA-seq for the whole mammary gland was performed on about 10,000 cells from three individual animals (triplicates) per group.</p> |
| Data exclusions | <p>A few ACI rats were censored in the tumor experiment (E2-induced tumors) due to morbidity from pituitary tumors. This was noted in the survival curve and explained in the text. Additionally, if animals died due to technical issues with gavage, they were excluded from the experiment.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | <p>As mentioned in the manuscript, we sometimes could not replicate the drop in basal or luminal fractions upon TGFBRi treatment using FACS or flow cytometric analysis. We found this method of quantification using flow cytometry to be variable, depending on length and method of mammary gland digestion and whether cells went through one freeze-thaw cycle before analysis.</p> <p>For all other experiments, all attempts at replication were successful. We replicated all results at least once in the other rat strain, like scRNA-seq and tumor studies. These samples were performed once due to time and cost limitations. Bulk RNAseq was performed twice for both strains at time point D0. Short-term animal experiments were done in multiple independent cohorts and most subsequent analyses (IF, ELISA, FACS/flow cytometry) were performed on samples from at least two independent cohorts in both rat strains.</p>                                                                                                                                                                                                                                                                                                               |
| Randomization   | <p>Rats were randomized to treatment groups right before treatment initiation with TGFBRi to ensure that size/weight variability among animals was the same in each group.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Blinding        | <p>Histological analyses by rodent pathologist were blinded. FACS was performed by FACS facility staff who were blinded to the identity or meaning of the samples. Similarly, some RNA-seq analysis was performed by bioinformaticians blinded to the identity of the samples. For immunofluorescence, ELISA, flow cytometry studies and organoid studies, blinding was not possible, since samples had to be labeled to be able to match the data to the correct animals. However, these assays were performed by multiple independent personnel participating in the study at different times during the project with the same results.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>See Supplementary Table 1 for antibody clone and ordering information.</p> <p>Antibodies for immunofluorescence: phospho-Histone H3 (pHH3, polyclonal, 1:200), Ki67 (clone SP6, 1:100), cleaved caspase-3 (clCASP3, polyclonal, 1:200), CD163 (polyclonal, 1:100), SMA (clone 1A40, 1:200), EPCAM (polyclonal, 1:100), ER (clone 6F11, 1:50), PR (polyclonal, 1:500), ID3 (polyclonal, 1:1000), S100A4 (polyclonal, 1:100), EPAS1 (clone ep190b, 1:100), RAM milk proteins (polyclonal, 1:1000), pSMAD3Ser423/425 (polyclonal, 1:100), KRT17 (polyclonal, 1:200), pS6Ser235/256 (clone D57.2.2E, 1:100)</p> <p>Antibodies for FACS/flow cytometry of mammary glands: CD24 (clone ML5, 1:100), CD29 (HMβ1-1, 1:100), CD31 (clone TLD-3A12, 1:50), CD45 (clone OX-1, 1:100)</p> <p>Antibodies for FACS of tumors: CD45 (clone OX-1, 1:100), EPCAM (polyclonal, 1:100)</p> <p>Antibodies for flow cytometry of bone marrow cells: CD45 (clone OX-1, 1:100), TCR α/β (R73, 1:50), CD3 (1F4, 1:200), CD11b/c (OX-42, 1:200), CD45ra (OX-33, 1:200), CD90 (OX-7, 1:100), CD106 (MR106, 1:100), CD34 (EP373Y, 1:200)</p> |
| Validation      | Antibodies used for FACS staining were validated on rat tissues, and the obtained percentages corresponded well to the expected values. IHC and IF antibodies were validated on appropriate FFPE rat tissue and tumors. In all cases, positive and negative controls were used with tissues expected to express or not express the markers of interest, respectively.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 4-week-old virgin female Sprague-Dawley (Hsd:Sprague Dawley SD) as well as 4- to 5-week-old virgin and 18- to 24-week-old virgin and parous female ACI (ACI/SegHsd) female rats were purchased from Envigo. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                     |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                          |
| Ethics oversight        | All animal experiments were performed following protocol #15-050 approved by the DFCI Institutional Animal Care & Use Committee (IACUC).                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                            |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Normal breast tissue samples were collected from women (age >18) undergoing reduction mammoplasty or prophylactic mastectomy at Dana-Farber Cancer Institute/Birgham and Women's Hospital. |
| Recruitment                | Patients were not specifically recruited for this study, they were receiving standard of care at Dana-Farber Cancer Institute/Birgham and Women's Hospital.                                |
| Ethics oversight           | All clinical samples and data were collected following approval by Dana-Farber Cancer Institute (DFCI; IRB, protocols 08-010, 10-458, 93-085, 14-400), Institutional Review Board.         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Mammary glands (inguinal/abdominal + thoracic) were harvested from freshly sacrificed rats. The tissue was immediately digested in a collagenase solution (2mg/ml collagenase in DMEM/F12 from Gibco/ThermoFisher) with constant stirring at 37C for 1-2 hours followed by subsequent analyses or freezing viably in 10% DMSO/FBS. The day of analysis, samples were thawed, trypsinized to obtain single cells, and stained with the appropriate antibodies. Bone marrow was collected (by flushing the femurs) and frozen viably in 10% DMSO/FBS for subsequent flow cytometry analysis. For the tumor prevention experiments, tumors were also excised. A small slice of each tumor was saved for paraffin embedding, while the rest of the tumor was digested and frozen viably for FACS. If the tumor was too small for both procedures, then it was only fixed for histological analysis.

Instrument

For flow cytometric analysis the BD LSRFortessa (Becton Dickinson) was used. For FACS the BD FACSAria II SORP UV (Becton Dickinson) was used

Software

BD FACSDiva software was used for acquiring all the data. FlowJo v 10.6.2 (Becton Dickinson & Company) was used for analysis.

Cell population abundance

Gates were conservative and consistent across samples to ensure sample purity which was confirmed by RNA-seq. We collected at least 10,000 cells.

Gating strategy

Basal & luminal mammary epithelial cells: FSC/SSC-area, -height, and -width gates were used to select live cells and discriminate doublets. Then CD45 and CD31 were used to gate out leukocytes and endothelial cells, respectively, which formed clear, discrete cell clusters in 2-D plots. CD45-CD31- cells were then displayed in 2-D plots with CD29 and CD24 on the axes. Clear, discrete CD24+CD29- and CD24+CD29+ cell populations formed. Gating strategy is shown in Supplementary Fig. 1l.

Tumor cells and leukocytes: FSC/SSC-area, -height, and -width gates were used to select live cells and discriminate doublets. In addition, Aqua was used to further exclude any dead cells. Then CD45 and EPCAM were used to separate leukocytes and tumor cells, respectively. The two cell populations formed clear, discrete cell clusters in 2-D plots. Gating strategy is shown in Supplementary Fig. 6h.

Bone marrow cells: FSC-area vs SSC-area was used to select the viable population around the clear leukocyte cluster. CD45 and Linage-negative markers were used to select a CD45+Lin- subpopulation that formed a distinct cluster in that quadrant. Then two separate gating strategies were employed. One used separated on the basis of CD106 vs SSC-A. This yielded a cell population representing a tail from the main cluster. The other strategy used CD90 and CD34 to gate a rare CD90+CD34+ population which was also a tail from the main CD90+ cell cluster. Gating strategies are shown in Supplementary Fig. 3f and 3j.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Breast cancer prevention by short-term inhibition of TGFβ signaling
**Source:** Nat Commun. 2022 Dec 7;13:7558. doi: 10.1038/s41467-022-35043-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Statistical analyses of non-mammary organs of peripubertal ACI and SD rats and CIBERSORT of mammary gland CD45+ cell bulk RNA-seq data.

**Title:** Supplementary Data 2.

**Description:** Differentially expressed genes in EPCAM+ and CD45+ cells between TGFBRI- and vehicle-treated SD rats by RNA-seq and CIBERSORT analyses.

**Title:** Supplementary Data 3.

**Description:** Differentially expressed genes in bulk RNA-seq samples of mammary epithelial cells under different experimental conditions.

**Title:** Supplementary Data 4.

**Description:** MetaCore analyses from bulk RNA-seq data.

**Title:** Supplementary Data 5.

**Description:** Differentially expressed genes characterizing clusters in the single cell data, separately for control and TGFBRI-treated cells, in both ACI and SD strains.

**Title:** Supplementary Data 6.

**Description:** Differentially expressed genes in each of the cell types strongly affected by TGFBRI treatment.

**Title:** Supplementary Data 7.

**Description:** Secretory basal cell signature and subclusters in the SD strain, and TEB and ductal gene signatures.

**Title:** Supplementary Data 8.

**Description:** Signaling pathways downloaded from PANTHER for the interactome analysis. Genes highlighted in red were manually added based on published signaling pathway maps.

How the deposited data were processed for this re-analysis (not part of the article)

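The data comprise 202 bulk RNA-seq samples and 39 single-cell tables of mammary cells from ACI and SD rats given TGFBRi or vehicle. Bulk samples hold sorted basal, luminal and CD45+ cells of young rats (ACI at day 0, day 7 and day 14 after the last dose, SD at day 0), of adult virgin and parous ACI rats and of tumor-free and tumor-bearing rats at the end of the NMU and E2 experiments, and EPCAM+ and CD45+ cells of NMU-induced tumors. Single-cell tables hold sorted basal and luminal cells of ACI and SD rats and cells of whole SD glands, at day 0.

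The bulk values are signal values by gene symbol: the authors aligned reads with STAR to rn6, counted them on RefSeq genes with HTSeq and divided each sample by a DESeq2 size factor, as the values themselves show. Every value above 0 was a whole number of reads times 1 step per sample, in 100% of 2526805 values at a tolerance of 0.001, so that the reads could be recovered. The steps of the samples lay between 0.457 and 4.003, and those of 7 samples lay close to 1, where whole values leave the step less certain. Samples of the adult and E2 experiments also carry reads assigned to no gene, 23.1 to 42.5% of all reads, which stayed out of totals and tests. The size factors fit samples scaled together as basal and luminal samples of young ACI rats, basal and luminal samples of young and NMU-treated SD rats, and otherwise each cell fraction of a data set. Those of the tumors could not be derived from the 6 samples alone. Totals of recovered reads per sample ran from 4194912 to 52314784.

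The single-cell values are raw UMI counts per gene and cell, made by the authors with Cell Ranger and already filtered by them on genes per cell, mitochondrial reads and, in sorted cells, Ptprc and keratin. All cells of the tables were used.

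Bulk groups were compared on log2 of the normalized values plus 1 by limma 3.58.1 with a trended prior and robust variances, over genes whose values sum to at least 10, with all groups of a cell fraction of a data set in 1 model and Benjamini-Hochberg adjusted p of 0.05 or less. The choice named before the data were examined was edgeR on counts, and limma took its place since the values are normalized. edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0 on the recovered reads served as alternatives. Differences of effect between days or between virgin and parous rats were tested as contrasts of the same models. Parts of 1 rat were averaged as values and summed as reads. Gene lists were tested by camera with an inter-gene correlation of 0.0100 and by fry, over 1007 list tests in bulk and 413 in single cells, with p adjusted over each of these sets. Lists of TGFβ targets, TGFβ feedback genes, extracellular matrix, the S and G2/M phases, basal epithelium, fibroblasts, endothelium, leukocytes, neutrophils, mast cells, milk genes and the paper's SBC signature are reported. Single genes named in the text were the 5 with the largest changes per direction, genes the paper names and genes of the lists. The former had to pass the threshold with a mean of at least 50 reads (20 UMIs in single cells) and group values that did not overlap. Other genes are marked as chosen after their values were seen.

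Single cells were scaled to 10000 counts, logged, and clustered per experiment by Leiden (leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5) at resolution 0.800 on 20 neighbours in 30 principal components of 2000 variable genes, without integration across animals. A cluster took a class from marker genes fixed beforehand, written as basal-like and so on, and clusters without a clear class were left unnamed. The 5 SBC markers also defined cells directly, by UMIs of at least 3 of them. UMIs of a class were summed per rat (rats with at least 10 cells, or 5 in tests of SBC-like cells, genes with at least 10 counts) and compared by edgeR with TMM at an adjusted p of 0.1 or less. Standard errors in single cells came from DESeq2. Shares and scores were compared between rats by exact permutation, two-sided, and within rats by exact sign flips. Scrublet called 0 to 18.4% of cells per library by its own threshold, so that leaving out the 6% with the highest scores was added as an alternative after the data were seen. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, R 4.3.3 and statmod 1.5.0.

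The fits were tested on simulated data with the group sizes, depth and spread of each comparison and 200 changed genes. The changed genes were all above a floor of mean expression. Genes were drawn independently, so that differences between rats shared by many genes were not simulated. With a log2 change of 2, limma recovered 34% in day 0 basal cells of ACI rats, 27% at day 7 and 30.5% at day 14, and 52%, 48.5% and 39% in luminal cells. For day 0 basal cells edgeR recovered 30% with 1 false call and DESeq2 69% with 33, against 3 for limma. In adult CD45+ cells limma recovered 19.5% in virgin and 2% in parous rats, against 81.5% in CD45+ cells of rats without E2. With a log2 change of 1, edgeR recovered between 3.50% (sorted SD LP-like cells) and 97.5% (sorted ACI ML-like cells) in single cells.

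Alternatives were other filters, pseudocounts, scalings and tools, fitting only the 2 groups compared, the rat as a replicate block, each rat left out in turn, equal cells from every rat, thinning to equal UMIs, other cluster resolutions and other definitions of SBC-like cells and phases. MetaCore networks, CIBERSORT fractions, GSEA pathways, trajectories, integration across animals and NK-like cells, for which only 2 markers were set, were not analysed here.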

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

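The tests of endothelial cells in 1 basal sort, of stromal cells in the basal sorts of adult rats and of other splits of the rats were chosen only after the result was seen. A sample was singled out when its gap to the nearest other sample of its group was a large part of the range of the group, which happened in 7 of 70 groups where chance gives about 1 in 20. No biological explanation was tested for any single rat that stood apart, since the design names none.

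In the basal sort of TGFBRi-treated SD rats, rat SD13 stood apart with 92.3 keratin UMIs per 10000, against 137 to 156 in the 5 other treated rats, and with 40.7% of its cells in cluster 16, against 1.01 to 9.89%. Cells of another type in this sort are a candidate explanation of both: in cluster 16 basal keratins were at 0.3196 of their level in basal-like cells, the median level of 11 endothelium genes was 0.473 of that in endothelial-like cells of whole glands, and the median over 140 genes of those cells 0.645. These cells held 872 UMIs at the median, 0.129 of the number in basal-like cells, which argues against doublets of a basal and a stromal cell. Free RNA of basal cells in their droplets stays open: it would have to bring 271 UMIs per cell, and the tables hold no empty droplets to measure it. Without SD13 the difference in keratin between treated and vehicle SD rats was 25.1, against 21.1 with all rats.

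Rat SD12 had 1.99% of its basal sort in cluster 21, against 0.355 to 0.874% in the other treated rats. Doublets are argued against, since the cells of cluster 21 held 0.0695 of the basal-like level of genes that stromal cells lack. Free RNA of basal cells would have to bring 858 UMIs per cell and stays open, as do cells of fibroblasts in the sort, of which the cluster held 0.851 of the gene level. A vehicle rat, SD2, had a higher share, 2.75%. In whole glands rat ly2 had 7.44% of its basal-like cells in cluster 35, against 1.71 to 3.40% in the other treated rats, and no technical explanation was tested for it.

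In adult virgin rats the treated basal sample of rat D_N1N had 36217197 reads, against 19114809 to 21458646 in the other treated rats. Leaving this rat out moved the count of called genes, 1173 with all rats, by less than 1.5 times. In the same comparison 1 vehicle rat had 19332 normalized counts of KRT5, against 54700.3 to 61020.2 in the others. No explanation was tested for this rat.

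In luminal cells of the E2 experiment 1 tumor-free TGFBRi-treated rat had 6648 normalized counts of IGFBP2, against 2574 to 2716 in the 3 others. With all 4 rats the gene was higher than in tumor-bearing treated rats, and no explanation was tested for the single rat.

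The effect of TGFBRi in adult basal cells differed between virgin and parous rats for 140 genes by a direct test (122 by edgeR), 116 of them lower in virgin rats. The 19114809 to 36217197 reads of treated virgin rats overlap the 19852972 to 28217672 of treated parous rats. This overlap does not test the gap between treated and vehicle libraries, so that a difference of depth stays open. The median reads of treated and vehicle rats were 21041948 and 27883417 in virgin, and 21090651 and 22988945 in parous rats. Within virgin rats 3 of 4 treated libraries had fewer reads than each vehicle library (24258831 to 29728987), and thinning to equal reads was not run there. Stromal and other cells in the basal sorts of virgin vehicle rats are a candidate explanation: the lists of 6 other cell types all had a median below 0 in virgin basal cells, at −0.85 (fibroblast), −2.06 (endothelium), −0.92 (pericyte), −1.90 (leukocyte), −1.34 (adipocyte) and −1.20 (luminal epithelium), the smallest fall being −0.85, where the median of all genes was −0.25. In parous rats the same medians were −0.01, 0.78, 1.26, 0.04, 1.46 and −0.05. With 1 rat left out camera p moved across 0.05 in 1 of 8 fits for endothelium, 3 for fibroblasts and 2 for leukocytes. The highest camera p of each list came without the vehicle rat C_N1N, at 0.0807, 0.256 and 0.558 in the same order. This rat correlated with the other vehicle rats at 0.890 to 0.911, and those with each other at 0.960 to 0.963. The fall in these lists may thus rest in part on this 1 library. Of splits of the 8 virgin rats, the real one included, 1 of 35 gave as many genes as the real split. This is the smallest share that 4 rats against 4 can give, and it was not adjusted over the comparisons split. It argues against chance for the count in virgin rats but does not exclude it. Parity stays among the open explanations and was not tested apart from the composition of the sorts.

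Between days the effect differed in young ACI rats for 1 basal gene from day 0 to day 14 (TF, a difference of 4.48 on the log2 scale, adjusted p = 0.0117), 2 basal genes from day 7 to day 14 (ADH7 by 5.68 and GFRA3 by 3.92, adjusted p = 0.0370 for both) and 1 luminal gene from day 0 to day 14 (SSPO by 8.40, adjusted p = 0.0176), all named after their values were seen. These few genes do not show that the larger counts of genes at day 0 differ from those at later days as a whole. Fewer reads in treated libraries are argued against as the source of the day 0 counts, since 611 basal and 158 luminal genes were called after thinning to equal reads, with 69.2% and 69.3% of those called at full depth among them. Of splits of the 6 rats, the real one included, 2 of 10 gave as many genes in basal (another split gave 918 genes) and 1 of 10 in luminal cells, and with 3 rats against 3 chance cannot be excluded. The days after dosing remain an untested biological explanation.

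In CD45+ cells of young ACI rats the effect differed for 2 genes between day 0 and day 7 (COL2A1 by −6.90 and LTBP2 by −5.64, adjusted p = 4.9e-04 and 0.0305, named after their values were seen) and for 28 genes between day 0 and day 14 (26 of them lower at day 0, 23 by edgeR). Basal and stromal cells in the CD45+ sorts of day 0 vehicle rats, and fewer in those of treated rats, are a candidate explanation of part of the lowered genes: the 100 genes that most mark the basal sort had a median log2 fold change of −2.61 at day 0, −1.44 at day 7 and 0.12 at day 14. These genes were at 0.271 to 0.368% of their level in the basal sort in treated and 1.47 to 4.34% in vehicle rats at day 0. In vehicle rats they were at 3.53 to 5.30% at day 7 and 2.81 to 3.31% at day 14. In treated rats they were at 0.784 to 1.62% at day 7, below each vehicle rat of that day, and 1.55 to 4.52% at day 14. Treated rats at day 0 thus were lowest, but the gap to vehicle rats was not confined to day 0. Of the genes called at day 0, 34.7% of the lowered and 1.63% of the raised ones were at least 4 times higher in the basal or luminal sort, so that many calls may have another source. Of splits of the rats, the real one included, 1 of 10 gave as many genes as the real split at day 0, a design of 3 against 3 in which chance cannot be excluded. An effect of TGFBRi on leukocytes themselves stays open beside it.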

How the results depend on the processing

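The tests with edgeR on the recovered reads with TMM, with pseudocounts of 0.5 and 4, on the voom scale, without the cells of highest Scrublet scores, with both sorts weighted equally, with unnamed clusters of SBC markers, and with cells marked by Mki67, Top2a and Cdk1 were chosen only after the result was seen, and the others were among the choices made before the data were examined. No keratin filter and a limit of 10% on mitochondrial reads were not run, since the tables hold only the cells the authors kept, and Scrublet calls were left out only in sorted cells. The use of edgeR on counts had been named before the data were examined, and only its run with TMM on recovered reads came later. Where no cause is given below, the cause was not tested. Counts of 0 are at the adjusted threshold, and 3 counts that coincide with a number in a sample name are given to 2 digits, as 1.1e+02 or 1.0e+02.

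Counts of genes past the threshold in bulk depended on the tool, the filter and the groups in the fit. With edgeR with TMM on the recovered reads, 21 of 36 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 basal 76, ACI day 0 luminal 3, ACI day 0 CD45+ 192, NMU basal tumor-bearing v vehicle 266, NMU luminal tumor-free v vehicle 512 and NMU luminal tumor-bearing v vehicle 261, and 0 in ACI day 7 basal, adult parous basal, adult virgin CD45+, NMU CD45+ tumor-bearing v vehicle, E2 luminal no E2, E2 luminal tumor-free v vehicle, E2 luminal tumor-bearing v vehicle, E2 luminal tumor-free v tumor-bearing and E2 CD45+ tumor-bearing v vehicle. With edgeR with median-of-ratios factors, 21 of 36 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 basal 68, ACI day 0 luminal 3, ACI day 0 CD45+ 200, NMU basal tumor-bearing v vehicle 264, NMU luminal tumor-free v vehicle 482 and NMU luminal tumor-bearing v vehicle 128, and 0 in ACI day 7 basal, adult parous basal, adult virgin CD45+, NMU CD45+ tumor-bearing v vehicle, E2 luminal no E2, E2 luminal tumor-free v vehicle, E2 luminal tumor-bearing v vehicle, E2 luminal tumor-free v tumor-bearing and E2 CD45+ tumor-bearing v vehicle. With DESeq2 on the recovered reads, 5 of 36 bulk counts stayed within 1.5 times the reported one. The others, all higher, were ACI day 0 basal 1228, ACI day 7 basal 53, ACI day 14 basal 8, ACI day 0 luminal 569, ACI day 7 luminal 247, ACI day 14 luminal 256, ACI day 0 CD45+ 1042, ACI day 7 CD45+ 18, ACI day 14 CD45+ 17, SD day 0 basal 4, SD day 0 luminal 1, SD day 0 CD45+ 1, adult parous basal 14, adult virgin luminal 15, adult parous luminal 212, adult virgin CD45+ 67, NMU basal tumor-bearing v vehicle 1049, NMU basal tumor-free v tumor-bearing 1617, NMU luminal tumor-free v vehicle 1364, NMU luminal tumor-bearing v vehicle 1077, NMU luminal tumor-free v tumor-bearing 12, NMU CD45+ tumor-free v vehicle 1, NMU CD45+ tumor-bearing v vehicle 193, E2 luminal no E2 15, E2 luminal tumor-free v vehicle 57, E2 luminal tumor-bearing v vehicle 1.1e+02, E2 luminal tumor-free v tumor-bearing 99, E2 CD45+ tumor-free v vehicle 8, E2 CD45+ tumor-bearing v vehicle 21, tumor EPCAM 6 and tumor CD45+ 68.

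With the filterByExpr filter, 29 of 36 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 basal 332 and ACI day 0 luminal 78, and 0 in adult parous basal, NMU luminal tumor-bearing v vehicle, NMU CD45+ tumor-bearing v vehicle, E2 luminal no E2 and E2 luminal tumor-free v vehicle. With no filter on low values, 33 of 36 bulk counts stayed within 1.5 times the reported one. The others were NMU basal tumor-bearing v vehicle 64, NMU luminal tumor-free v vehicle 65 and NMU luminal tumor-bearing v vehicle 14. With a pseudocount of 0.5, 32 of 36 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 luminal 60, adult virgin CD45+ 5 and E2 luminal tumor-free v tumor-bearing 4, and 0 in ACI day 7 basal. With a pseudocount of 4, 28 of 36 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 basal 1024, ACI day 0 luminal 238, adult parous basal 3, E2 luminal tumor-free v tumor-bearing 1, E2 CD45+ tumor-free v vehicle 1 and E2 CD45+ tumor-bearing v vehicle 1, and 0 in adult virgin CD45+ and E2 luminal tumor-bearing v vehicle. With only the 2 groups compared in the fit, 17 of 35 bulk counts stayed within 1.5 times the reported one. The others were ACI day 0 basal 1638, ACI day 0 luminal 1669, ACI day 0 CD45+ 29, adult virgin basal 136, adult parous luminal 2, NMU basal tumor-free v vehicle 1, NMU basal tumor-bearing v vehicle 84, NMU basal tumor-free v tumor-bearing 1.0e+02, NMU luminal tumor-free v vehicle 253, NMU luminal tumor-bearing v vehicle 1, E2 luminal tumor-free v vehicle 20, E2 luminal tumor-bearing v vehicle 4 and E2 luminal tumor-free v tumor-bearing 1, and 0 in ACI day 7 basal, adult virgin CD45+, NMU CD45+ tumor-bearing v vehicle, E2 luminal no E2 and E2 CD45+ tumor-bearing v vehicle. With the animal names that groups share as a replicate block, 3 of 7 bulk counts stayed within 1.5 times the reported one. The others were 0 in adult virgin basal, adult parous basal, adult parous luminal and adult virgin CD45+. In adult rats the shared names belong to different treated and vehicle rats, and the block was fitted on the 2 groups compared alone. With the 4 parts of 1 rat as 4 samples, 4 of 7 bulk counts stayed within 1.5 times the reported one. The others were E2 luminal tumor-free v vehicle 45, E2 luminal tumor-free v tumor-bearing 14 and E2 CD45+ tumor-bearing v vehicle 1.

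Counts of genes in single cells are given per class. They stayed within 1.5 times in all 16 classes with median-of-ratios factors, all 16 without a filter, all 18 comparisons with filterByExpr, all 16 without the 6% of cells with the highest Scrublet scores and all 6 without Scrublet calls. With DESeq2, 16 of 18 stayed within 1.5 times the reported count, and the others were sorted ACI LP-like 2138 and sorted ACI SBC-like against other basal-like 1737. With an adjusted p of 0.05 or less, 9 of 16 stayed within 1.5 times the reported count, and the others were sorted SD LP-like 1574, sorted SD ML-like 2705, sorted SD basal-like 2487, whole gland B-like 1451, whole gland T-like 521, whole gland macrophage-like 253 and whole gland nerve-like 714. With equal cells from every rat, 11 of 16 stayed within 1.5 times the reported count, and the others were whole gland B-like 1405, whole gland T-like 505, whole gland endothelial-like 2605, whole gland nerve-like 674 and whole gland muscle or pericyte-like 1621. A stricter limit calls fewer genes by construction, and fewer cells hold fewer counts.

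The 20 list results of bulk and 22 of single cells are unadjusted p of limma's camera, and fry kept 14 and 15 of them and camera with an estimated correlation 11 and 11 on their side of 0.05 in the same direction. By fry lists were past the limit no longer, ACI day 0 CD45+: mast cell 0.0533, ACI day 0 basal: TGFβ targets 0.489, sorted SD LP-like: cell cycle G2M 0.171, sorted SD basal-like: cell cycle G2M 0.0937, tumor CD45+: mast cell 0.0833 and whole gland macrophage-like: extracellular matrix 0.621, and now past it, adult virgin basal: TGFβ targets 0.00757, sorted ACI basal-like: TGFβ targets 0.00642, whole gland basal-like: TGFβ targets 0.0375 and whole gland endothelial-like: TGFβ targets 0.0193, and in the other direction, ACI day 0 luminal: TGFβ targets 0.932, NMU luminal tumor-free v vehicle: cell adhesion 0.731 and whole gland endothelial-like: extracellular matrix 0.991. By camera with an estimated correlation lists were past the limit no longer, ACI day 0 CD45+: fibroblast 0.0632, ACI day 0 CD45+: mast cell 0.176, ACI day 0 basal: TGFβ targets 0.229, ACI day 0 luminal: TGFβ targets 0.293, adult virgin basal: cell adhesion 0.0909, adult virgin basal: endothelium 0.256, adult virgin basal: extracellular matrix 0.0624, adult virgin basal: fibroblast 0.336, sorted ACI basal-like: SBC signature 0.0763, sorted SD LP-like: TGFβ feedback 0.0571, sorted SD LP-like: cell cycle G2M 0.350, sorted SD ML-like: cell cycle G2M 0.125, sorted SD ML-like: milk 0.0542, sorted SD basal-like: SBC signature 0.168, sorted SD basal-like: cell cycle G2M 0.255, tumor CD45+: mast cell 0.123, whole gland LP-like: TGFβ targets 0.155, whole gland alveolar or ML-like: TGFβ targets 0.0649, whole gland fibroblast-like: TGFβ targets 0.0655 and whole gland macrophage-like: extracellular matrix 0.628. By filterByExpr lists were past the limit no longer, ACI day 0 luminal: TGFβ targets 0.142 and whole gland fibroblast-like: TGFβ targets 0.154, and now past it, NMU luminal tumor-free v vehicle: cell adhesion 0.0476, and in the other direction, whole gland LP-like: extracellular matrix 0.926 and whole gland endothelial-like: extracellular matrix 0.975. By only the 2 groups compared lists were past the limit no longer, ACI day 0 luminal: TGFβ targets 0.178. By median-of-ratios factors lists were past the limit no longer, ACI day 0 luminal: TGFβ targets 0.0777. By the voom scale lists were past the limit no longer, ACI day 0 luminal: TGFβ targets 0.0780.

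Of single values, keratin UMIs not divided by depth gave a difference of −1.24 per cell in ACI rats, the other direction, and both sorts weighted equally 18.9 in SD rats, now past the threshold. Cells marked by Mki67, Top2a and Cdk1 gave differences in the share of cycling cells of −0.400 (LP-like) and −0.302 points (ML-like) in ACI rats, the other direction. Thinned to 2000 UMIs, the G2/M share of SD basal-like cells differed by 5.86 points, now past the threshold. Thinned to 1000 UMIs, the SBC signature was higher than in basal-like cells by 0.499 in LP-like and 1.44 in B-like cells, the other direction. Without collagens and stromal genes it was higher by 2.48 in alveolar or ML-like cells, now past the threshold. The share of SBC-like cells kept its direction in ACI and SD rats at other cluster resolutions, at 10 keratin UMIs, with 3 of 5 markers, and without doublets.

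With 1 rat left out in turn, 125 of 237 bulk and all but 25 of 148 single-cell counts stayed within 1.5 times, with the rat named where 1 rat alone gave the value. The fits have fewer samples, and where a group is left with 1 sample that sample is assumed to vary like the other groups. The ranges of counts that did not stay were ACI day 0 basal 70 (LD7R) to 2749 (LD10R), ACI day 7 basal 0 to 1 (LD5R), ACI day 0 luminal 0 to 2358 (LD10R), ACI day 7 luminal 0 to 11 (LD5R), ACI day 14 luminal 0 to 1 (LD12R), ACI day 0 CD45+ 78 (LD10R) to 1043 (LD4R), SD day 0 basal 0 to 1 (D8R), SD day 0 luminal 0 to 1 (D8R), adult virgin basal 504 (C_N2N) to 1712 (D_N1R), adult parous basal 0 to 5 (C_P2N), adult virgin luminal 0 to 2 (D_N2R), adult parous luminal 1 to 1.0e+02 (C_P1R), adult virgin CD45+ 0 to 33 (D_N2R), NMU basal tumor-bearing v vehicle 0 to 1191 (D2N), NMU basal tumor-free v tumor-bearing 94 (D1N) to 2000 (D2N), NMU luminal tumor-free v vehicle 0 to 2017 (C5R), NMU luminal tumor-bearing v vehicle 0 to 1522 (C5R), NMU luminal tumor-free v tumor-bearing 0 to 1 (D4R), NMU CD45+ tumor-free v vehicle 0 to 1 (C5R), NMU CD45+ tumor-bearing v vehicle 0 to 3 (D2N), E2 luminal no E2 0 to 5 (A4-10), E2 luminal tumor-free v vehicle 0 to 4 (A4-24), E2 luminal tumor-bearing v vehicle 0 (A4-27) to 59 (A4-14), E2 luminal tumor-free v tumor-bearing 2 to 51 (A4-9), E2 CD45+ tumor-free v vehicle 0 to 7 (A4-27), E2 CD45+ tumor-bearing v vehicle 0 to 1773 (A4-9), tumor CD45+ 0 to 1 (D2N), sorted ACI ML-like 1785 (ACI7) to 3172 (ACI16), sorted ACI SBC-like against other basal-like 731 (ACI7) to 989 (ACI16), sorted SD LP-like 2 (SD1) to 4892 (SD9), sorted SD ML-like 1709 (SD1) to 4940 (SD9), sorted SD basal-like 331 (SD3) to 4773 (SD9), whole gland LP-like 1963 (veh1) to 3767 (ly1), whole gland T-like 582 (veh1) to 1354 (veh4), whole gland alveolar or ML-like 2367 (veh4) to 3662 (veh1), whole gland macrophage-like 243 (veh2) to 1332 (veh4), whole gland nerve-like 659 (veh1) to 1282 (veh4) and whole gland muscle or pericyte-like 2331 (veh2) to 4724 (veh4).

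The ranges of camera p over fits with 1 rat left out were, for lists that changed side or direction, ACI day 0 CD45+: mast cell 9.7e-05 (LD3L) to 0.380 (LD4R), ACI day 0 basal: TGFβ targets 3.5e-04 (LD10R) to 0.0760 (LD7R), ACI day 0 luminal: TGFβ targets 0.00166 (LD10R) to 0.302 (LD7L), SD day 0 basal: TGFβ targets 0.0656 (D7R) to 0.707 (D7N), whole gland LP-like: TGFβ targets 4.4e-04 (veh1) to 0.0508 (veh4), whole gland LP-like: extracellular matrix 0.0232 (veh1) to 0.923 (veh2), whole gland endothelial-like: TGFβ targets 0.0300 (veh1) to 0.486 (veh4), whole gland endothelial-like: extracellular matrix 0.0394 (veh4) to 0.957 (ly11), whole gland fibroblast-like: TGFβ targets 0.0161 (ly6) to 0.213 (veh4), whole gland fibroblast-like: extracellular matrix 0.161 (veh4) to 0.979 (ly1), whole gland macrophage-like: TGFβ targets 0.00878 (ly11) to 1.000 (veh4), whole gland macrophage-like: extracellular matrix 1.8e-05 (ly11) to 0.991 (ly2), adult virgin basal: endothelium 7.4e-05 (C_N1R) to 0.0807 (C_N1N), adult virgin basal: fibroblast 5.6e-05 (D_N2R) to 0.256 (C_N1N), adult virgin basal: leukocyte 0.0154 (C_N2N) to 0.558 (C_N1N), sorted ACI basal-like: TGFβ targets 0.0492 (ACI12) to 0.148 (ACI7) and sorted SD basal-like: TGFβ targets 0.0253 (SD14) to 0.136 (SD1). The ranges of differences were sorted ACI keratin UMIs per cell −3.95 (ACI9) to 8.29 (ACI7), sorted ACI Tgfbr3 in basal-like against luminal cells 4.13 (ACI8) to 4.31 (ACI9), sorted SD keratin UMIs per cell 17.1 (SD14) to 25.1 (SD13) and sorted SD share of cells in G2/M phase 5.12 (SD11) to 7.31 (SD13), where leaving out 1 of 6 rats raises the smallest p that sign flips of Tgfbr3 can give. The difference in the share of SBC-like cells in SD rats, 1.79 points, ran from 0.423 (SD13) to 3.603 (SD2).

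Scaling limits what a direction means where the median of all genes is away from 0. On the log2 scale this median was 0.30 in day 0 basal, 0.15 in day 7 basal and 0.21 in day 0 luminal cells of ACI rats, 0.12 in CD45+ cells of young SD rats, −0.25 in virgin basal, 0.13 in parous luminal and −0.13 in virgin CD45+ cells of adult rats. In NMU-treated rats it was −0.25 in basal cells of tumor-bearing against vehicle rats, 0.24 of tumor-free against tumor-bearing treated rats, and −0.32 and −0.26 in luminal cells of tumor-free and tumor-bearing treated rats against vehicle. In whole glands it was 0.12 in basal-like and 0.12 in LP-like cells. Of 44 single bulk genes, edgeR kept 33 on the side of the threshold that limma gave, with TGFBI past it by neither, and DESeq2 kept 43, with TGFBI now past it, and DESeq2 kept all 46 of single cells.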

Differences from the paper's values

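The test of bulk genes named before the data were examined was edgeR on counts, and limma replaced it after the form of the values was seen. Running edgeR with TMM on the recovered reads was chosen only after the result was seen. The other alternatives named here were set before the data were examined. In SD rats the paper gives 849 SBCs, 2.1% of all cells, and clusters gave 523, 1.32%. Counting cells with UMIs of at least 3 of the 5 markers gave 697, 1.75%, within 1.5 times of the paper's values. In whole glands the paper gives 7490 alveolar cells and 4532 macrophages, and 4476 and 2503 cells took these classes here, for which no alternative was set.

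Numbers of genes changed by TGFBRi in bulk, counted in the paper's supplement and here, were 1354 against 523 in ACI day 0 basal, 61 against 1 in ACI day 7 basal, 14 against 0 in ACI day 14 basal, 810 against 153 in ACI day 0 luminal, 147 against 0 in ACI day 7 luminal, 263 against 0 in ACI day 14 luminal, 16 against 1 in adult parous basal, 6 against 0 in tumor EPCAM and 64 against 0 in tumor CD45+. With DESeq2 on the recovered reads or with a fit of only the 2 groups compared the count was within 1.5 times of the paper's in ACI day 0 basal, and with the other alternatives it was not. With DESeq2 on the recovered reads the count was within 1.5 times of the paper's in ACI day 7 basal, ACI day 0 luminal, ACI day 14 luminal, adult parous basal, tumor EPCAM and tumor CD45+, and with the other alternatives it was not. With no alternative set before the data were examined was it so in ACI day 14 basal and ACI day 7 luminal. The alternatives were DESeq2 and edgeR with median-of-ratios factors on the recovered reads, filterByExpr, no filter on low values and a fit of only the 2 groups compared, with a replicate block in adult rats. Where limma called 0 genes, an unadjusted p under 0.05 held for 298 in ACI day 14 basal, 1172 in ACI day 7 luminal, 1268 in ACI day 14 luminal, 278 in tumor EPCAM and 841 in tumor CD45+, and edgeR with TMM, an alternative chosen after seeing the values, called 0 in each. Of the paper's genes in ACI day 0 basal cells 1353 were tested here, of which limma called 353, edgeR 76 and DESeq2 963.

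Read by eye from Supplementary Fig. 8i, the paper's numbers are about 1900 against 134 in NMU luminal tumor-free v vehicle, about 1600 against 30 in NMU luminal tumor-bearing v vehicle and about 350 against 174 in NMU basal tumor-bearing v vehicle here. Read by eye from Supplementary Fig. 8l, they are about 14 against 2 in E2 luminal no E2, about 120 against 1 in E2 luminal tumor-bearing v vehicle, about 210 against 2 in E2 luminal tumor-free v vehicle and about 160 against 2 in E2 luminal tumor-free v tumor-bearing here. With DESeq2 on the recovered reads the count was within 1.5 times of the paper's in NMU luminal tumor-free v vehicle, NMU luminal tumor-bearing v vehicle, E2 luminal no E2 and E2 luminal tumor-bearing v vehicle, and with the other alternatives it was not. With edgeR with median-of-ratios factors the count was within 1.5 times of the paper's in NMU basal tumor-bearing v vehicle, and with the other alternatives it was not. With no alternative set before the data were examined was it so in E2 luminal tumor-free v vehicle and E2 luminal tumor-free v tumor-bearing. In the E2 experiment a further alternative, the 4 parts of 1 rat as 4 samples, gave 45 genes in tumor-free rats against vehicle and 14 against tumor-bearing treated rats.

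In whole glands the paper tested cells and the tests here compared rats. The numbers of genes in the paper's supplement and here were 1618 against 6587 in whole gland basal-like, 891 against 4207 in whole gland endothelial-like, 972 against 3821 in whole gland LP-like and 863 against 3673 in whole gland alveolar or ML-like. No alternative set before the data were examined (DESeq2, an adjusted p of 0.05 or less, median-of-ratios factors, no filter, filterByExpr and equal cells from every rat) gave a number within 1.5 times of the paper's.

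The paper states that the genes changed include lowered TGFβ targets. In young ACI rats at day 0, 23 of 43 targets were lower in basal and 17 of 43 in luminal cells. Past the threshold 2 and 2 were lowered and 0 and 1 raised. In basal cells of adult virgin rats most targets were lower, and more were lowered than raised past the threshold. The paper reports no change of gene expression in leukocytes, and limma called 420 genes in CD45+ cells of ACI rats at day 0. Among immune cells of whole glands the paper names macrophages alone as changed, citing plots of cells colored by treatment, which is another measure than counts of genes. Genes called here were 2210 in B-like, 988 in T-like and 530 in macrophage-like cells, with rats as replicates. These classes held 23030, 11251 and 2503 cells, so that their counts are not on an equal footing. The paper describes 4 subclusters of SBCs, of which 1 expresses Lrg1 and Cdh5, and 6 were found here, with at most 2.46 CPM of Lrg1 and 2.39 CPM of Cdh5. The cells clustered there did not include the unnamed SD cluster 16, which expressed SBC markers and endothelial genes.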

Other observations

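The tests of doublets of LP and ML cells, of the time of day, of stress during dissociation and of splits of all samples but those of whole glands were chosen only after the result was seen.

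SBC marker clusters were weighed as mixtures. In ACI cluster 13, genes of basal cells that stroma lacks were at 0.392 of their level in basal-like cells, as doublets of a basal and a stromal cell would give, with 1.61 times their UMIs, so that doublets are a candidate explanation there, although their median Scrublet score, 0.0585, was below that of basal-like cells, 0.101. Free RNA of basal cells is argued against in this cluster, since it would have to bring 4564 UMIs per cell. In SD cluster 19 the level of basal genes was 0.228 and free RNA would have to bring 2165 UMIs per cell, and neither test decides. Cells with both programs stay open as the biological explanation in each cluster.

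Clusters with LP and ML markers may be doublets of an LP and an ML cell: their median UMIs were 1.08 (ACI cluster 9) and 0.968 (SD cluster 9) of the sum of the medians of both classes. In ACI cluster 12 (1.33) and SD cluster 18 (1.34) the UMIs exceed the sum, and by UMIs doublets cannot be told apart from large single cells there. Scrublet placed 2.80% of the cells of ACI cluster 12 and 59.9% of SD cluster 18 among the 6% with the highest scores. Its scores thus point to doublets in SD cluster 18 but not in ACI cluster 12. Cells between LP and ML cells remain the biological alternative.

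More genes were called in sorted single cells than in bulk samples of the same strain and day. A difference between libraries shared by all cell types is a candidate explanation: fold changes of sorted basal-like cells correlated with those of bulk basal cells at −0.216 in ACI and −0.303 in SD rats, and with those of whole-gland basal-like cells at −0.161 in SD rats. With the mean difference of log2 CPM per rat in place of the fold changes of edgeR, basal-like and LP-like cells of an experiment correlated at 0.683 in ACI and 0.880 in SD rats, where other splits of the rats gave 0.225 to 0.553 and 0.0998 to 0.888. Between sorted ACI and sorted SD rats, however, the fold changes correlated at 0.588 in basal-like, 0.612 in LP-like and 0.681 in ML-like cells, and of the genes called in both in basal-like cells 1804 changed in the same and 39 in the opposite direction. This goes against a difference that arose in 1 of these experiments alone, but not against one that parted treated from vehicle libraries alike in both. TGFBRi acting on all epithelial classes would also give such agreement and stays open, while the rats of the experiments differ.

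In whole glands 28 genes were raised and 137 lowered in at least 8 of 10 classes, out of 9647 tested in every class. Among genes lowered in 10 classes the largest falls were in AKR1B8, lowered in 10 classes at a median log2 fold change of −4.47, CXCL3 (10 classes, −3.74) and HMOX1 (10 classes, −3.02), named after their values were seen. Rats of the 2 groups killed at different times of day are a candidate explanation of part of this pattern: clock genes of the Dbp phase rose in 9 of 10 classes and those of the opposite phase fell in 9, by their medians, some of which lay near 0. A different amount of stress during dissociation stays undecided, since immediate early and heat shock genes fell in 3 classes and rose in the others. A list of 9 Nrf2 target genes, which answer to oxidative stress and were listed after the values were seen, had a median below 0 in 10 of 10 classes, from −1.59 to −0.15. An effect of TGFBRi shared by all cells stays open as well, and neither was tested directly.

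Luminal genes were lower in T-like, B-like and nerve-like cells of treated whole glands. Free RNA of luminal cells that differs between libraries is a candidate explanation, since 56 genes of LP-like cells changed by a median of −0.59 in nerve-like, −0.32 in T-like and −0.54 in B-like cells, where they made up at most 3.80% of their LP-like level. They also fell in endothelial-like (−0.34), fibroblast-like (−0.42) and smooth muscle or pericyte-like cells (−0.54). The rise in macrophage-like (0.28) and basal-like cells (0.36) goes against this, the shares vary widely between rats, and free RNA stays open. In LP-like cells themselves the median was −0.09, and no biological explanation was tested.

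Splits of the same samples into groups of the same sizes were fitted in the same way, and those with as many genes as the real split, the real one included, were counted. Chance is argued against, though not excluded, where they numbered 1 of 35 in adult virgin basal, 2 of 84 in sorted SD LP-like, 1 of 84 in sorted SD ML-like, sorted SD basal-like, whole gland B-like, whole gland LP-like, whole gland T-like, whole gland alveolar or ML-like, whole gland basal-like, whole gland endothelial-like, whole gland fibroblast-like, whole gland macrophage-like, whole gland nerve-like and whole gland muscle or pericyte-like. These shares were not adjusted over the comparisons. In sorted SD LP-like cells another split gave 6214 genes, more than the 3857 of the real one, and without rat SD1 2 genes were called, so that this count stays uncertain. Chance cannot be excluded where they numbered 2 of 35 in adult parous basal and adult parous luminal, 3 of 35 in adult virgin CD45+, 7 of 35 in E2 luminal no E2 and E2 luminal tumor-free v vehicle. In designs of 3 against 3, where no share under 0.1 can arise, they numbered 2 of 10 in ACI day 0 basal and NMU luminal tumor-bearing v vehicle, 1 of 10 in ACI day 7 basal, ACI day 0 luminal, ACI day 0 CD45+, NMU basal tumor-bearing v vehicle, NMU basal tumor-free v tumor-bearing, NMU luminal tumor-free v vehicle, NMU CD45+ tumor-bearing v vehicle, sorted ACI LP-like, sorted ACI ML-like and sorted ACI basal-like. Where 0 genes were called every split has as many by construction, so that nothing about chance follows from 10 of 10 in ACI day 14 basal, ACI day 7 luminal, ACI day 14 luminal, ACI day 7 CD45+, ACI day 14 CD45+, NMU basal tumor-free v vehicle, NMU luminal tumor-free v tumor-bearing, NMU CD45+ tumor-free v vehicle, tumor EPCAM and tumor CD45+, 35 of 35 in SD day 0 basal, SD day 0 luminal, SD day 0 CD45+, adult virgin luminal, E2 CD45+ no E2 and E2 CD45+ tumor-free v vehicle.

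Some counts of 5 or fewer in bulk rest on genes named here only after their values were seen, with mean normalized counts in treated against reference rats: LGALS4 (87.2 against 4.75) in day 7 basal cells of ACI rats, PLXNB3 (86.8 against 0) in adult parous basal cells and MAB21L1 (0 against 115), TMEM67 (0 against 111) and PRKAA2 (0 against 60.7) in adult virgin CD45+ cells. In the E2 experiment they were PCDHA8 (26.04 against 0) and FGF10 (18.5 against 0) without E2, CCR1L1 (54.9 against 0) and BRINP1 (35.8 against 0) in tumor-free and DSE (0 against 199.9) in tumor-bearing treated rats against vehicle, DSE (173 against 0) and IGFBP2 (3654 against 155) between tumor-free and tumor-bearing treated rats, and IRX2 (0.734 against 24.9), ITGB4 (0.516 against 32.5) and MYMK (13.5 against 0) in CD45+ cells of tumor-bearing treated rats against vehicle. Where a group is at 0 the fitted change depends on the pseudocount and gives no bound.

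Over all lists, camera gave an adjusted p of 0.05 or less in 221 of 1007 list tests in bulk and 58 of 413 in single cells, fry in 17 and 27, and camera with an estimated correlation in 0 of both. By list, camera passed in bulk and in single cells for TGFβ targets 7 of 35 and 4 of 16, TGFβ feedback 4 of 35 and 1 of 16, extracellular matrix 16 of 35 and 2 of 16, S phase 14 of 35 and 2 of 16, G2/M phase 11 of 35 and 3 of 16, basal epithelium 15 of 35 and 3 of 16, fibroblast 10 of 35 and 1 of 16, endothelium 7 of 35 and 4 of 14, leukocyte 5 of 35 and 0 of 16, neutrophil 4 of 35 and 1 of 7, mast cell 4 of 35 and 0 of 9, milk 16 of 35 and 4 of 16 and SBC signature 18 of 35 and 7 of 16.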
